# A Gut-Restricted Liver X Receptor Agonist Ameliorates Liver Injury in Experimental Short Bowel Syndrome

**DOI:** 10.1053/j.gastro.2025.12.015

**Published:** 2026-03-06

**Authors:** Ayoung Kim, Daniel M. Alligood, Lingaiah Maram, Hannah M. Phelps, Michael Cameron, Jacob T. DeRousse, Jichang Han, Taylor J. Dunning, Rachel L. Mintz, Alex Park, Daniel D. Lee, Deanna L. Davis, Christopher G. Huckstep, Rachael L. Field, Lamees Hegazy, Bernd H. Zinselmeyer, Jonathan R. Brestoff, Colin A. Martin, Brad W. Warner, Bahaa Elgendy, Gwendalyn J. Randolph

**Keywords:** Liver X Receptors, Enterohepatic Circulation, Lipid Transport, Fibrosis, Inflammation

## Abstract

**BACKGROUND & AIMS:**

Short bowel syndrome (SBS) arises from the surgical removal of extensive portions of the small intestine and is associated with high morbidity, including intestinal failure–associated liver disease (IFALD). Earlier studies revealed that orally administered systemic liver X receptor (LXR) agonist suppresses IFALD in mice and implicated intestinally derived high-density lipoprotein (HDL) in liver protection. Here we aimed to move away from the use of systemic LXR agonists because they have failed in clinical trials due to hepatic steatosis and hyperlipidemia, to determine if a gut-restricted LXR agonist could provide hepatoprotection in SBS.

**METHODS:**

We synthesized and characterized WUSTL0717, an amide analog of GW3965, as a putative gut-restricted LXR agonist, and evaluated its potential to improve the outcomes in a preclinical mouse model of SBS.

**RESULTS:**

WUSTL0717 exhibited exceptional intestinal retention in pharmacokinetic analyses and activated LXR target genes in the small intestine but not the liver. Whereas small bowel resection lowered many lipid metabolites in portal venous plasma, WUSTL0717 treatment increased portal venous Apolipoprotein A1 (ApoA1), the core protein of HDL, and spared portal venous phospholipids known to be enriched on HDL. Accordingly, intestinal ApoA1 deficiency exacerbated IFALD, and in wild-type mice, portal venous ApoA1 and phospholipids inversely correlated with hepatic collagen accumulation. In addition, WUSTL0717 improved nutrient absorption and promoted body weight restoration in SBS.

**CONCLUSIONS:**

These data underscore the potential of gut-restricted LXR agonists to preserve metabolic health in the context of SBS. By acting locally in the intestine, WUSTL0717 positively mitigates profibrotic liver injury while avoiding systemic availability.

The small intestine absorbs nutrients to sustain life. Various conditions, including neonatal necrotizing enterocolitis, may require small bowel resection (SBR) that can lead to malabsorption^1^ and partial compensatory post-intestinal adaptations,^2,3^ sequelae collectively termed short bowel syndrome (SBS).^1^ Prolonged SBS leads to morbidity in the liver, referred to as intestinal failure–associated liver disease (IFALD), which involves hepatic steatosis, cholestasis, and fibrosis.^4^ Glucagon-like peptide-2 agonists are used clinically to improve intestinal adaptation (NCT05018286). However, no established therapeutics exist for SBS-associated IFALD once it develops, making prevention the primary management goal. Approaches under investigation for IFALD management include omega-3 enriched parenteral lipids^5^ and the medium-chain fatty acid cocktail SEFA-6179 (NCT05919680).^6^

Liver X receptors (LXRs), including LXR*α* (*NR1H3*) and LXR*ß* (*NR1H2*), are nuclear receptors that govern genes involved in lipid and sterol metabolism.^7^ We previously reported that intestinal ATP-binding cassette transporter A1 (*Abca1*), a key LXR target for high-density lipoprotein (HDL) biogenesis, promoted portal venous HDL that protected the liver from lipopolysaccharide-induced injury.^8^ Oral administration of the LXR agonist GW3965^9^ appeared to have potential therapeutic value by upregulating *Abca1* and increasing portal HDL.^8^ However, systemic LXR agonists cause adverse effects, primarily hepatic lipogenesis, hindering their development as treatments for atherosclerosis and other diseases.^10,11^ Hence, we reasoned that a gut-restricted LXR agonist might offer safer and more effective therapy. In our search for gut-restricted LXR agonists to treat SBS, we identified WUSTL0717. Reported by GlaxoSmithKline in 2002, this LXR agonist was not further developed, as the slightly more potent analog GW3965 was favored.^12^ WUSTL0717 (previously referred to as GW6340) was later described as an intestinally selective compound, with limited published evidence, and as an ester analog of GW3965.^13^ However, the GlaxoSmithKline patent (PCT/US01/27622) refers to GW6340 as an amide analog of GW3965, which we designate as WUSTL0717.

Here, we synthesized and carried out pharmacokinetic studies of WUSTL0717 in mice to evaluate its intestinal retention and its effects on SBS and IFALD. We also examined its impact on metabolites in the portal vein, where we found that it primarily spared a reduction in phospholipids within the portal vein caused by SBR. Phospholipids, particularly phosphatidylcholine (PC) species, are major HDL components along with Apolipoprotein A1 (ApoA1) and cholesteryl esters.^14,15^ We thus evaluated the impact of intestinal epithelial cell deletion of *Apoa1* on SBR. Our data further solidify the key role of intestinal HDL in protecting the liver through its passage in the portal vein and suggest therapeutic benefits of WUSTL0717 for managing IFALD and improving intestinal functionality, with action restricted to inducing LXR target genes specifically within the intestine.

## Materials and Methods

### Mice

C57BL/6 wild-type (WT) (JAX 000664) mice were purchased from The Jackson Laboratory. Mice generated by crossing *Villin-Cre* (JAX 004586) mice with *Apoa1^f/f^* mice (*Apoa1^ΔIEC^*)^16^ were on a mixed genetic background, predominantly C57BL/6 with additional contributions from FVB/NJ or DBA/2J. Mice were housed at Washington University in St Louis in a 12-hour light-dark cycle in a specific pathogen-free facility with a controlled temperature (21 ± 1° C) and humidity (50% ± 20%). Food and water were provided ad libitum unless otherwise specified. Genotypes were confirmed by polymerase chain reaction using primer pairs listed in Supplementary Table 1, and the absence of Cre-mediated germline recombination was verified by Transnetyx qPCR. All procedures were conducted during the light phase. Age- and weight-matched mice were randomly divided into experimental subgroups based on the distribution. Experimenters were not blinded to genotypes or treatment due to the study design and group size. The controls in all experiments were sibling littermates of the experimental cohort, and siblings, even when of different genotypes, were co-housed throughout all experiments. The studies were approved by the Washington University Animal Studies Committee (protocols 22-0433, 23-0421, and 22-0286).

### Synthesis of WUSTL0717, Molecular Modeling and Screening, and Use In Vivo

A detailed synthesis protocol for WUSTL0717 is described at the accompanying submission in protocols.io (“Synthesis of WUSTL0717” available at: https://www.protocols.io/view/synthesis-of-wustl0717-bp2l6dy2kvqe/v1). Molecular modeling, evaluation, and ligand-binding assays are described in the Supplementary Materials and Methods. For in vivo administration, WUSTL0717.HCl was suspended in 0.5% hydroxypropyl methylcellulose and 4% Tween 80 in 60 mM phosphate buffer (pH 7). WUSTL0717 or vehicle was administered orally (per os [PO]) by gavage once daily at 30 mg/kg body weight, starting either 1 week after arrival at the facility or 3 weeks after SBR or sham surgery to allow recovery. For short-term WUSTL0717 administration, mice were treated with WUSTL0717 starting 5 days post-SBR and continued for 10 days. In nonsurgical studies, WUSTL0717 treatment was initiated in WT mice at 8 weeks of age.

### Pharmacokinetics

At the specified time point after administration of a single oral gavage dose of WUSTL0717 at 30 mg/kg, 8-week-old WT male mice were euthanized and dissected tissues or plasma were snap-frozen in liquid nitrogen. Untreated mice served as baseline control. For quantification, 5-*μ*L plasma samples were directly loaded onto a 96-well Millipore Multiscreen Solvinert 0.45-*μ*m low-binding polytetrafluoroethylene hydrophilic filter plate. Tissue samples were homogenized with water (1:3 dilution), and 5 *μ*L of the homogenate was loaded onto the filter plate. All plasma and tissue samples were treated with 75 *μ*L of a 90/10 acetonitrile/water solution containing carbamazepine as the internal standard to extract the analyte and precipitate proteins. The plates were agitated on ice for 10 minutes before centrifugation into a collection plate. Separate standard curves were prepared in blank mouse plasma and tissue homogenate and processed in parallel with the samples. The filtrate was directly analyzed by liquid chromatography–tandem mass spectrometry (LC-MS/MS). The high-performance liquid chromatography and MS/MS parameters are provided in Supplementary Table 2. C_max_ (maximum concentration) and T_max_ (time to maximum concentration) were determined from the observed concentration–time data.

### Small Bowel Resection

Unless otherwise specified, 8- to 9-week-old male or female mice were subjected to SBR. Mice underwent 75% proximal bowel resection or a sham control operation, as previously described.^8^ Briefly, a midline laparotomy was performed to exteriorize the small bowel. In SBR, the small bowel was cut 1 to 2 cm distal to the ligament of Treitz and 6 cm proximal to the ileocecal junction, then reconnected by an anastomosis. In sham operations, the small bowel was transected 6 cm proximal to the ileocecal junction and immediately re-anastomosed. All anastomoses were hand-sewn end-to-end with interrupted 9–0 nylon sutures. After surgery, the mice received a 1-mL bolus of normal saline and were placed in a warm cage inside an incubator. During the night following surgery, they were restricted to water only. On postoperative day 1, a second 1-mL bolus of saline was administered, and a liquid diet (PMI Micro-Stabilized Rodent Liquid Diet LD 101; TestDiet) was introduced. Mice were without food for less than 24 hours after surgery. They remained in the incubator until postoperative day 7, then were moved to standard cages with continued ad libitum access to the liquid diet until euthanasia.

### Blood Chemistry and Tissue Lipid Measurements

Portal venous blood (60 *μ*L) was collected with needle bevel facing the intestine, and systemic blood was collected from the inferior vena cava or via cheek bleed. For plasma isolation, blood was collected in EDTA tubes and centrifuged at 1000*g* for 10 minutes at 4° C. For serum isolation, coagulated blood was centrifuged at 2000*g* for 15 minutes at room temperature. Plasma or serum cholesterol, triglycerides, alanine aminotransferase (ALT), and aspartate aminotransferase (AST) were assessed by the DCM Research Animal Diagnostic Laboratory at Washington University. HDL-cholesterol (HDL-C) levels were measured using the HDL-C assay kit (STA-394; Cell Biolabs), and ApoA1 levels by enzyme-linked immunosorbent assay (3750–1HP; Mabtech). Liver cholesterol and triglyceride levels were quantified by the Diabetes Models Phenotyping Core Services at Washington University.

### RNA Sequencing

Liver (median right lobe), duodenum, or post-anastomotic ileum from sham- or SBR-operated mice, with or without WUSTL0717 treatment, were subjected to RNA sequencing (RNA-seq) by the Genome Technology Access Center. Data were analyzed as detailed in the Supplementary Materials and Methods and deposited in the Gene Expression Omnibus (accession GSE287046).

### Lipid and Metabolomics LC-MS/MS Analysis

Mouse portal venous serum samples were extracted and analyzed by LC-MS/MS on a Vanquish Horizon UHPLC system coupled to an Orbitrap Tribrid ID-X mass spectrometer (Thermo Fisher Scientific) by the Mass Spectrometry Technology Access Center, as detailed in the Supplementary Materials and Methods.

### Statistics

Data are presented as mean ± standard error of the mean (SEM). Statistical significance was assessed using unpaired Student *t* test or 1-way/2-way analysis of variance followed by Tukey’s honestly significant difference for multiple group comparisons, unless otherwise specified. All statistical analyses were performed using Prism software (GraphPad), except where noted. Statistical approaches for high-dimensional datasets, including RNA-seq, 16S ribosomal RNA sequencing, and lipidomics, are described in their respective subsections in the Supplementary Materials and Methods. Details on significance levels, sample sizes, and specific statistical tests are provided in the figure legends.

## Results

### Synthesis and In Vivo Pharmacokinetics of WUSTL0717 Reveal Intestinal Retention

WUSTL0717 was synthesized in a multi-step process, ensuring high yield and purity^17^ (Figure 1A; details in protocols.io, available at: https://www.protocols.io/view/synthesis-of-wustl0717-bp2l6dy2kvqe/v1). LanthaScreen Time-Resolved Förster Resonance Energy Transfer (TR-FRET) assays revealed that GW3965 exhibited ~5-fold higher potency compared with WUSTL0717 in binding to LXR*ß* (Figure 1B). In contrast, WUSTL0717 demonstrated enhanced activity in a luciferase assay, showing ~2-fold greater potency than GW3965 (Figure 1C). Molecular modeling of WUSTL0717 in the ligand-binding pocket of LXR*α* and LXR*ß* revealed that, similar to GW3965, its chlorotrifluoromethyl benzyl groups primarily formed hydrophobic interactions. However, the amide group of WUSTL0717 exhibited distinct interactions, engaging Arg232 in LXR*α* and with Leu330 and Glu281 in LXR*ß*. In contrast, the carboxyl group of GW3965 interacted with Arg305 and Arg232 in LXR*α*, and with Leu330 and R319 in LXR*ß* (Figure 1D). In vitro absorption, distribution, metabolism, and excretion assessments revealed that WUSTL0717 has very low kinetic solubility (0.29 *μ*M) and high mouse plasma protein binding (99.81%). It showed metabolic stability in mouse liver microsomes (t_1/2_ = 49 minutes), but less stability in human microsomes (t_1/2_ = 12.4 minutes), indicating species-dependent metabolism (Supplementary Table 3). In vivo pharmacokinetic studies, in which a single dose of WUSTL0717 (30 mg/kg) was administered to individual mice and the distribution of the drug followed over a 24-h period, revealed a strong but transient drug signal in the duodenum, followed by the jejunum and ileum. Drug distribution to the liver was detected at levels substantially lower than those in the intestine (Figure 1E and F). Complete clearance of the drug from all sites occurred within 24 hours (Figure 1E and F). At most sites, peak accumulation was observed at 0.5 to 3 h after dosing, and at all sites, except the feces, waned after 3 hours. Fecal detection of WUSTL0717 peaked at 6 hours and waned thereafter (Figure 1E and F). We conclude that orally administered WUSTL0717 is a potent LXR agonist with activity primarily confined to the small intestine before undergoing rapid catabolism.

### WUSTL0717 Activates Liver X Receptor Target Genes in the Intestine But Not the Liver in a Mouse Model of SBS

To investigate whether WUSTL0717 can activate intestinal LXR target genes in an SBS model, we used a mouse SBR model that induces liver fibrosis,^8,18^ wherein 75% of the proximal small intestine is resected (Figure 2A and Supplementary Figure 1A), while preserving the duodenum and the terminal ileum. WUSTL0717 (30 mg/kg, PO) or vehicle was administered daily to mice for 7 weeks, starting 3 weeks after SBR. This design allowed the mice to recover from the surgery before drug exposure (Figure 2B). To investigate WUSTL0717 efficacy, bulk RNA-seq was performed on the duodenum and the post-anastomotic ileum of the intestine as well as the liver following SBR. 

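RNA of the duodenum was sequenced from 3 sham mice given vehicle, 4 SBR mice given vehicle and 4 SBR mice given WUSTL0717, and RNA of the post-anastomotic ileum from groups of the same sizes. All mice were C57BL/6 males. WUSTL0717 was given at 30 mg/kg, and tissue was taken at 10 weeks after surgery, at the end of the 7 weeks of treatment. The paper gives the extent of the resection as 75%, whereas the labels of the samples give 50 to 60%. The authors removed ribosomal RNA, aligned reads with STAR, counted them on genes with featureCounts, and deposited log2 TPM (transcript abundance scaled to a fixed total) after batch correction with ComBat. The intestinal libraries made up batch 1 and the liver libraries batch 2, so tissue and batch cannot be told apart in a comparison of levels across them. After the correction, 99.8% of 15887 genes had mean values within 1 log2 unit between liver and intestine, and the intestinal disaccharidase gene *Sis* was listed at a mean of 4.74 in the liver. Levels were therefore compared within 1 tissue and batch. The number of reads behind each value is unknown, because the table gives TPM alone. Turned back into TPM, the values summed to between 637575 and 863090 per duodenal library and between 618191 and 807702 per ileal library. For each region, all 3 groups were fitted together with limma on the genes with a mean log2 TPM of at least 1, which left 15093 genes in the duodenum and 15772 in the ileum. Adjusted p-values are those of limma with Benjamini-Hochberg adjustment. Single genes were also compared with an exact two-sided permutation test, in which 4 libraries against 4, or 4 against 3, cannot give a p below 0.0286. On simulated values with 200 genes changed by 2 log2 units, the tests recovered 42% and 45% of the changed genes in the 2 duodenal comparisons and 66.5% and 72.5% in the 2 ileal ones, with between 2 and 11 false calls. The simulated noise was independent between genes, so these false calls do not cover variation that many genes share. Random splits of the real libraries called up to 1913 genes in the duodenum after SBR and 0 there with WUSTL0717. In the ileum they called up to 1 and 2 genes. The median log2 fold change over all tested genes was -0.36 in the duodenum after SBR.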

Gene set variation analysis of LXR target pathways identified from the Molecular Signatures Database (MSigDB) revealed increased LXR activity in the duodenum and ileum but not in the liver (Figure 2C and Supplementary Figure 1B). 

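The paper's text does not name the MSigDB set, so LXR target scores were computed by gene set variation analysis on the 58 genes listed in Supplementary Figure 1B. The 22 intestinal libraries were scored together and the 18 liver libraries together, and each score was standardized across the libraries scored with it. In the duodenum, the score was 1.07 ± 0.20 (SD, n = 4) with WUSTL0717 and 0.06 ± 0.86 (SD, n = 4) with vehicle after SBR. The difference was 1.01, and all 4 treated libraries lay above every vehicle library (exact two-sided permutation test, p = 0.0286, the smallest p for these groups). In the ileum, the score was 1.13 ± 0.25 (SD, n = 4) with WUSTL0717 and -0.99 ± 0.11 (SD, n = 4) with vehicle, a difference of 2.12 with the same exact p. In the liver, the score was 0.61 ± 0.89 (SD, n = 5) with WUSTL0717 and -0.92 ± 0.34 (SD, n = 8) with vehicle. This difference was 1.53 (exact two-sided permutation test, p = 0.00155), with 4 of the 5 treated libraries above every vehicle library. The liver value was 0.98 (exact permutation p = 0.103) as a mean of standardized gene values and 0.96 (exact permutation p = 0.104) with a list of LXR core targets, and 1.84 (exact permutation p = 0.00155) with each library centred on its median. With all 40 libraries scored together, an alternative chosen after seeing the data, it was 0.83 (exact permutation p = 0.0583). In the duodenum, the difference lay between 0.91 and 1.04 when any 1 of the 4 WUSTL0717 libraries was left out, with an exact permutation p between 0.114 and 0.2, and it was 1.26 (exact permutation p = 0.0571) when each tissue was scored alone and 1.74 (exact permutation p = 0.0286) with the core targets. Among 1000 random lists of 58 genes matched on level, 0 rose as far as the LXR targets in the duodenum, 0 in the ileum and 3 in the liver. If the figure's genes were chosen on these samples, neither the score nor this comparison with random lists is independent evidence. With the core targets, a list set in advance, the ileal difference was 1.97 (exact permutation p = 0.0286). The treatment effects on the score in ileum and duodenum differed by 1.12 (permutation of the treatment within each region, two-sided p = 0.24). Shuffling the treatment also shuffles the effects themselves, so this test has little power for a difference between them and does not exclude one. After SBR alone, the score differed from sham by 0.73 in the duodenum (exact two-sided permutation p = 0.286), by 0.04 in the ileum (exact p = 0.829) and by -1.78 in the liver (exact p = 0.000777, the smallest p for 8 against 5). The liver difference was -1.31 (exact permutation p = 0.00699) with the core targets and -1.34 (exact permutation p = 0.00155) with each library centred, and lay between -1.83 and -1.72 when 1 library was left out. As a mean of standardized gene values, the liver difference after SBR was reversed to 0.41 (exact permutation p = 0.489) and the duodenal one to -0.01 (exact permutation p = 1).

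**Figure D1:**
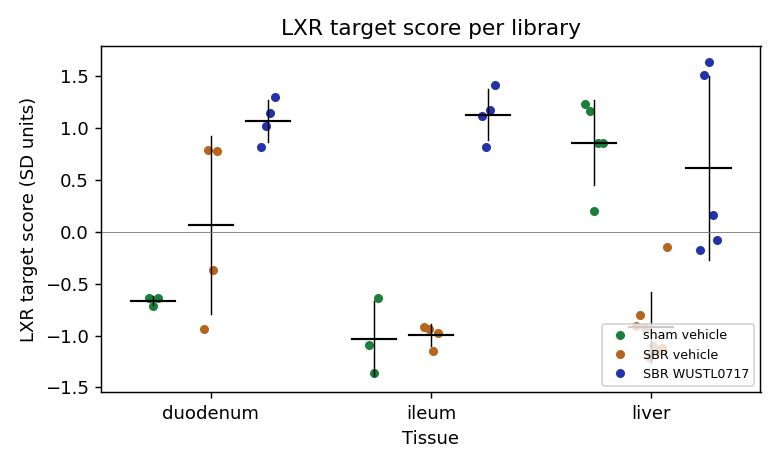
LXR target score by tissue and group, in SD units on the vertical axis. Each point is a library, the line is the group mean and the vertical bar its SD. Intestinal and liver libraries were scored in separate runs. All 4 duodenal and all 4 ileal libraries of the WUSTL0717 group lie above the SBR vehicle libraries of the same region, and in the liver 4 of 5 do.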

Key LXR target genes, including *Abca1*, *Srebf1*, and *Scd1* were upregulated in the RNA-seq dataset and confirmed by quantitative reverse transcription polymerase chain reaction (qRT-PCR) in both sexes after the 7-week treatment (Figure 2D and E, and Supplementary Figure 1C), with similar results observed after a shorter 10-day treatment (Supplementary Figure 1D). 

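Log2 TPM of *Abca1* (chromosome 4, 53030787 to 53159895, in GRCm38), which encodes a cholesterol transporter, was 6.56 ± 0.93 (SD, n = 4) with WUSTL0717 and 3.01 ± 0.74 (SD, n = 4) with vehicle in the duodenum of SBR mice. This gave a log2 fold change of 3.55 (standard error 0.50, limma adjusted p = 0.0136). In the ileum, the values were 7.44 ± 0.64 (SD, n = 4) and 4.65 ± 0.39 (SD, n = 4), and the log2 fold change was 2.79 (standard error 0.34, limma adjusted p = 0.0165). *Scd1* (chromosome 19, 44394455 to 44407879), encoding a fatty acid desaturase, changed by 6.34 (standard error 0.61, limma adjusted p = 0.00306) in the duodenum and by 3.09 (standard error 0.40, limma adjusted p = 0.022) in the ileum. *Srebf1* (chromosome 11, 60199089 to 60222581), encoding a lipogenic transcription factor, changed by 3.13 (standard error 0.64, limma adjusted p = 0.0887) in the duodenum and by 3.39 (standard error 0.52, limma adjusted p = 0.0427) in the ileum. For these 3 genes, each of the 4 treated libraries lay above each of the 4 vehicle libraries in both regions (exact two-sided permutation test, p = 0.0286, the smallest p these groups allow). With an unmoderated two-sample test in place of limma's moderated one, 24 of the 130 tests on named genes passed the threshold against 60. Over 11 alternatives, the limma adjusted p of *Abca1* ranged from 0.00484 to 0.195 in the duodenum and from 0.00242 to 0.44 in the ileum. Duodenal *Scd1* passed the threshold in 8 of the 8 fits that each left out 1 library. Duodenal *Abca1* passed it in 2 of the 8 fits that each left out 1 library (highest limma adjusted p 0.0656 without SBR WUSTL0717 library 4), and ileal *Abca1* in 4 of the 8 fits that each left out 1 library (0.0824 without SBR vehicle library 2). The ileal changes of *Srebf1* and *Scd1* passed it in 1 of 8 and in 3 of 8 such fits, with limma adjusted p-values up to 0.16 without SBR vehicle library 2 and 0.089 without SBR vehicle library 2. Duodenal *Srebf1* came under the threshold with a filter at a mean log2 TPM of 3 and with library weights, and its limma adjusted p ranged from 0.0344 to 0.441 over the alternatives. In the liver, the log2 fold changes were 0.07 for *Abca1*, 0.22 for *Srebf1* and 0.32 for *Scd1*, with limma adjusted p-values of 0.877, 0.746 and 0.563. With library weights the liver values of *Abca1* and *Srebf1* were reversed, to -0.12 each.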

A heatmap of the top 50 genes altered in the duodenum after SBR showed marked downregulation of histone-encoding genes, a feature not rescued by WUSTL0717 (Supplementary Figure 2A). This may relate to chromosomal remodeling as the intestine adapts to a shortened absorptive surface. 

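Between SBR vehicle and sham duodenum, 0 of 15093 tested genes reached a limma adjusted p under 0.05, and the smallest was 0.0822. At an unadjusted p under 0.05 there were 2426 genes. The groups did not overlap for 9.65% of genes, against the 5.71% that chance gives. The count depended on the setting, and library weights moved it most, to 2497 genes, of which 203 were higher. With each library centred on its median, 96 genes passed, of which 92 were higher. Without SBR vehicle library 1, 589 genes passed. The table lists 62 histone genes, of which 55 were tested. After SBR, 54 of these were lower, with a median log2 fold change of -1.39, or -1.03 relative to the median of all genes. They remained lower as a list, by -0.97, once each library was centred. None passed the threshold over all genes, 33 had an adjusted p under 0.05 when adjusted over the list alone, and 36 had an unadjusted p under 0.05. The limma gene set test camera gave an adjusted p of 6.68e-14 for the histone genes over 38 sets, a call that held neither under fry (adjusted p = 0.137) nor with an estimated correlation (adjusted p = 0.509). The mean over the list fell by 1.37 (exact two-sided permutation test, p = 0.0571). Of the 23 sets that camera called in this comparison, 0 held under either alternative. Of the 4 histone genes named in advance, *H3c3* changed by -2.19 (standard error 0.71, limma adjusted p = 0.274), *H3c2* by -2.14 (standard error 0.58, limma adjusted p = 0.258), *H2bc15* by -2.06 (standard error 0.58, limma adjusted p = 0.271) and *H3c11* by -1.99 (standard error 0.64, limma adjusted p = 0.274). Without SBR vehicle library 1, all 4 had limma adjusted p-values between 0.0455 and 0.0499, and with library weights between 0.0215 and 0.0296. Over all alternatives the range was 0.0215 to 0.927. Histone genes are near-identical copies. The authors counted only reads that aligned to 1 place without ambiguity, so reads shared between copies would be dropped, and the values of single members are uncertain. With WUSTL0717 after SBR, 43 of 55 histone genes were higher, with a median log2 fold change of 0.22, and 0 passed the threshold over all genes, over the list alone, or unadjusted. The 4 named genes changed by 0.10 to 0.32 (limma adjusted p = 1 for each). Their direction was reversed in some fits that left out 1 library, and *H3c11* fell by 0.34 without SBR vehicle library 3. Compared with sham, they were changed by -1.98 to -1.82 in WUSTL0717-treated SBR mice (limma adjusted p = 0.191 to 0.223).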

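WUSTL0717 changed 39 genes in the duodenum of SBR mice at a limma adjusted p under 0.05, of which 38 were higher and 1 was lower. At an unadjusted p under 0.05 there were 802. Treated and vehicle libraries did not overlap for 3.15% of genes, against 2.86% by chance. The number of calls lay between 7, without WUSTL0717 library 3, and 28 when 1 library was left out, was 85 with library weights and 17 with quantile normalization. After *Scd1*, the genes with the smallest p among those that rose were *Ces2a*, which encodes a carboxylesterase, with a log2 fold change of 3.83 (standard error 0.40, limma adjusted p = 0.00306), and *Cyp2c29*, with 3.48 (standard error 0.37, limma adjusted p = 0.00306). Both passed the threshold in each of the 8 fits that left out 1 library. The gene that fell was *Reg3b* (chromosome 6, 78370657 to 78373466 in GRCm38), with 4.39 ± 0.37 (SD, n = 4) log2 TPM under WUSTL0717 and 6.48 ± 0.28 (SD, n = 4) under vehicle. Its log2 fold change was -2.09 (standard error 0.35, limma adjusted p = 0.0273), and this call held in 0 of the 8 fits that each left out 1 library (limma adjusted p = 0.0591 to 0.126 without SBR vehicle library 4). *Reg3g* (chromosome 6, 78466269 to 78468872) was at 3.47 ± 0.27 (SD, n = 4) and 5.18 ± 0.33 (SD, n = 4), a log2 fold change of -1.71 (standard error 0.32, limma adjusted p = 0.0576). It came under the threshold in 3 of 11 alternatives, with a filter at a mean log2 TPM of 3, without a variance trend and with library weights, and its limma adjusted p ranged from 0.0197 to 0.33. For both genes each treated library lay below each vehicle library (exact two-sided permutation test, p = 0.0286, the smallest possible). *Reg3b* and *Reg3g* are paralogs, and the authors' counting would drop reads shared between them.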

In the duodenum comparison of SBR vs SBR-WUSTL0717, messenger RNAs for antimicrobial peptides *Reg3g* and *Reg3b* were reduced (Supplementary Figure 2B), consistent with earlier evidence that bile acids and LXRs regulate antimicrobial peptides.^19^ 

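In the ileum, 55 of 15772 genes differed between SBR vehicle and sham mice at a limma adjusted p under 0.05, 38 of them higher and 17 lower, and 1334 differed at an unadjusted p under 0.05. The groups did not overlap for 9.5% of genes, against 5.71% by chance. The count lay between 3, without sham library 2, and 38, without SBR vehicle library 4, when 1 library was left out, and was 279 with library weights. The genes with the smallest p that rose were *Slc25a48* (log2 fold change 3.02 (standard error 0.29, limma adjusted p = 0.0015)), *Lamb3* (2.61, limma adjusted p = 0.00224) and *Hsd17b7* (2.63, limma adjusted p = 0.00696). Those that fell were *Gimd1* (-3.00, limma adjusted p = 0.00105), *Ugt2a3* (-3.34, limma adjusted p = 0.0111) and *Mbl2* (-4.38, limma adjusted p = 0.0145). *Hsd17b7* passed the threshold in 6 of the 7 fits that each left out 1 library, missing it without sham vehicle library 2 (limma adjusted p = 0.0538). *Ugt2a3* also passed in 6, missing it without sham vehicle library 2 (0.0769), and *Mbl2* passed in 4, with a limma adjusted p of up to 0.098 without sham vehicle library 2.
Log2 TPM of *Gata4* (chromosome 14, 63198922 to 63271692 in GRCm38) in the ileum was 2.70 ± 1.06 (SD, n = 4) in SBR vehicle mice and 4.85 ± 0.19 (SD, n = 3) in sham mice. The log2 fold change was -2.15 (standard error 0.79, limma adjusted p = 0.407), and all 4 SBR vehicle libraries lay below the 3 sham libraries (exact two-sided permutation test, p = 0.0571). None of 11 alternatives brought its limma adjusted p, which ranged from 0.0852 to 0.579, under the threshold. It passes the threshold in the legend of Supplementary Figure 2, an unadjusted p under 0.05 and a fold change of at least 2, with a fold change of 4.44. With WUSTL0717 the value was 2.91 ± 1.70 (SD, n = 4), a change of 0.21 (standard error 0.73, limma adjusted p = 0.985) from SBR vehicle, and it was reversed without SBR vehicle library 3 (-0.22), WUSTL0717 library 3 or WUSTL0717 library 4 (-0.23). Compared with sham, *Gata4* changed by -1.94 in treated SBR mice (limma adjusted p = 0.287). To place the whole profile, the 500 genes most abundant in duodenum relative to ileum and the 500 most abundant in ileum were used as an axis. Both levels came from the WUSTL0717-treated SBR mice, in which duodenum and ileum lay 87.71 apart. Along the axis, SBR vehicle ileum lay at -9.27 from sham ileum, on the side away from the duodenum (exact two-sided permutation test, p = 0.0286, the smallest p for 4 against 3). It lay between -10.75 and -8.25 when any 1 of these 7 libraries was left out (exact permutation p = 0.0667 or 0.1, the smallest for the libraries left). Over all genes the shift was -16.46 (exact permutation p = 0.114), or -8.75 (exact permutation p = 0.4) without sham library 1. The treated mice had also been resected, so changes of the ileum after SBR can enter the axis as ileal. This can pull the shift away from the duodenum, and the axis cannot decide in which direction the ileum moved.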

Supporting the shift in regional identity, with the post-anastomotic ileum adopting features of the more absorptive duodenum, the transcription factor *Gata4*, a key regulator of jejunal and ileal identity,^20^ was downregulated after SBR and not restored by WUSTL0717 (Supplementary Figure 2C). In contrast, WUSTL0717 upregulated numerous LXR targets in the post-anastomotic ileum, while reducing expression of *Irf1*, a generator of the immune-modulatory metabolite itaconate in the tricarboxylic acid cycle,^21^ together with host defense genes *Irgm1* and *Irgm2* (Supplementary Figure 2D). Collectively, these results indicate that WUSTL0717 induces intestinal LXR targets, downregulates select host defense-associated genes, and spares activation of hepatic LXR targets.

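In the ileum of SBR mice, WUSTL0717 changed 11 genes at a limma adjusted p under 0.05, all of them higher, and 1083 at an unadjusted p under 0.05. Treated and vehicle libraries did not overlap for 3.83% of genes, against 2.86% by chance. Between 2, without SBR vehicle library 1, and 12 genes passed when 1 library was left out. *H2-Q10*, a class I histocompatibility gene, had the smallest p (log2 fold change 2.78 (standard error 0.22, limma adjusted p = 0.000482)), followed by *Ces2a* (2.54, limma adjusted p = 0.00678) and *Abca1*. *H2-Q10* and *Ces2a* passed in each fit that left out 1 library. Of the LXR targets listed in Supplementary Figure 1B, 57 were tested and all 57 were higher, with a median log2 fold change of 1.40 between extremes of 0.42 and 3.62. Over all genes 9 of them passed the threshold, and 42 did when adjusted over the list alone, which is not independent evidence if the figure's genes were chosen on these samples. In limma's camera test the list had an adjusted p of 4.29e-53, and the call held under fry (adjusted p = 0.00206) and with an estimated correlation (adjusted p = 0.0178). The same limit on the choice of genes applies to these set tests. *Abcg5* (chromosome 17, 84658234 to 84683011 in GRCm38) and *Abcg8* (chromosome 17, 84676302 to 84700333), which together encode a sterol transporter, changed by 2.68 (standard error 0.36, limma adjusted p = 0.0233) and 2.60 (standard error 0.46, limma adjusted p = 0.1). *Abcg1* (chromosome 17, 31057675 to 31117988) changed by 2.30 (standard error 0.33, limma adjusted p = 0.0304). *Abcg5* and *Abcg1* each passed the threshold in 1 of 8 fits that left out 1 library, with limma adjusted p-values of up to 0.109 without SBR vehicle library 2 and 0.145 without SBR vehicle library 2. *Abcg8* passed with a filter at a mean log2 TPM of 3 and ranged from 0.0374 to 0.613 over the alternatives.
*Irf1* (chromosome 11, 53770014 to 53778374) was at 4.33 ± 0.79 (SD, n = 4) log2 TPM with WUSTL0717 and 6.10 ± 1.05 (SD, n = 4) with vehicle in the ileum. It changed by -1.77 (standard error 0.51, limma adjusted p = 0.484), with 3 of 4 treated libraries below all vehicle libraries (exact two-sided permutation p = 0.0571). *Irgm1* (chromosome 11, 48861968 to 48871683) changed by -1.45 (standard error 0.44, limma adjusted p = 0.508), with 4 of 4 below (exact p = 0.0286, the smallest possible), and *Irgm2* (chromosome 11, 58199618 to 58222782) by -2.34 (standard error 0.71, limma adjusted p = 0.501), with 3 of 4 below (exact p = 0.0571). No alternative brought the limma adjusted p of these 3 genes under 0.05, over a range of 0.22 to 0.929. All 3 pass an unadjusted limma p under 0.05 with a fold change of at least 2. In a list of interferon response genes, 18 of 19 were lower, with a median log2 fold change of -1.53. None passed the threshold over all genes, 13 did when adjusted over the list alone, and 13 had an unadjusted p under 0.05. The mean of the list fell by 1.47 (exact two-sided permutation test, p = 0.0857), and by 1.04 (exact p = 0.143) without SBR vehicle library 3 and 1.96 (exact p = 0.0286, the smallest possible) without SBR vehicle library 1, the smallest and the largest fall when 1 library was left out.

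**Figure D2:**
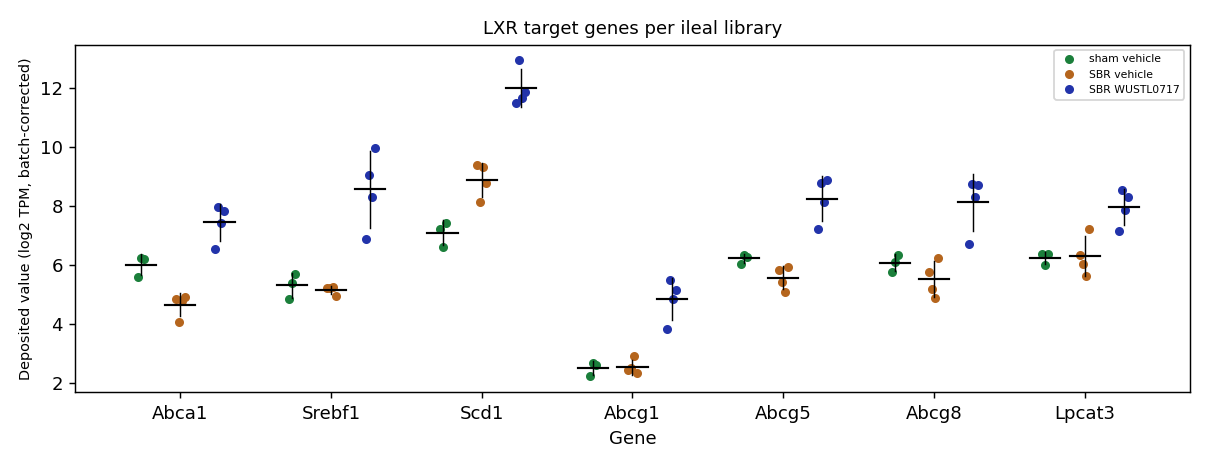
Log2 TPM of LXR targets in the ileum by group, on the vertical axis. Each point is a library, the line is the group mean and the vertical bar its SD. For *Abca1*, *Srebf1*, *Scd1*, *Abcg1*, *Abcg5* and *Abcg8* the 4 WUSTL0717 libraries lie above the 4 SBR vehicle libraries, and for *Lpcat3* 3 of them do.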

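Whether the treatment effect differed between intestine and liver was tested in 1 fit of all 40 libraries, as the mean effect in duodenum and ileum minus the effect in liver. Each effect lies within 1 batch. This difference had a limma adjusted p under 0.05 for 108 genes, of which 71 were higher in the intestine and 37 lower, and an unadjusted p under 0.05 for 1246. It was 4.40 (standard error 0.47, limma adjusted p = 1.87e-07) for *Scd1*, 3.10 (standard error 0.36, limma adjusted p = 1.24e-06) for *Abca1* and 3.04 (standard error 0.54, limma adjusted p = 0.00156) for *Srebf1*. *Abcg1*, *Abcg5*, *Abcg8* and *Lpcat3* also differed, by 1.65 to 2.02 (limma adjusted p = 0.00054 to 0.0313). For *Irf1*, *Irgm1* and *Irgm2* the difference was -1.65 to -0.99 (limma adjusted p = 0.248 to 0.34). Measured in units of the spread within groups, the median effect on 15 LXR core targets was 2.30 in duodenum, 2.57 in ileum and 0.64 in liver. For the LXR target score, by contrast, the difference of effects was 0.03 (permutation of the treatment within tissues, two-sided p = 0.965). The score is scaled within each run, and this permutation has little power for a difference between effects. Equal effects are therefore not shown. Of the 58 genes behind the score, 47 were higher in the liver with WUSTL0717, with a median log2 fold change of 0.18. In the liver 4 of them passed the threshold over all genes and 14 when adjusted over the list alone. Camera's adjusted p was 3.15e-05 there, and the call held neither under fry (adjusted p = 0.231) nor with an estimated correlation (adjusted p = 0.594). From the intestinal and hepatic values, the paper concludes that WUSTL0717 induces LXR targets of the intestine, lowers some genes of host defense and leaves LXR targets of the liver unactivated.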

### WUSTL0717 Favors Nutrient Acquisition and Metabolic Health Following Small Bowel Resection

Clinically, extensive SBR hinders weight gain and typically necessitates intravenous supplementation to maintain nutrition.^22,23^ Indeed, mice lost weight in the first 2 weeks after SBR and failed to regain it between 2 and 10 weeks (Figure 3A and Supplementary Figure 3A). Treatment with WUSTL0717 promoted ~10% gain in body weight between 2 and 10 weeks, similar to the normal growth rate in C57/BL6 mice over 8 weeks (Jackson Laboratory, Body Weight Information for Aged B6 [000664], https://www.jax.org) and similar to sham (Figure 3A and Supplementary Figure 3A). Both adiposity and activity decreased after SBR and remained unchanged with WUSTL0717 treatment (Supplementary Figure 3B and C). However, WUSTL0717 reversed the reduction in body temperature (Supplementary Figure 3D), consistent with increased metabolic heat production (Supplementary Figure 3E). Compared with sham, SBR diminished use of fatty acids as a fuel source, as evidenced by increased respiratory exchange ratio, which was not altered by WUSTL0717 (Supplementary Figure 3F). SBR profoundly reduced plasma cholesterol and triglycerides (Figure 3B). Blood triglyceride levels, as well as hepatic cholesterol and triglyceride levels, were not increased by WUSTL0717 in males or females, although in females, liver triglycerides were restored to sham levels by WUSTL0717, indicating that the gut-restricted LXR agonist did not promote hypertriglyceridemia or adverse lipogenesis in the liver (Figure 3B and C).

The top-ranked pathways upregulated after SBR in the post-anastomosis ileum involved triglyceride, fatty acid, and cholesterol metabolism, along with signaling pathways associated with peroxisome proliferator-activated receptors, CCAAT-enhancer-binding proteins, integrins, and epidermal growth factor, perhaps as compensation for reduced absorptive capacity (Supplementary Figure 3G). 

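The MSigDB collections were not at hand, so short gene lists fixed in advance stand for the pathways. Of 37 lists tested with limma's camera between SBR vehicle and sham ileum, 16 had an adjusted p under 0.05, of which 3 held under fry and 1 with an estimated correlation of genes. Cholesterol biosynthesis genes had the smallest, with a limma camera adjusted p of 3.07e-33, and held in both (limma adjusted p = 0.00104 and 0.0449). All 20 of its genes were higher, with log2 fold changes of 0.79 to 2.63 and a median of 1.63, which was 1.55 above the median of all genes. Of these, 5 passed the threshold over all genes and 19 when adjusted over the list alone. The mean of the list rose by 1.69 (exact two-sided permutation test, p = 0.0286, the smallest p for 4 against 3). Among targets of peroxisome proliferator-activated receptors, 25 of 29 genes were higher, with a median of 0.84. None passed the threshold over all genes, 6 did when adjusted over the list alone, and 12 had an unadjusted p under 0.05. Camera's adjusted p for these was 1.86e-05, against 0.403 under fry and 0.652 with an estimated correlation, the largest value among the alternatives. Triglyceride synthesis genes went both ways, with 10 of 16 higher and a median of 0.09 (limma camera adjusted p = 0.623), and the direction in camera was reversed without SBR vehicle library 2 (limma camera adjusted p = 0.932). Over all genes 0 passed, 4 did when adjusted over the list alone, and 7 had an unadjusted p under 0.05.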

SBR itself also resulted in elevated *Pparg* (Supplementary Figure 3H), whereas genes highly expressed in the proximal region of the small intestine^24^ such as *Ppara*, *Apoc3*, and *Apoa4* were upregulated following WUSTL0717 treatment (Supplementary Figure 3H and I). 

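Log2 TPM of *Pparg* (chromosome 6, 115360951 to 115490399 in GRCm38) in the ileum was 2.91 ± 0.20 (SD, n = 4) in SBR vehicle and 1.35 ± 0.36 (SD, n = 3) in sham mice, a log2 fold change of 1.56 (standard error 0.33, limma adjusted p = 0.0865). Each SBR library lay above each sham library (exact two-sided permutation test, p = 0.0286, the smallest possible). Its limma adjusted p came under 0.05 with quantile normalization and with library weights, in a range of 0.00604 to 0.435 over 10 alternatives. WUSTL0717 changed *Pparg* by -0.16 (standard error 0.31, limma adjusted p = 0.977). *Ppara* (chromosome 15, 85734983 to 85802819) was at 6.62 ± 1.02 (SD, n = 4) with WUSTL0717 and 4.65 ± 1.19 (SD, n = 4) with vehicle after SBR. The log2 fold change was 1.98 (standard error 0.60, limma adjusted p = 0.501), with 3 of 4 treated libraries above all vehicle libraries (exact two-sided permutation p = 0.0571). *Apoc3* (chromosome 9, 46232933 to 46235636) changed by 2.36 (standard error 0.59, limma adjusted p = 0.42) and *Apoa4* (chromosome 9, 46240696 to 46243459) by 1.39 (standard error 0.55, limma adjusted p = 0.65), and for both genes the treated and the vehicle libraries did not overlap (exact two-sided permutation p = 0.0286). No alternative and no fit without 1 library brought the limma adjusted p of *Ppara*, *Apoc3* or *Apoa4* under 0.05. It ranged from 0.0907 to 0.929 over the alternatives, and all 3 pass an unadjusted limma p under 0.05 with a fold change of at least 2. After SBR alone, *Apoc3* changed by -1.13, *Ppara* by 0.27 and *Apoa4* by 0.08 (limma adjusted p = 0.738, 0.987 and 0.999). Without SBR vehicle library 4, *Ppara* was reversed to -0.19, and without sham library 2, *Apoa4* was reversed to -0.56.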

*Nr1h3* encoding LXR*α* was elevated by WUSTL0717, suggesting an autoactivation loop (Supplementary Figure 3H). By contrast, *Nr1h2* encoding LXRß was unchanged by WUSTL0717 (Supplementary Figure 3H). 

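In the ileum, *Nr1h3* (chromosome 2, 91184061 to 91202834 in GRCm38) was at 7.02 ± 0.37 (SD, n = 4) log2 TPM with WUSTL0717 and 5.89 ± 0.65 (SD, n = 4) with vehicle. Its log2 fold change was 1.13 (standard error 0.36, limma adjusted p = 0.548). In 3 of 4 treated libraries it lay above all vehicle libraries (exact two-sided permutation p = 0.0571). With 1 library left out, the log2 fold change stayed between 0.92 and 1.35. Between SBR vehicle and sham ileum it changed by -0.47 (standard error 0.39, limma adjusted p = 0.892).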

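*Nr1h2* (chromosome 7, 44549616 to 44553951 in GRCm38) was at 5.55 ± 0.48 (SD, n = 4) log2 TPM with WUSTL0717 and 5.35 ± 0.30 (SD, n = 4) with vehicle in the ileum. The log2 fold change was 0.20 (standard error 0.37, limma adjusted p = 0.977), within the spread between libraries (exact two-sided permutation p = 0.486). It lay between 0.004 and 0.38 when 1 library was left out. After SBR alone *Nr1h2* changed by -0.30 (standard error 0.39, limma adjusted p = 0.967), and by 0.12 without sham library 3.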

Overall, Gene Set Enrichment Analysis pathways elevated by WUSTL0717 included peroxisome proliferator-activated receptor signaling, lipid and lipoprotein metabolism, pyruvate metabolism, lipid digestion mobilization, and transport (Supplementary Figure 3J). 

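Between WUSTL0717 and vehicle after SBR, camera called 22 of the 37 lists in the ileum, of which 5 held under fry and 5 with an estimated correlation. Lipoprotein assembly genes were higher in 15 of 16 cases, with a median log2 fold change of 0.85. Over all genes 1 passed the threshold, *Apoc1*, and 5 did when adjusted over the list alone. The camera adjusted p of this list was 4.86e-09, and the call held under fry (adjusted p = 0.0128) and with an estimated correlation (adjusted p = 0.0319). The list mean rose by 1.13, beyond the spread between libraries (exact two-sided permutation test, p = 0.0286, the smallest possible). Targets of peroxisome proliferator-activated receptors were higher for 23 of 29 genes, with a median of 0.39. None of these passed the threshold over all genes, 1 did when adjusted over the list alone, and 8 had an unadjusted p under 0.05. Their camera adjusted p of 4.42e-05 became 0.397 under fry and 0.406 with an estimated correlation, the largest among the alternatives, and the list mean rose by 0.52 (exact permutation p = 0.2). Triglyceride synthesis genes were higher in 15 of 16 cases (camera adjusted p = 0.000592, fry 0.168, estimated correlation 0.284). No list stood for pyruvate metabolism.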

We thus assessed intestinal chylomicron secretion as a measure of intestinal lipid absorption and release into the circulation. SBR significantly reduced this output (Figure 3D), as previously published,^25^ but WUSTL0717 partially restored it (Figure 3D). By comparison, glucose uptake after glucose gavage was unaffected by WUSTL0717, supporting its specificity for affecting lipid and cholesterol metabolism (Supplementary Figure 3K). Although chylomicron synthesis genes like *Mttp* were not upregulated by WUSTL0717, WUSTL0717 increased intestinal *Lpcat3* (Figure 3E), an enzyme that improves lipid absorption by augmenting membrane permeability.^26^ 

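Log2 TPM of *Mttp* (chromosome 3, 138089854 to 138144968 in GRCm38) was 6.55 ± 0.43 (SD, n = 4) with WUSTL0717 and 6.32 ± 0.76 (SD, n = 4) with vehicle in the ileum of SBR mice. It changed there by 0.23 (standard error 0.37, limma adjusted p = 0.972), within the spread between libraries (exact two-sided permutation p = 0.714), and was reversed to -0.14 without SBR vehicle library 3. In the duodenum it changed by 0.58 (standard error 0.37, limma adjusted p = 1), with the 4 treated libraries above the 4 vehicle libraries (exact p = 0.0286, the smallest possible). With quantile normalization the duodenal change was -0.05. SBR alone changed *Mttp* by 1.43 (standard error 0.40, limma adjusted p = 0.271) in the duodenum and by -0.65 (standard error 0.40, limma adjusted p = 0.775) in the ileum. *Lpcat3* (chromosome 6, 124663027 to 124704418) was at 7.95 ± 0.61 (SD, n = 4) with WUSTL0717 and 6.30 ± 0.67 (SD, n = 4) with vehicle in the ileum, a log2 fold change of 1.65 (standard error 0.38, limma adjusted p = 0.345), with 3 of 4 treated libraries above all vehicle libraries (exact two-sided permutation p = 0.0571). In the duodenum the change was 2.06 (standard error 0.48, limma adjusted p = 0.172), and 4 of 4 lay above (exact permutation p = 0.0286). None of 11 alternatives or 8 fits without 1 library brought the limma adjusted p of *Lpcat3* under 0.05 in either region. Over the alternatives it ranged from 0.103 to 0.855 in the ileum and from 0.0545 to 0.364 in the duodenum. In both regions it passes an unadjusted limma p under 0.05 with a fold change of at least 2.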

Taking these data together, we conclude that WUSTL0717 positively affects metabolism, favorably remodeling the intestine in a manner that ameliorates metabolic deficits brought on by SBR.

### Metabolic Impact of WUSTL0717 Administered to Healthy Wild Type Mice

The increase in chylomicron output by WUSTL0717 after SBR (Figure 3D) might relate to correction of SBR-linked impairments in lymphatic transport,^27^ unfavorable changes in the villus surface after SBR, or an independent impact on chylomicron synthesis and secretion. To investigate these alternatives and characterize metabolic effects under steady-state conditions, we next administered WUSTL0717 (30 mg/kg, PO) daily for 7 weeks to unoperated C57BL/6 WT mice. Representative LXR target genes were upregulated in the small intestine, but not in the liver (Figure 4A). Body weight, adiposity, food intake, activity, heat generation, and respiratory exchange ratio were comparable between vehicle- and WUSTL0717-treated mice (Figure 4B; Supplementary Figure 4A-E). Blood cholesterol and triglyceride levels as well as hepatic cholesterol levels, were unchanged, whereas liver triglyceride levels showed a modest WUSTL0717-induced increase within physiological range (Figure 4C and D).^28^ Oil Red O staining was comparable between groups, indicating minimal lipid accumulation in either the liver or small intestine following WUSTL0717 treatment (Figure 4E and Supplementary Figure 4F). Intestinal triglyceride absorption, reflected by chylomicron secretion, was indeed elevated by WUSTL0717 (Figure 4F). Liver enzymes ALT and AST levels remained normal in plasma, indicating that WUSTL0717 did not promote liver damage (Figure 4G). Furthermore, whereas systemic LXR agonists previously caused adverse neutrophil reductions in mice and humans,^29^ gut-restricted WUSTL0717 did not alter neutrophil counts or percentages among leukocytes in systemic (inferior vena cava) or portal blood (Figure 4H and Supplementary Figure 4G). These data indicate that long-term WUSTL0717 treatment in healthy mice minimally affects metabolism, lipid status, or leukocyte homeostasis. It modestly elevates chylomicron secretion, mirroring our observations following SBR, reflecting a direct drug effect on lipid absorption rather than adaptation or lymphatic changes specific to SBS.

### WUSTL0717 Protects the Liver From Fibrotic Injury After Small Bowel Resection

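Livers came from 5 sham mice given vehicle, 8 SBR mice given vehicle and 5 SBR mice given WUSTL0717, treated and collected on the schedule of the intestinal samples. The 18 liver libraries formed the second batch of the authors' correction, so the liver comparisons lie within 1 batch. As in the intestine, the authors deposited batch-corrected log2 TPM without read totals, and the depth is unknown. The values turned back into TPM summed to between 686816 and 819788 per library, with medians of 727669 in sham, 798562 in SBR vehicle and 766832 in WUSTL0717-treated SBR mice. The 15901 genes with a mean of at least 1 were fitted with limma on all 3 groups. Batch-corrected values let intestinal genes such as *Sis*, at a mean of 4.74 in the liver, pass. The filter therefore does not select genes expressed in the liver. Exact two-sided permutation tests of 8 libraries against 5 count 1287 splits and cannot give a p below 0.000777. On simulated values with 200 genes changed by 2 log2 units, 100% were recovered between SBR vehicle and sham and 99% between WUSTL0717 and vehicle, with 8 and 19 false calls. The simulated noise was independent between genes, so these false calls do not cover variation that many genes share. Random splits of the real libraries called a median of 0 genes, but up to 9345 after SBR and 5839 with WUSTL0717. The median of all genes was 0.25 higher after SBR, and changes of gene lists are also given relative to it.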

To examine the intestine-restricted effects of WUSTL0717 on liver fibrosis, we performed RNA-seq on liver samples from sham- or SBR-operated mice. Principal component analysis revealed distinct clustering of SBR and sham-operated groups. 

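Along the first principal component of the 15901 genes, which held 47.85% of the variance, sham libraries lay at -45.8 ± 10.9 (SD, n = 5) and SBR vehicle libraries at 24.4 ± 20.0 (SD, n = 8). The difference of 70.25 had the smallest exact permutation p for these groups (two-sided p = 0.000777). The second component held 14.51%. Between these groups 6663 genes had a limma adjusted p under 0.05, of which 5953 were higher after SBR and 710 lower, and 7979 had an unadjusted p under 0.05. The groups did not overlap for 17.2% of genes, against 0.155% by chance. The split by direction depended on the scaling between libraries. With each library centred on its median, 7825 genes passed, 3955 of them the same genes, and 41.5% of the 7825 were higher, against 89.3% of the 6663. Between 5399 and 9010 genes passed when 1 library was left out. With library weights 10462 genes passed.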

WUSTL0717 diminished this segregation, shifting profiles toward the sham cohort (Figure 5A). 

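Over all 15901 genes, the centroid of WUSTL0717-treated SBR livers lay at a distance of 56.22 from the sham centroid and that of SBR vehicle livers at 72.83, so that 77.19% of the distance was left. The difference of -16.61 had a two-sided p of 0.1 in the exact permutation of the 13 SBR libraries. It was -12.17 (exact permutation p = 0.00389) over the 500 most variable genes and -20.46 (exact permutation p = 0.00155) with each library centred on its median. With each gene scaled to unit variance it was -17.78 (exact permutation p = 0.577). Leaving out SBR vehicle library 2 gave -20.68 (exact permutation p = 0.0341) and leaving out WUSTL0717 library 4 gave -22.11 (exact permutation p = 0.0384), and over all 18 such fits the difference stayed between -22.11 and -12.89. On the first component alone, treated libraries lay at 6.75 ± 17.4 (SD, n = 5), a difference of -17.67 from SBR vehicle (exact two-sided permutation p = 0.139).

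**Figure D3:**
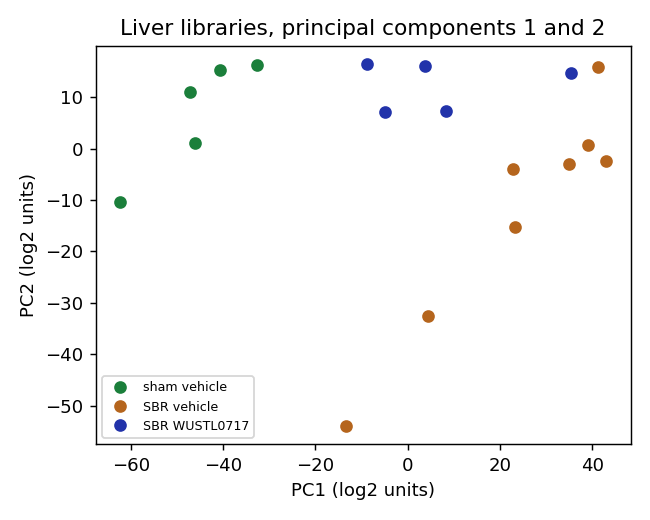
First and second principal components of the 18 liver libraries, in log2 units on each axis. Each point is a library, coloured by group. Sham libraries lie between -62.4 and -32.8 on the first component, SBR vehicle libraries between -13.4 and 43.0, and WUSTL0717 libraries between -8.90 and 35.4.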

Blood ALT and AST activities indicated reduced liver damage in the WUSTL0717-treated male mice, with a similar ALT reduction in females (Figure 5B). Collagen accumulation in the liver following SBR was reversed by WUSTL0717, as shown by Sirius Red staining and second-harmonic generation imaging (Figure 5C and D). Elevated *Col1a1* transcripts (Supplementary Materials and Methods, Supplementary Table 4), a key contributor to liver fibrosis, were also reduced (Figure 5E). Similar reductions in Sirius Red staining and *Col1a1* expression were observed in females (Figure 5C and E). 

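In the liver, WUSTL0717 changed 652 of 15901 genes after SBR at a limma adjusted p under 0.05, of which 229 were higher and 423 lower, and 2738 at an unadjusted p under 0.05. Treated and vehicle libraries did not overlap for 1.54% of genes, against 0.155% by chance. When each library was centred on its median, 3133 genes passed, including 651 of the 652, and 58.4% of them were higher, against 35.1%. The count was 93 without WUSTL0717 library 3 and 1075 without WUSTL0717 library 4. With an unmoderated two-sample test it was 0, with 2235 genes at an unadjusted p under 0.05. Log2 TPM of *Col1a1* (chromosome 11, 94936224 to 94953042 in GRCm38) was 3.78 ± 0.47 (SD, n = 5) in sham, 7.14 ± 0.38 (SD, n = 8) in SBR vehicle and 5.67 ± 0.49 (SD, n = 5) in WUSTL0717-treated SBR mice. SBR changed it by 3.36 (standard error 0.23, limma adjusted p = 1.04e-08) and WUSTL0717 by -1.47 (standard error 0.23, limma adjusted p = 0.00401), with no overlap between the groups (exact two-sided permutation p = 0.000777 each, the smallest possible). *Col3a1* (chromosome 1, 45311538 to 45349706) changed by 2.75 (standard error 0.20, limma adjusted p = 1.93e-08) after SBR and by -1.14 (standard error 0.20, limma adjusted p = 0.00722) with WUSTL0717. Both collagens passed the threshold in each of the 13 fits that left out 1 library. After SBR, *Tgfb1*, *Ltbp1*, *Pdgfb* and *Tnf* rose by 0.79, 1.64, 1.38 and 1.17, all with limma adjusted p-values of at most 9.77e-05. WUSTL0717 changed *Ltbp1* (chromosome 17, 75005568 to 75392512) by -0.58 (standard error 0.16, limma adjusted p = 0.0413) and *Pdgfb* (chromosome 15, 79995874 to 80014977) by -0.55 (standard error 0.12, limma adjusted p = 0.0151). *Ltbp1* passed the threshold in 4 of 13 fits that left out 1 library (up to 0.157 without SBR WUSTL0717 library 3), and *Pdgfb* in 11 (up to 0.0659 without SBR WUSTL0717 library 3). *Tgfb1* (chromosome 7, 25687002 to 25705077) changed by -0.32 (standard error 0.13, limma adjusted p = 0.18) with the drug (exact two-sided permutation p = 0.028), and by -0.18 without SBR WUSTL0717 library 3. *Tnf* (chromosome 17, 35199381 to 35202007) changed by -0.63 (standard error 0.19, limma adjusted p = 0.08) (exact permutation p = 0.0179). *Tgfb1* came under the threshold with library weights alone, in a range of 0.0413 to 0.416, and *Tnf* with centring, quantile normalization and library weights, in a range of 0.0166 to 0.349.

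**Figure D4:**
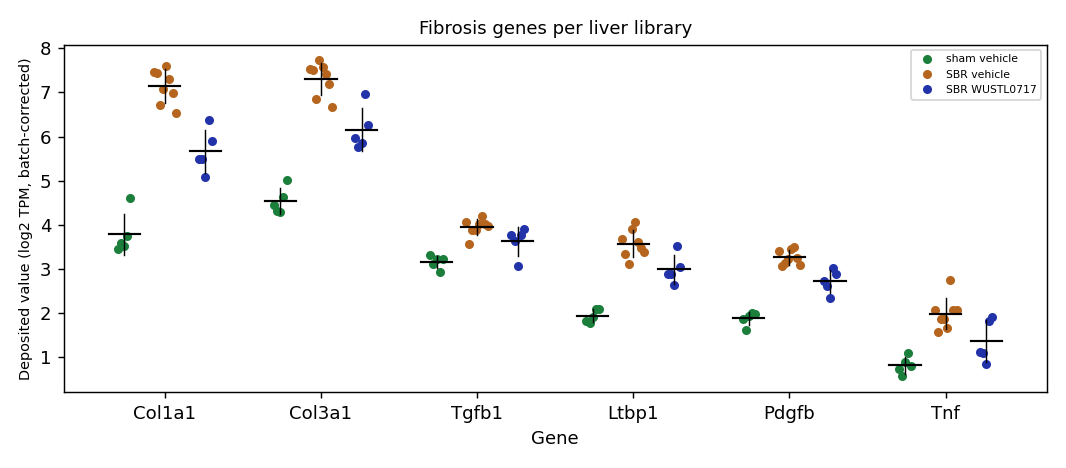
Log2 TPM of fibrosis-associated genes in the liver by group, on the vertical axis. Each point is a library, the line is the group mean and the vertical bar its SD. For *Col1a1* and *Pdgfb* the 5 WUSTL0717 libraries lie below the 8 SBR vehicle libraries, and above the sham mean.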

Differentially expressed genes revealed that fibrosis-associated genes were significantly downregulated in the liver following WUSTL0717 treatment after SBR, including those for collagen accumulation (*Col1a1*, *Col3a1*), stellate activation and extracellular matrix remodeling (*Tgfb1*, *Ltbp1*, *Pdgfb*), and inflammatory cytokines (*Tnf*) (Figure 5F and Supplementary Figure 5A). Moreover, thyroid receptor *ß* (*Thrb*), downregulated after SBR, was restored by WUSTL0717 treatment (Figure 5F), highlighting its therapeutic potential, especially as a thyroid hormone receptor beta agonist was recently approved by the Food and Drug Administration for metabolic dysfunction–associated steatohepatitis with fibrosis.^30^ 

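Log2 TPM of *Thrb* (chromosome 14, 17660261 to 18038090 in GRCm38) was 4.18 ± 0.16 (SD, n = 5) in sham, 3.70 ± 0.24 (SD, n = 8) in SBR vehicle and 4.02 ± 0.08 (SD, n = 5) in WUSTL0717-treated SBR livers. SBR changed it by -0.48 (standard error 0.11, limma adjusted p = 0.00194), and each of the 8 SBR libraries lay below all sham libraries (exact two-sided permutation p = 0.00233). WUSTL0717 changed it by 0.32 (standard error 0.11, limma adjusted p = 0.116), with 3 of 5 treated libraries above all vehicle libraries (exact two-sided permutation p = 0.014). Its limma adjusted p came under 0.05 with centring, quantile normalization and library weights, in a range of 0.0019 to 0.292 over 11 alternatives. Other genes marked in Supplementary Figure 5A were *Cyp4a12a*, which rose with WUSTL0717 by 1.97 (standard error 0.30, limma adjusted p = 0.00401), and *Cyp2c54*, which rose by 2.16 (standard error 0.31, limma adjusted p = 0.00234). These held in each of 13 fits that left out 1 library. *Cyp2b10*, *Cd163* and *Traj14* rose by 1.33, 0.91 and 1.43 (limma adjusted p = 0.0324, 0.038 and 0.0377), and held in 6, 5 and 3 of the 13 fits, with limma adjusted p-values of up to 0.0973 without SBR WUSTL0717 library 3, 0.118 without SBR WUSTL0717 library 3 and 0.128 without SBR WUSTL0717 library 3. *Traj14* is a pseudogene segment of 34 bases, and 7 of the 8 vehicle libraries list it at 0.69, the value of 4 of the 5 sham libraries too.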

Genes associated with cholestasis were also affected. 

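Log2 TPM of *Krt7* (chromosome 15, 101411043 to 101430313 in GRCm38), a keratin of bile duct cells, was 2.07 ± 0.16 (SD, n = 5) in sham and 3.72 ± 0.30 (SD, n = 8) in SBR vehicle livers, a log2 fold change of 1.65 (standard error 0.18, limma adjusted p = 1.28e-06). With WUSTL0717 it changed by -0.85 (standard error 0.18, limma adjusted p = 0.0169) from SBR vehicle, and 4 of 5 treated libraries lay below all vehicle libraries (exact two-sided permutation p = 0.00388). *Cyp8b1* (chromosome 9, 121914356 to 121916305), encoding a sterol hydroxylase of bile acid synthesis, changed by -0.96 (standard error 0.28, limma adjusted p = 0.00951) after SBR and by 1.19 (standard error 0.28, limma adjusted p = 0.0218) with WUSTL0717 (exact two-sided permutation p = 0.00544). The WUSTL0717 changes of *Krt7* and *Cyp8b1* passed the threshold in 10 of 13 fits each when 1 library was left out, with limma adjusted p-values of up to 0.0711 without SBR WUSTL0717 library 3 and 0.0942 without SBR WUSTL0717 library 3. *Abcb11* (chromosome 2, 69238282 to 69342616), encoding the bile salt export pump, was at 4.91 ± 0.14 (SD, n = 5) with WUSTL0717 and 4.55 ± 0.27 (SD, n = 8) with vehicle. It changed by 0.36 (standard error 0.13, limma adjusted p = 0.137), with 3 of 5 treated libraries above all vehicle libraries (exact two-sided permutation p = 0.0124). With centring, quantile normalization or library weights it passed the threshold, and its limma adjusted p ranged from 0.00273 to 0.249. After SBR alone it changed by -0.18 (standard error 0.13, limma adjusted p = 0.26). This SBR change passed in 2 of 11 alternatives, over a range of -0.49 to -0.04 (limma adjusted p = 3.1e-05 to 0.693).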

SBR increased *Krt7* (Keratin 7)^31^ while decreasing *Cyp8b1*, and these changes were reversed by WUSTL0717, which also upregulated *Abcb11*, suggesting a restoration of normal bile secretion (Supplementary Figure 5A and B). Antioxidant genes were upregulated by WUSTL0717 (Supplementary Figure 5C). 

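*Cat* (chromosome 2, 103453849 to 103485160 in GRCm38) was at 9.96 ± 0.12 (SD, n = 5) log2 TPM with WUSTL0717 and 9.42 ± 0.26 (SD, n = 8) with vehicle in the liver after SBR, a log2 fold change of 0.55 (standard error 0.12, limma adjusted p = 0.0178). All 5 treated libraries lay above the 8 vehicle libraries (exact two-sided permutation p = 0.000777, the smallest possible). The call held in 10 of the 13 fits that each left out 1 library, with a limma adjusted p of up to 0.0711 without SBR WUSTL0717 library 3. *Sod1* (chromosome 16, 90220754 to 90226329) changed by 0.32 (standard error 0.11, limma adjusted p = 0.113), with 4 of 5 above (exact permutation p = 0.0124), and *Sod2* (chromosome 17, 13006846 to 13040063) by 0.31 (standard error 0.12, limma adjusted p = 0.156), with 5 of 5 above (exact permutation p = 0.0155). *Sod1* and *Sod2* passed the threshold with centring or quantile normalization, and their limma adjusted p ranged from 0.000688 to 0.289 and from 0.000744 to 0.298. In a list of 18 antioxidant genes, 13 were higher with WUSTL0717, 12 of them above the median of all genes, and the median log2 fold change was 0.16. Over all genes 1 passed the threshold, *Cat*, and 4 did when adjusted over the list alone. Camera's adjusted p was 0.00746, and the call held neither under fry (adjusted p = 0.331) nor with an estimated correlation (adjusted p = 0.634, the largest among the alternatives). In this comparison camera called 26 of 38 lists, of which 7 held under fry and 0 with an estimated correlation. After SBR alone, *Cat* changed by -0.44 (standard error 0.12, limma adjusted p = 0.00698), and *Sod1* and *Sod2* by -0.17 and -0.21 (limma adjusted p = 0.215 and 0.161). The SBR changes of *Sod1* and *Sod2* each passed the threshold in 2 of 11 alternatives. They ranged from -0.48 to -0.08 (limma adjusted p = 1.04e-06 to 0.284) and from -0.51 to -0.11 (limma adjusted p = 3.88e-07 to 0.252).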

Gene set variation analysis confirmed that collagen accumulation and extracellular matrix remodeling pathways, significantly upregulated after SBR, were downregulated by WUSTL0717 (Supplementary Figure 5D). 

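The gene set variation score of 23 collagen chain genes, standardized across the 18 liver libraries, was -0.45 ± 0.67 (SD, n = 5) in sham, 0.72 ± 0.95 (SD, n = 8) in SBR vehicle and -0.71 ± 0.54 (SD, n = 5) in WUSTL0717-treated SBR mice. The difference after SBR was 1.17, with 5 of 8 SBR libraries above all sham libraries (exact two-sided permutation p = 0.0412). The difference with WUSTL0717 was -1.43, with 3 of 5 treated libraries below all vehicle libraries (exact two-sided permutation p = 0.0132). The alternative that moved the SBR difference most was the mean of standardized gene values, which gave 2.08 (exact permutation p = 0.000777), and it also moved the WUSTL0717 difference most, to -0.75 (exact permutation p = 0.0365). With a list of stellate cell activation genes the WUSTL0717 difference was -1.78 (exact permutation p = 0.000777). Without SBR vehicle library 2 the differences were 0.92 (exact permutation p = 0.116) and -1.20 (exact permutation p = 0.0518). Without SBR vehicle library 3, or 1 of sham libraries 1, 3 and 4, the exact p of the SBR difference lay between 0.0505 and 0.0745, and without SBR vehicle library 3 or WUSTL0717 library 4 that of the treatment difference was 0.0505 and 0.0646. Among 1000 random lists matched on size and level, 10 rose as far after SBR and 0 fell as far with WUSTL0717. In camera, the collagen list had adjusted p-values of 2.02e-05 and 1.9e-11, and both calls held under fry (adjusted p = 3.66e-07 and 0.00832) but not with an estimated correlation (adjusted p = 0.517 and 0.191).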

The top-ranked downregulated liver genes after SBR were often restored in the presence of WUSTL0717 and included numerous major urinary protein family members (Supplementary Figure 5E), whose downregulation is implicated in metabolic liver disease.^32^ 

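The table holds 14 major urinary protein genes. All 14 were lower in SBR vehicle than in sham livers, with a median log2 fold change of -3.56, or -3.81 relative to the median of all genes, and 13 of them passed the threshold over all genes. *Mup11*, *Mup7* and *Mup15* had the smallest p of all genes that fell after SBR. *Mup11* (chromosome 4, 60658466 to 60662411 in GRCm38) was at 5.32 ± 0.45 (SD, n = 5) log2 TPM in sham and -0.21 ± 0.16 (SD, n = 8) in SBR vehicle mice, a log2 fold change of -5.53 (standard error 0.21, limma adjusted p = 3.58e-12). *Mup7* and *Mup15* changed by -6.79 and -7.56 (limma adjusted p = 1.64e-09 for each). With WUSTL0717 all 14 genes were higher than with vehicle, 13 of them above the median of all genes. Their median log2 fold change was 1.66, 10 passed the threshold over all genes and 13 when adjusted over the list alone. *Mup10* and *Mup3* ranked next after *Sult2a8* by p among the genes that rose with WUSTL0717, and changed by 2.48 (standard error 0.32, limma adjusted p = 0.00161) and 1.71 (standard error 0.23, limma adjusted p = 0.00161). *Sult2a8*, a sulfotransferase gene, changed by 1.73 (standard error 0.20, limma adjusted p = 0.000741). These 3 passed in each of 13 fits that left out 1 library. Treated mice stayed below sham, with a mean over the list that differed from sham by -2.15 (exact two-sided permutation test of 5 against 5, p = 0.00794). In camera the list had adjusted p-values of 5.86e-32 after SBR and 1.43e-17 with WUSTL0717. Both held under fry (adjusted p = 1.22e-08 and 0.000838), and with an estimated correlation the first held (adjusted p = 0.0103) and the second did not (adjusted p = 0.114). Major urinary protein genes are near-identical copies on chromosome 4, and the authors' counting would drop reads shared between them, so values of single members are uncertain.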

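Osteopontin is encoded by *Spp1* (chromosome 5, 104435118 to 104441050 in GRCm38), which was at 3.02 ± 0.37 (SD, n = 5) log2 TPM in sham, 6.32 ± 0.41 (SD, n = 8) in SBR vehicle and 5.26 ± 0.59 (SD, n = 5) in WUSTL0717-treated SBR livers. SBR changed it by 3.31 (standard error 0.24, limma adjusted p = 1.52e-08) and WUSTL0717 by -1.06 (standard error 0.24, limma adjusted p = 0.0183), with 4 of 5 treated libraries below all vehicle libraries (exact two-sided permutation p = 0.00466). The WUSTL0717 change passed the threshold in 10 of 13 fits that left out 1 library, with a limma adjusted p of up to 0.0721 without SBR WUSTL0717 library 3. WUSTL0717 library 4 lay apart from the other 4 treated libraries, at 6.31 against 4.86 to 5.06. Of 23 collagen chain genes, 19 were higher after SBR, 18 of them above the median of all genes, and 20 passed the threshold, of which 18 were higher. With WUSTL0717, 19 of the 23 were lower, with a median log2 fold change of -0.62. Over all genes 13 of them passed, all lower, and 14 did when adjusted over the list alone. The genes with the smallest p that rose after SBR were *Ly6d*, by 5.84 (standard error 0.34, limma adjusted p = 1.64e-09), *H2-Q1*, by 1.66 (limma adjusted p = 6.58e-09), and *Scara3*, by 3.16 (limma adjusted p = 9.13e-09). The genes with the smallest p that changed downward with WUSTL0717 were *Wnk2*, by -1.18 (standard error 0.16, limma adjusted p = 0.00161), *Mtcl1*, by -0.82 (limma adjusted p = 0.00161), and *Spint1*, by -1.06 (limma adjusted p = 0.00322).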

The top genes upregulated by SBR—including collagen genes and *Spp1* (*Osteopontin*), often produced by macrophages and associated with fibrosis^33^—were decreased by WUSTL0717 (Supplementary Figure 5E). These data demonstrate that WUSTL0717 acts in the intestine and robustly reduces liver fibrosis after SBR.

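Across 15901 genes, the log2 fold changes of SBR against sham and of WUSTL0717 against vehicle correlated with Pearson's r = -0.77. Genes are not independent replicates, and both contrasts share the SBR vehicle libraries, which makes r negative without a drug effect. Over all 1287 relabelings of the 13 SBR libraries the mean r was -0.13, and 4 gave an r as low (exact permutation p = 0.00311). With the 8 SBR vehicle mice split 4 and 4, so that the contrasts shared no library, r was -0.66 on average over 70 splits and lay between -0.71 and -0.56. Of the 6663 genes with a limma adjusted p under 0.05 after SBR, 5493 (82.44%) changed in the opposite direction with WUSTL0717. Of these, 601 passed the threshold with WUSTL0717 too, against 2 genes that passed both with the same sign. The slope of the WUSTL0717 change on the SBR change over the 6663 genes was -0.32. Between treated SBR mice and sham, 4580 genes still had a limma adjusted p under 0.05. Compared with sham, *Col1a1* was higher in treated mice by 1.89 (limma adjusted p = 8.12e-05) and *Spp1* by 2.24 (limma adjusted p = 2.34e-05). From the liver profiles and the measurements of collagen and liver damage, the paper concludes that WUSTL0717 acts in the intestine and reduces fibrosis of the liver.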

### Phospholipids in the Portal Vein Correlate With the Protective Effects of the Gut-Restricted Liver X Receptor Agonist WUSTL0717 in Short Bowel Syndrome

We earlier concluded that intestinal HDL that travels in the portal vein is central to protecting the liver from IFALD.^8^ This past work focused on eliminating intestinal epithelial cell expression of ABCA1,^8^ a key transporter of cholesterol and phospholipids packaged by HDL. Indeed, phospholipids are largely dependent on lipoproteins for transport in plasma and HDL is the dominant lipoprotein in mice.^14,15,34^ When we herein carried out lipidomic and metabolite profiling of the portal vein samples in our experimental cohorts, a clear distinction was revealed between sham and SBR groups, as demonstrated by principal component analysis (Figure 6A). SBR led to a marked reduction in numerous lipid classes, while a few were elevated (Figure 6B). Treatment with WUSTL0717 produced an overall modest shift (Figure 6A). Closer examination revealed that glycerophospholipids were significantly decreased in SBR and partially restored or increased to sham levels with WUSTL0717 treatment (Figure 6B). To further characterize treatment-specific changes, we performed statistical filtering based on log_2_ fold-change and adjusted *P* value between the SBR and SBR-WUSTL0717 groups, identifying 49 significantly altered metabolites. Glycerophospholipids again emerged as the predominant class, as illustrated in the pie chart, with PC and phosphatidylethanolamine (PE) being the most represented sub-classes within this group (Figure 6C and D). Correlation analysis within this subset revealed that both PC and ether-linked PC (PC O-), as well as PE and ether-linked PE (PE O-), were each inversely correlated with liver collagen accumulation (Figure 6E). Thus, WUSTL0717 increases several phospholipids in the portal vein, an outcome possibly linked to the protective effects of WUSTL0717 against liver fibrosis after SBR.

### Intestinal Apoa1 and High-density Lipoprotein Cholesterol Protect Against Liver Injury Following Small Bowel Resection

Because HDL would be expected to be the major carrier of phospholipids in mouse plasma,^15^ we hypothesized that intestine-derived ApoA1 itself would be important for hepatic protection, as ApoA1 and phospholipids together support HDL particle integrity.^34^ 

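Figure 7A lists 11 cholesterol efflux genes, all of which were tested in both regions. In the duodenum, 10 of 11 were higher with WUSTL0717 after SBR, with a median log2 fold change of 1.00. Over all genes 1 passed the threshold and 4 did when adjusted over the list alone. Camera's adjusted p was 8.13e-08, and the call held under fry (adjusted p = 0.0456) but not with an estimated correlation (adjusted p = 0.147, the largest among the alternatives). In the ileum, all 11 were higher, with a median of 2.34. There 4 passed over all genes and 11 when adjusted over the list alone. The camera adjusted p of 4.05e-24 held under fry (0.00154) and with an estimated correlation (0.0178). The figure may show genes chosen on these samples, in which case neither the counts over the list alone nor the set tests are independent evidence. The largest ileal change was that of *Apoc1*, 3.62 (standard error 0.49, limma adjusted p = 0.0233), a call that held in 2 of 8 fits that left out 1 library (up to 0.109 without SBR vehicle library 2). *Apoe*, *Tsku* and *Npc1* of the list changed there by 2.17, 1.50 and 0.67 (limma adjusted p = 0.4, 0.422 and 0.639). SBR alone changed ileal *Tsku* by -2.53 (standard error 0.42, limma adjusted p = 0.0282), which held in 0 of 7 fits that left out 1 library (up to 0.16 without sham vehicle library 2). *Apoa1* (chromosome 9, 46228580 to 46230466 in GRCm38), encoding apolipoprotein A1, was at 14.72 ± 1.05 (SD, n = 4) log2 TPM with WUSTL0717 and 12.39 ± 0.61 (SD, n = 4) with vehicle in the ileum. It changed by 2.34 (standard error 0.64, limma adjusted p = 0.455), and the 4 treated libraries lay above the 4 vehicle libraries (exact two-sided permutation test, p = 0.0286, the smallest possible). In the duodenum it was at 13.62 ± 0.43 (SD, n = 4) and 12.99 ± 0.40 (SD, n = 4), a change of 0.63 (standard error 0.53, limma adjusted p = 1), with 2 of 4 treated libraries above all vehicle libraries (exact permutation p = 0.0857). With quantile normalization the duodenal change was reversed to -0.30. The difference between the regions was 1.71 (standard error 0.86, limma adjusted p = 1), and the unadjusted limma p was 0.061 in the fit of 22 libraries, which is no exact test. For the mean of the 11 genes the effects differed by 1.02 (permutation of the treatment within each region, two-sided p = 0.318, adjusted p = 0.565 over 7 lists). As for the LXR target score, this permutation has little power for a difference between effects. No alternative brought the limma adjusted p of *Apoa1* under 0.05, over a range of 0.118 to 0.855 in the ileum and of 0.644 to 1 in the duodenum. In the ileum it passes an unadjusted limma p under 0.05 with a fold change of at least 2. Among all genes, 4 had a limma adjusted p under 0.05 for the difference between ileum and duodenum, and 530 had an unadjusted p under 0.05. These were *Cyp4a31*, *Ephx1*, *Acot1* and *Ugt1a9*, named here after their values were seen, and WUSTL0717 raised each less in the ileum than in the duodenum.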

In mice receiving SBR, WUSTL0717 administration enriched the cholesterol efflux gene ontology in both the post-anastomosis ileum and the duodenum (Figure 7A), but *Apoa1* transcript levels increased only in the post-anastomosis ileum (Figure 7B), underscoring the region-specific impact of WUSTL0717 on intestinal gene expression. After WUSTL0717 administration, portal venous HDL-C levels and ApoA1 levels were elevated in both sexes (Figure 7C and D). In sham-operated mice, systemic HDL-C exceeded portal venous HDL-C, consistent with previous reports,^8^ but SBR reversed this relationship, lowering systemic HDL-C below portal venous levels (Figure 7C and Supplementary Figure 6A). WUSTL0717 treatment elevated HDL-C in both the portal and systemic veins (Figure 7C and Supplementary Figure 6A), partially reversing the suppression caused by SBR. Portal venous HDL-C and ApoA1 levels were inversely correlated with liver collagen accumulation (Figure 7E and F). ApoA1 was also detected in the ileal mucus and increased after WUSTL0717 in male mice (Supplementary Figure 6B and C). Given its presence in the mucus and the concept that HDL in the mucus might act as an antimicrobial agent or microbiome modifier,^35^ we examined whether mucosal ApoA1 levels were associated with liver fibrosis; however, no correlation was observed (Supplementary Figure 6D and E). Fecal 16S ribosomal RNA sequencing revealed that the microbiome was stable before surgery but diverged across groups 10 weeks after surgery (Supplementary Figure 7A-C). Alpha diversity index increased after SBR compared with sham, and WUSTL0717 did not alter this increase, whereas WUSTL0717 treatment shifted beta diversity between the sham and SBR groups (Supplementary Figure 7A and B). Notably, the abundance of *Akkermansia*—a bacterium known to ameliorate metabolic dysfunction–associated fatty liver disease and liver fibrosis^36^—was markedly reduced by SBR but restored with WUSTL0717 treatment (Supplementary Figure 7C-E). However, neither liver collagen area nor portal venous ApoA1 levels correlated with *Akkermansia* abundance (Supplementary Figure 7F). These data suggest that the impact of WUSTL0717, through alterations in portal venous contents, is more pertinent to hepatic protection than changes in the microbiome or mucus.

To test the hypothesis that intestinal ApoA1 is required for liver protection, SBR was performed on mice lacking *Apoa1* in intestinal epithelial cells (*Apoa1^ΔIEC^*). In these mice, portal venous HDL-C levels were further reduced compared with the already low levels in WT SBR mice (Figure 7G), as was portal venous ApoA1 (Figure 7H). In contrast, serum ALT levels were elevated (Figure 7I), and loss of intestinal ApoA1 also increased markers of liver fibrosis, including type I collagen messenger RNA (Figure 7J) and Sirius Red staining (Figure 7K). The extent of fibrotic area was inversely correlated with portal venous HDL-C and ApoA1 (Figure 7L and M). We conclude that portal venous HDL-C and ApoA1 protect the liver from injury after SBR, and that the elevation of HDL in the gut-liver axis achieved by WUSTL0717 treatment mitigates IFALD.

## Discussion

Building on our previous work linking intestine-derived HDL to liver injury via the portal vein,^8,37^ we explored the therapeutic potential of LXR agonists with activity confined to the intestine. Although systemic LXR agonists failed clinically due to hepatic lipogenesis,^29^ the sole report of GW6340 as a putative gut-restricted LXR agonist^13^ seemed a promising alternative, but the report lacked pharmacokinetic evaluation, preventing rigorous evaluation of its intestinal restriction and functional impact. To address the lack of information on gut-restricted LXR agonists, we synthesized GW6340, described in the patent PCT/US01/27622, and named it WUSTL0717. Pharmacokinetic and molecular analyses confirmed its intestinal restriction, showing LXR targets induction in the intestine but not in the liver. The amide structure of WUSTL0717 is central to its gut-restricted activity. Compared with the carboxylic acid of GW3965^9^—the sole structural difference between the 2 compounds—the amide remains largely nonionized at intestinal pH and is less polar and more metabolically stable, collectively limiting systemic uptake and promoting gut luminal retention. In addition, the high molecular weight (581.078 g/mol), 13 rotatable bonds, and low kinetic solubility (0.29 mM) of WUSTL0717 fall outside the optimal range associated with high oral bioavailability.^38^ Because WUSTL0717 must enter intestinal epithelial cells to activate LXR, it could theoretically exit these cells to mobilize systemically via lymphatics or blood,^39^ but our pharmacokinetic studies detected minimal trafficking from the intestine. It seems likely that, in addition to its nonpolar character, robust catabolism may also contribute to its confinement to the intestine.

WUSTL0717 enhances transcription of lipid metabolic genes and improves chylomicron secretion, conferring metabolic benefit by fostering weight regain after SBR, likely via proximal intestinal action. In unoperated mice, WUSTL0717 modestly increased chylomicron secretion, without obvious negative metabolic effects, suggesting neutrality in health but clear benefits after SBR. This adaptive effect may relate to a recently reported role of LXR signaling in promoting intestinal stem cell–driven regeneration and tissue adaptation after damage.^40^ That LXR agonists can promote intestinal epithelial health without promoting tumorigenesis bodes well for translational potential of targeting LXR in a gut-restricted manner. Indeed, intestinal remodeling capacity is considered critical in the context of SBS, as impaired adaptation contributes to nutritional deficiency and hepatic complications.^1^ IFALD from SBS can be severe, sometimes necessitating a liver transplant, yet no standard therapy exists. We propose that the application of gut-restricted LXR agonists may be particularly valuable following substantial resection, creating a window for preventive intervention. In our model, WUSTL0717 protected the liver by attenuating fibrosis, inflammation, and cholestasis while restoring bile secretion, antioxidant pathways, and *Thrb* expression. Notably, a thyroid hormone receptor beta agonist was recently approved by the Food and Drug Administration for liver fibrosis.^30^ WUSTL0717 also modestly altered some host defense–related genes, with the functional significance of these changes requiring further study.

Our findings suggest that the phospholipids restored by WUSTL0717 likely originate from the intestine^41^ and reflect elevated portal venous ApoA1 and HDL that, in turn, support hepatoprotection. Higher portal phospholipid levels correlated with reduced fibrosis, supported by studies of phosphatidylcholine supplementation reducing liver fibrosis.^42^ However, whether these phospholipids themselves protect the liver via HDL delivery, by altering cargo-affiliated HDL, or directly affect hepatic function remains unknown. We show that expression of ApoA1 by the intestine is, like enterocyte-derived ABCA1,^8^ important in quelling IFALD. Although ApoA1, the protein backbone of HDL, was elevated in ileal mucus^35^ by WUSTL0717, its presence in mucus did not correlate with liver fibrosis. Similarly, the fecal microbiome, comparable across the mice before surgery, diverged markedly by 10 weeks. *Akkermansia muciniphila*, a microbe considered beneficial,^36^ was reduced after SBR but restored with WUSTL0717 treatment. However, these changes did not correlate with liver fibrosis outcomes, suggesting a secondary rather than a primary protective mechanism. In contrast, portal ApoA1 and HDL strongly correlated inversely with fibrosis, and intestinal *Apoa1* deletion worsened liver outcomes, underscoring that gut-derived HDL protects the liver primarily through the portal circulation. In conclusion, our characterization of WUSTL0717 as a gut-restricted LXR agonist that modulates portal HDL biogenesis and lipid handling supports future evaluation of WUSTL0717 in large animal models to translationally assess whether gut-restricted LXR agonists may be therapeutically viable to reduce intestine-driven liver disease.

## Supplementary Material

1

2

Note: To access the supplementary material accompanying this article, visit the online version of *Gastroenterology* at www.gastrojournal.org, and at https://doi.org/10.1053/j.gastro.20110.1053/j.gastro.2025.12.015.

## Figures and Tables

**Figure 1.**
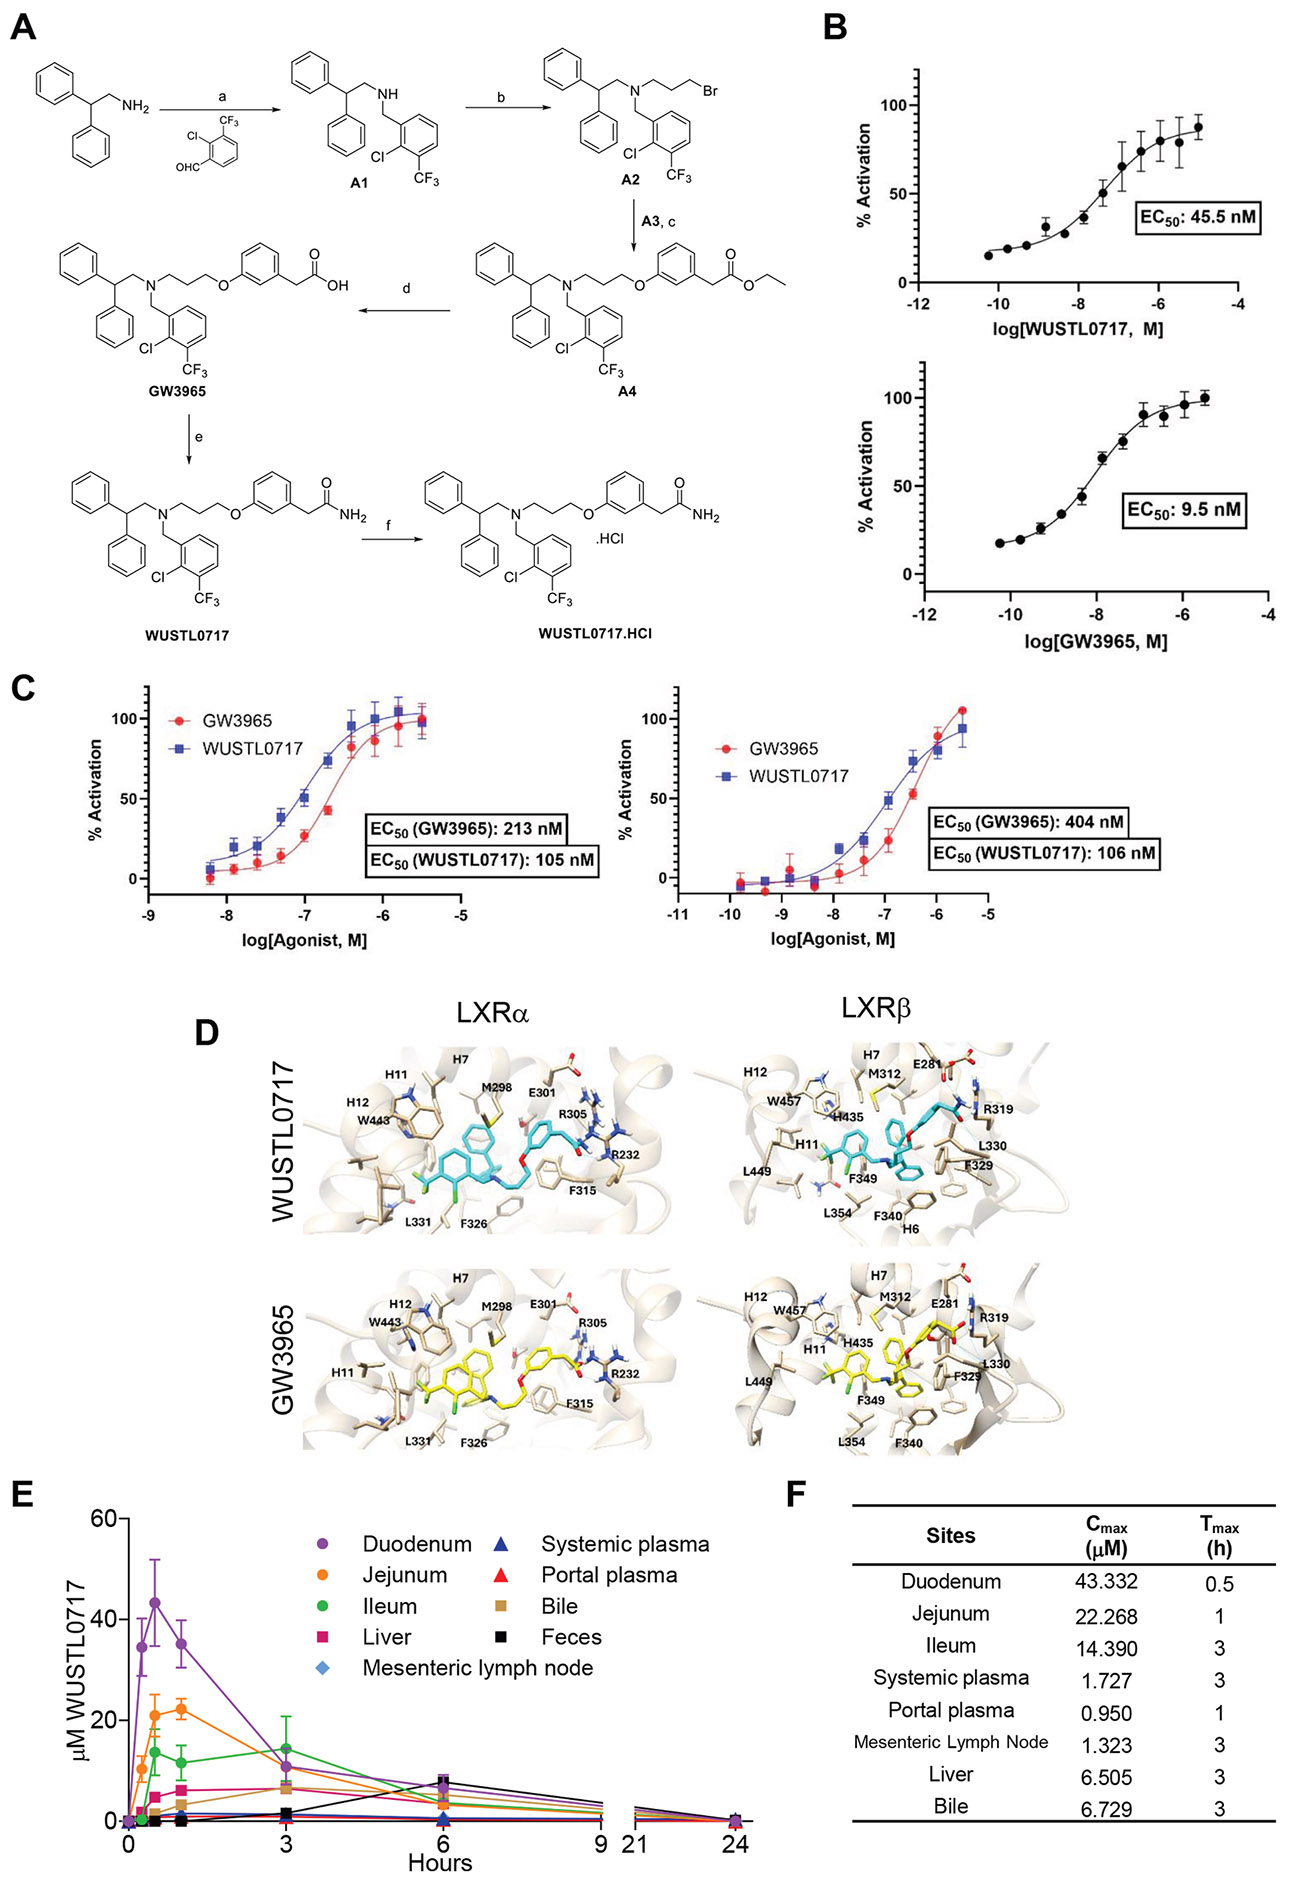
Synthesis overview and pharmacokinetic profile of WUSTL0717. (A) Chemical reaction steps for WUSTL0717 synthesis. Reaction conditions are described in detail in protocols.io (available at: https://www.protocols.io/view/synthesis-of-wustl0717-bp2l6dy2kvqe/v1). (*B* and *C*) Dose-response curve of WUSTL0717 and GW3965 in LanthaScreen LXR-*ß* coactivator assay (*B*) and cell-based LXR*α* and LXR*ß* activation luciferase assay (*C*). Curves were fitted to measurements from 4 wells per concentration, using 4-variable nonlinear regression. (*D*) Binding poses of WUSTL0717 (cyan) in LXR*α* and LXR*ß*; and GW3965 (yellow) in LXR*α* and LXR*ß*. Hydrogen bonding interactions are illustrated as *blue lines*. (E and F) Pharmacokinetic analysis of WUSTL0717. (*E*) Tissue distribution of WUSTL0717 after a single 30-mg/kg oral dose in male mice (n = 5 per time point). Fecal samples from each time point were pooled into 1 sample. Graph depicts mean ± standard error of the mean (SEM). (*F*) Table of the mean values of C_max_ and T_max_.

**Figure 2.**
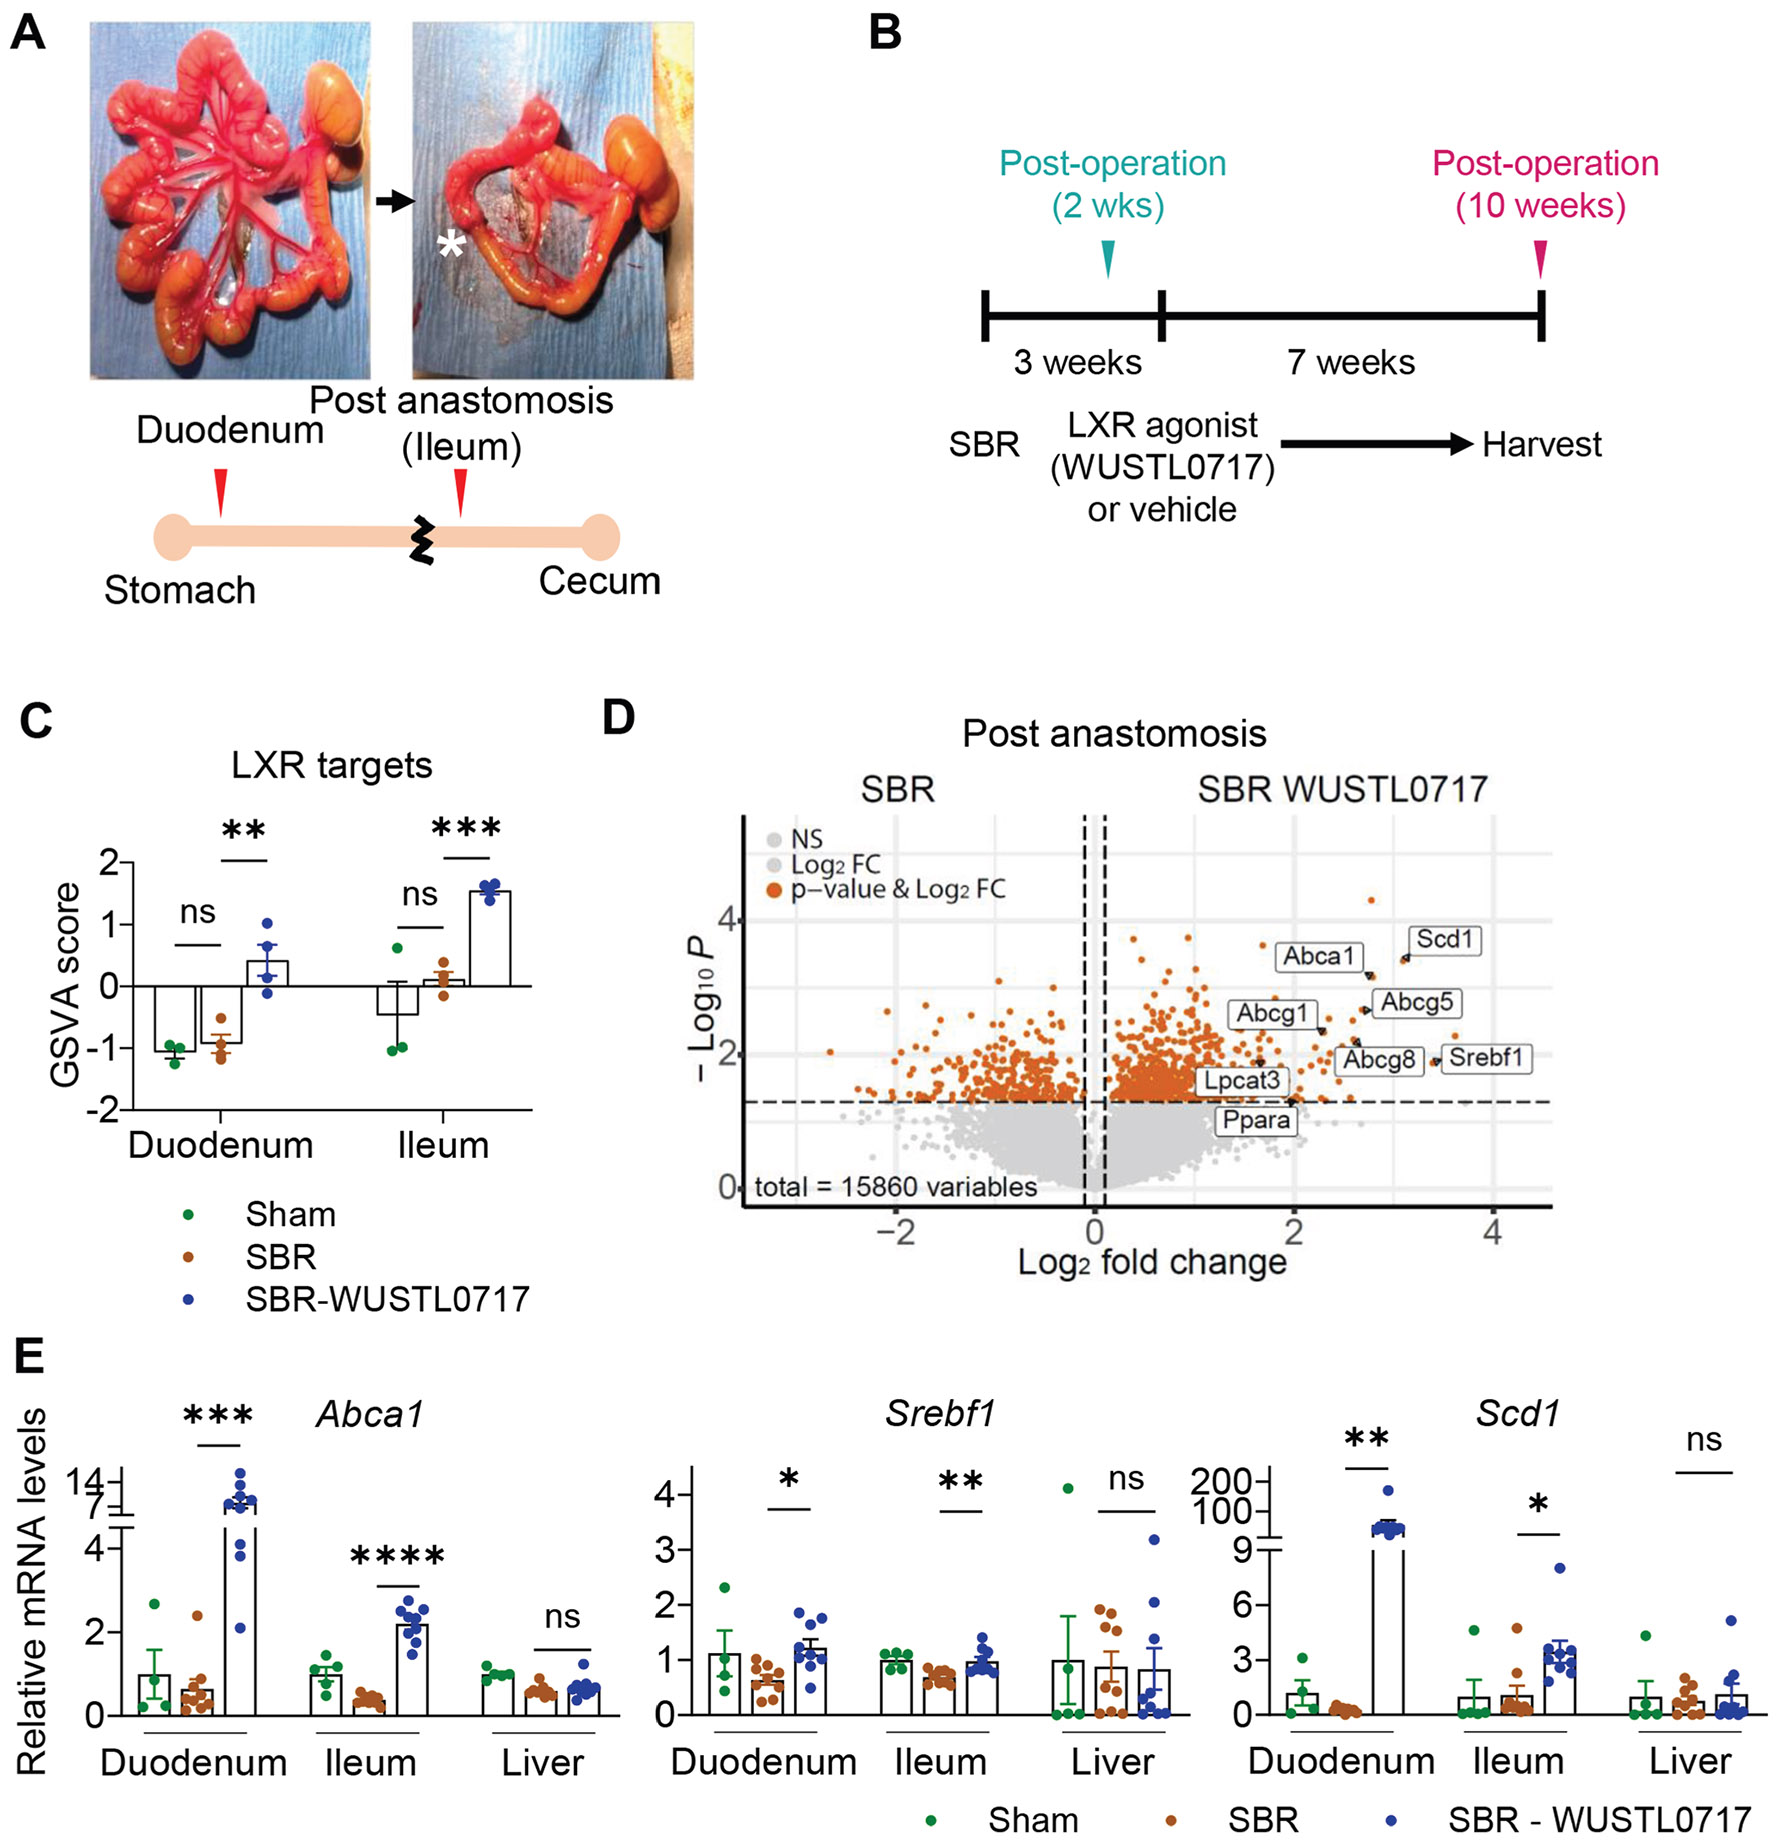
WUSTL0717 exhibits small intestine–restricted LXR agonist activity following SBR. (*A*) Images and schematic representations of the mouse small intestine before and after SBR. *White star*: the anastomosis region. (*B*) Scheme of the SBR procedure and vehicle or WUSTL0717 dosing schedule. WT mice underwent sham or SBR operation. Beginning 3 weeks post-surgery, the mice received either vehicle or WUSTL0717 (30 mg/kg, PO) daily for 7 weeks before euthanasia. (*C*) Gene set variation analysis of LXR target genes from RNA-seq data in male mice subjected to sham (vehicle) or SBR with vehicle or WUSTL0717 treatment (n = 3–4/group). (*D*) Volcano plot of the post-anastomosis ileum from RNA-seq showing differentially expressed genes (DEGs) between vehicle- and WUSTL0717-treated SBR groups. DEGs were defined as adjusted *P* value < .05 and log_2_ fold-change thresholds, with significant genes in *orange* (n = 4). (*E*) Transcript levels of LXR target genes in the duodenum, post-anastomosis ileum, and the liver from mice subjected to sham (vehicle) or SBR with vehicle or WUSTL0717 treatment (n = 4–9), analyzed by qRT-PCR. Statistical analysis was performed using 1-way analysis of variance (ANOVA) (*E*) or 2-way ANOVA (*C*) with Tukey’s honestly significant difference for multiple comparisons. Mean ± SEM; *P < .05, **P < .01, ***P < .001, ****P < .0001; ns, not significant. Mean ± SEM and *P* value thresholds are applied consistently across figures unless otherwise noted.

**Figure 3.**
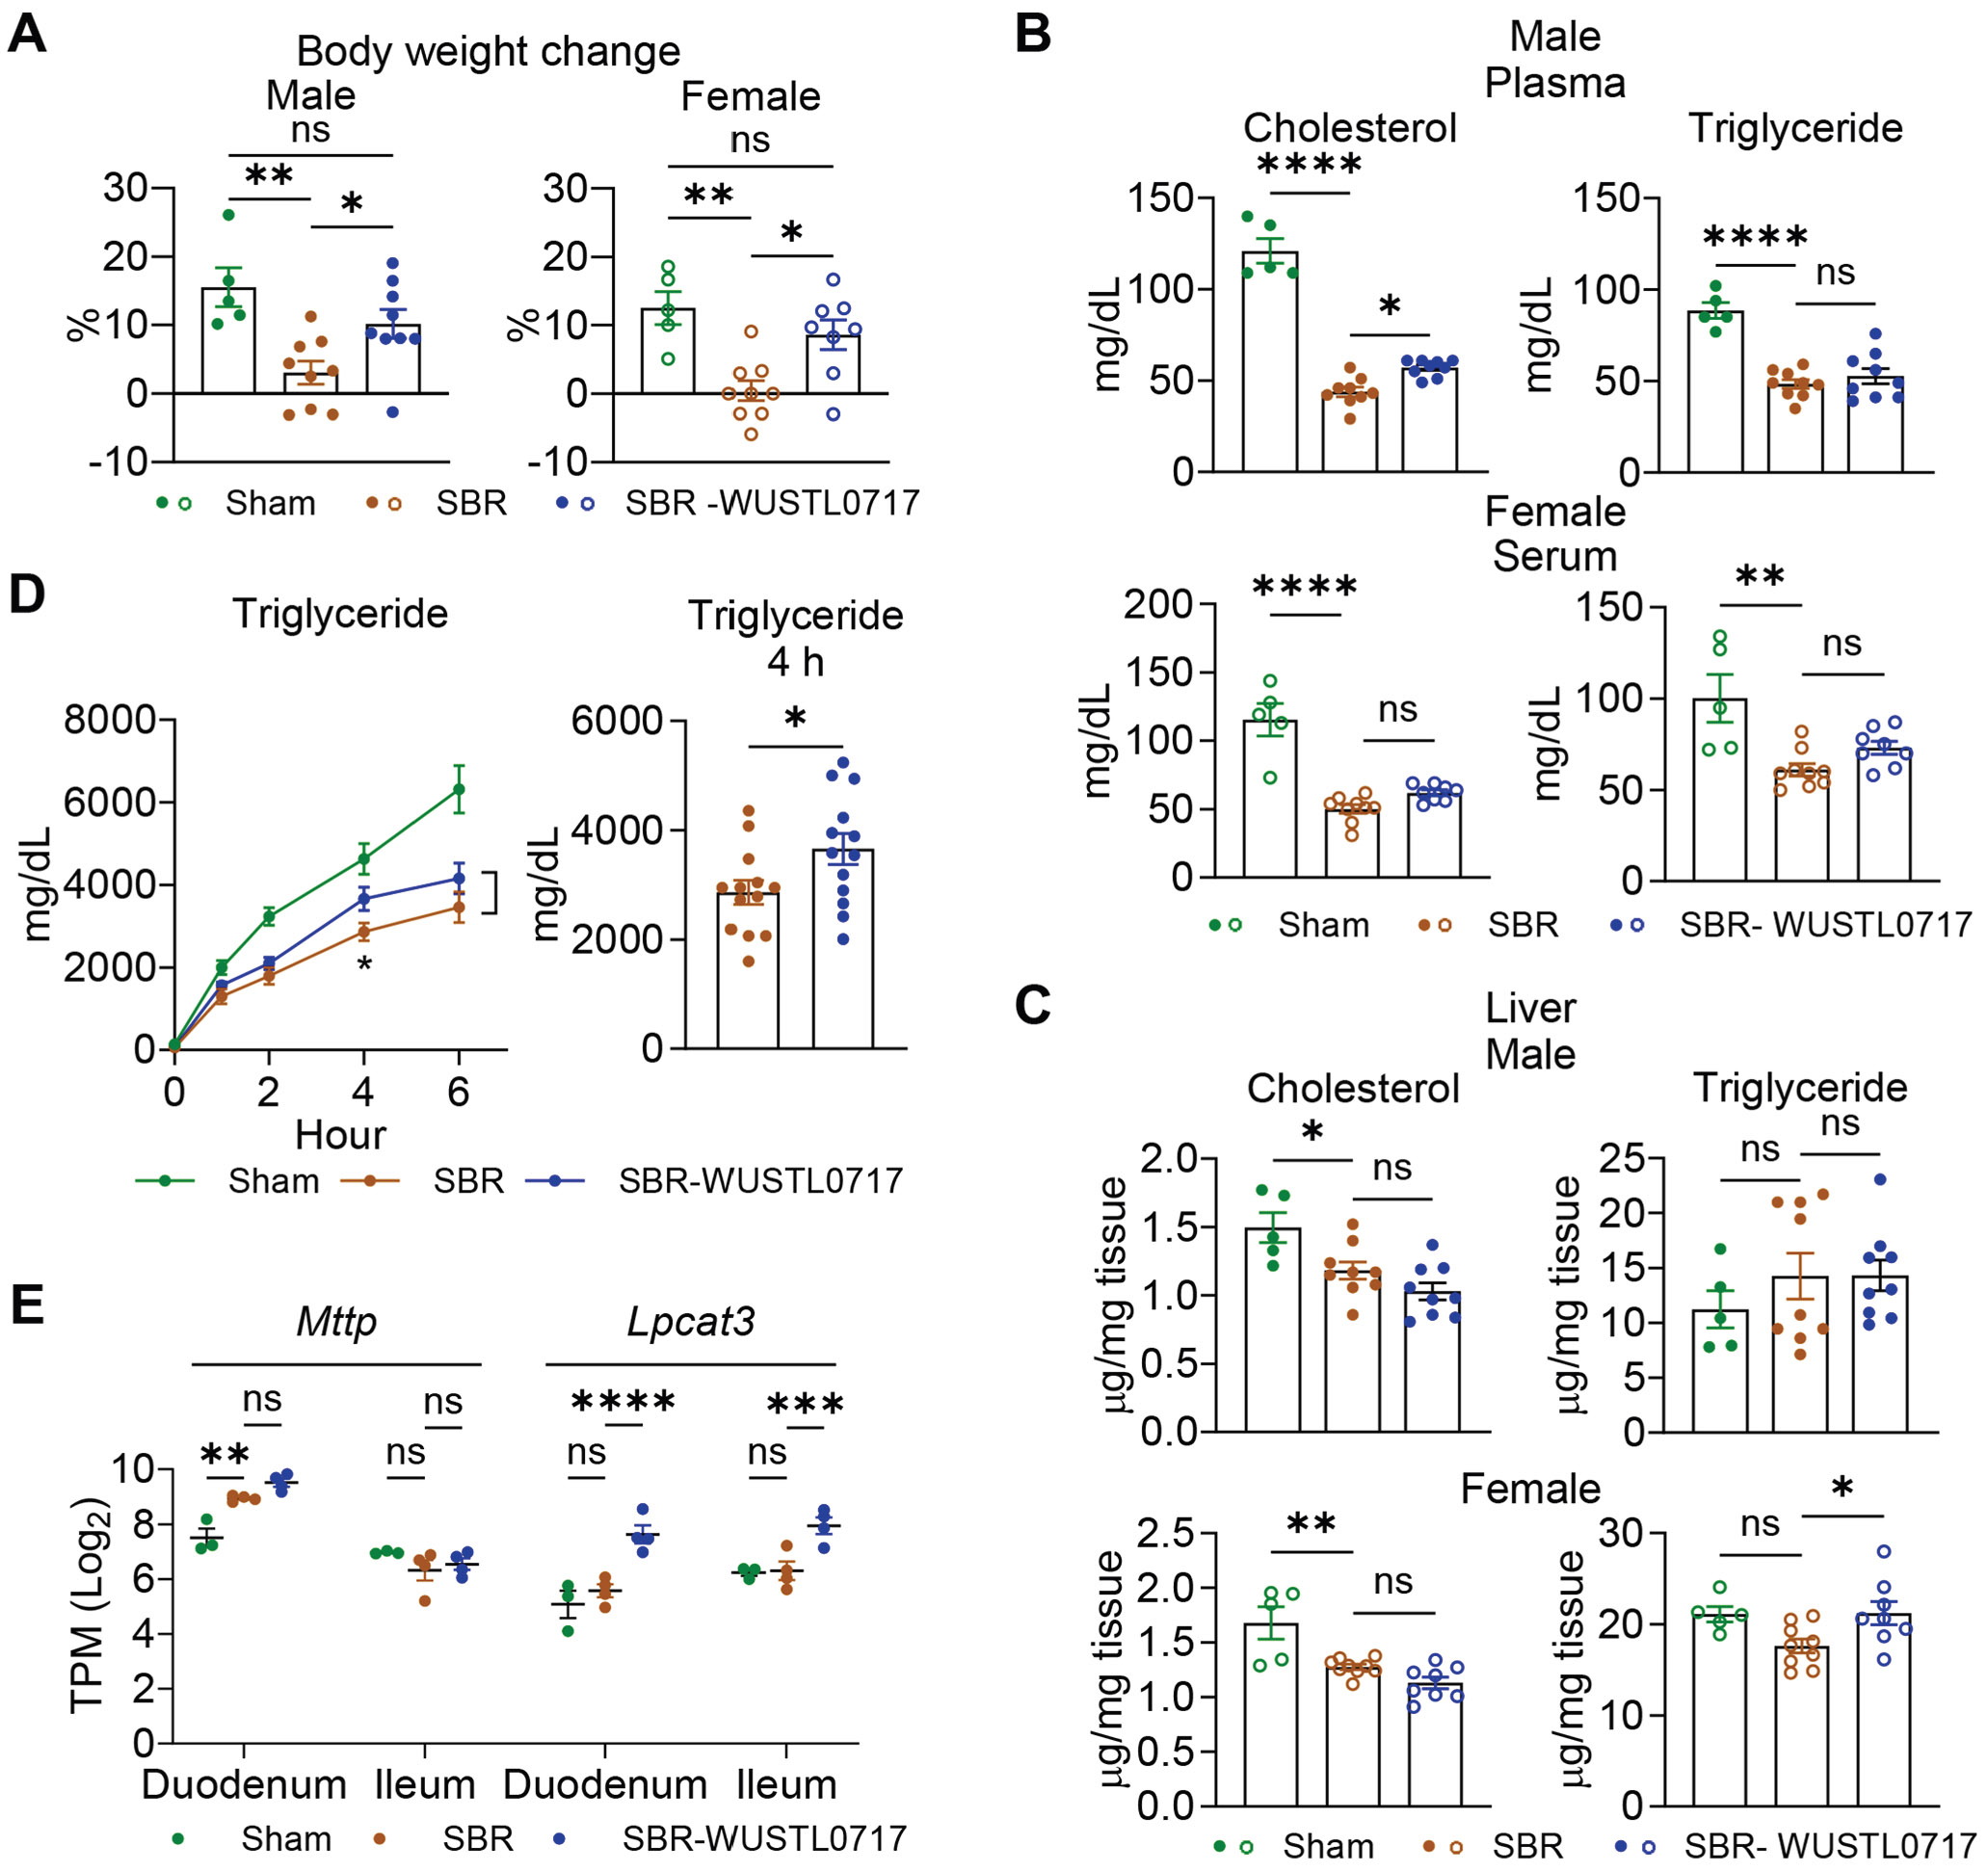
Rescue of body weight loss induced by SBR through intestinal-restricted LXR agonism. (*A–C, E*) WT male (*filled circles*) or female (*open circles*) mice underwent sham or SBR operation. Beginning 3 weeks post-surgery, the mice received either vehicle or WUSTL0717 (30 mg/kg, PO) daily for up to 7 weeks (n = 5–9/group). (*A*) Percentage change in body weight, calculated as (week 10 – week 2) post operation divided by the body weight at week 2. (*B*) Cholesterol and triglyceride levels from males (plasma) and females (serum). (*C*) Liver cholesterol and triglyceride levels. (*D*) Mice 10 to 11 weeks post operation, treated with vehicle or WUSTL0717 for 7 to 8 weeks, were used. Data from 2 independent experiments were combined. Plasma triglyceride levels were measured at 0, 1, 2, 4, and 6 hours after a 10 *μ*L/g olive oil gavage, preceded by a 500 mg/kg Tyloxapol intravenous injection (n = 12–14/group). (*E*) *Mttp* and *Lpcat3* transcript levels (TPM, transcripts per million) in the duodenum and the post-anastomosis ileum by RNA-seq (n = 3–4/group). Unpaired Student *t* test (*D*), 1-way analysis of variance (ANOVA) (*A–C*) or 2-way ANOVA (*E*) with Tukey’s honestly significant difference statistical test was applied.

**Figure 4.**
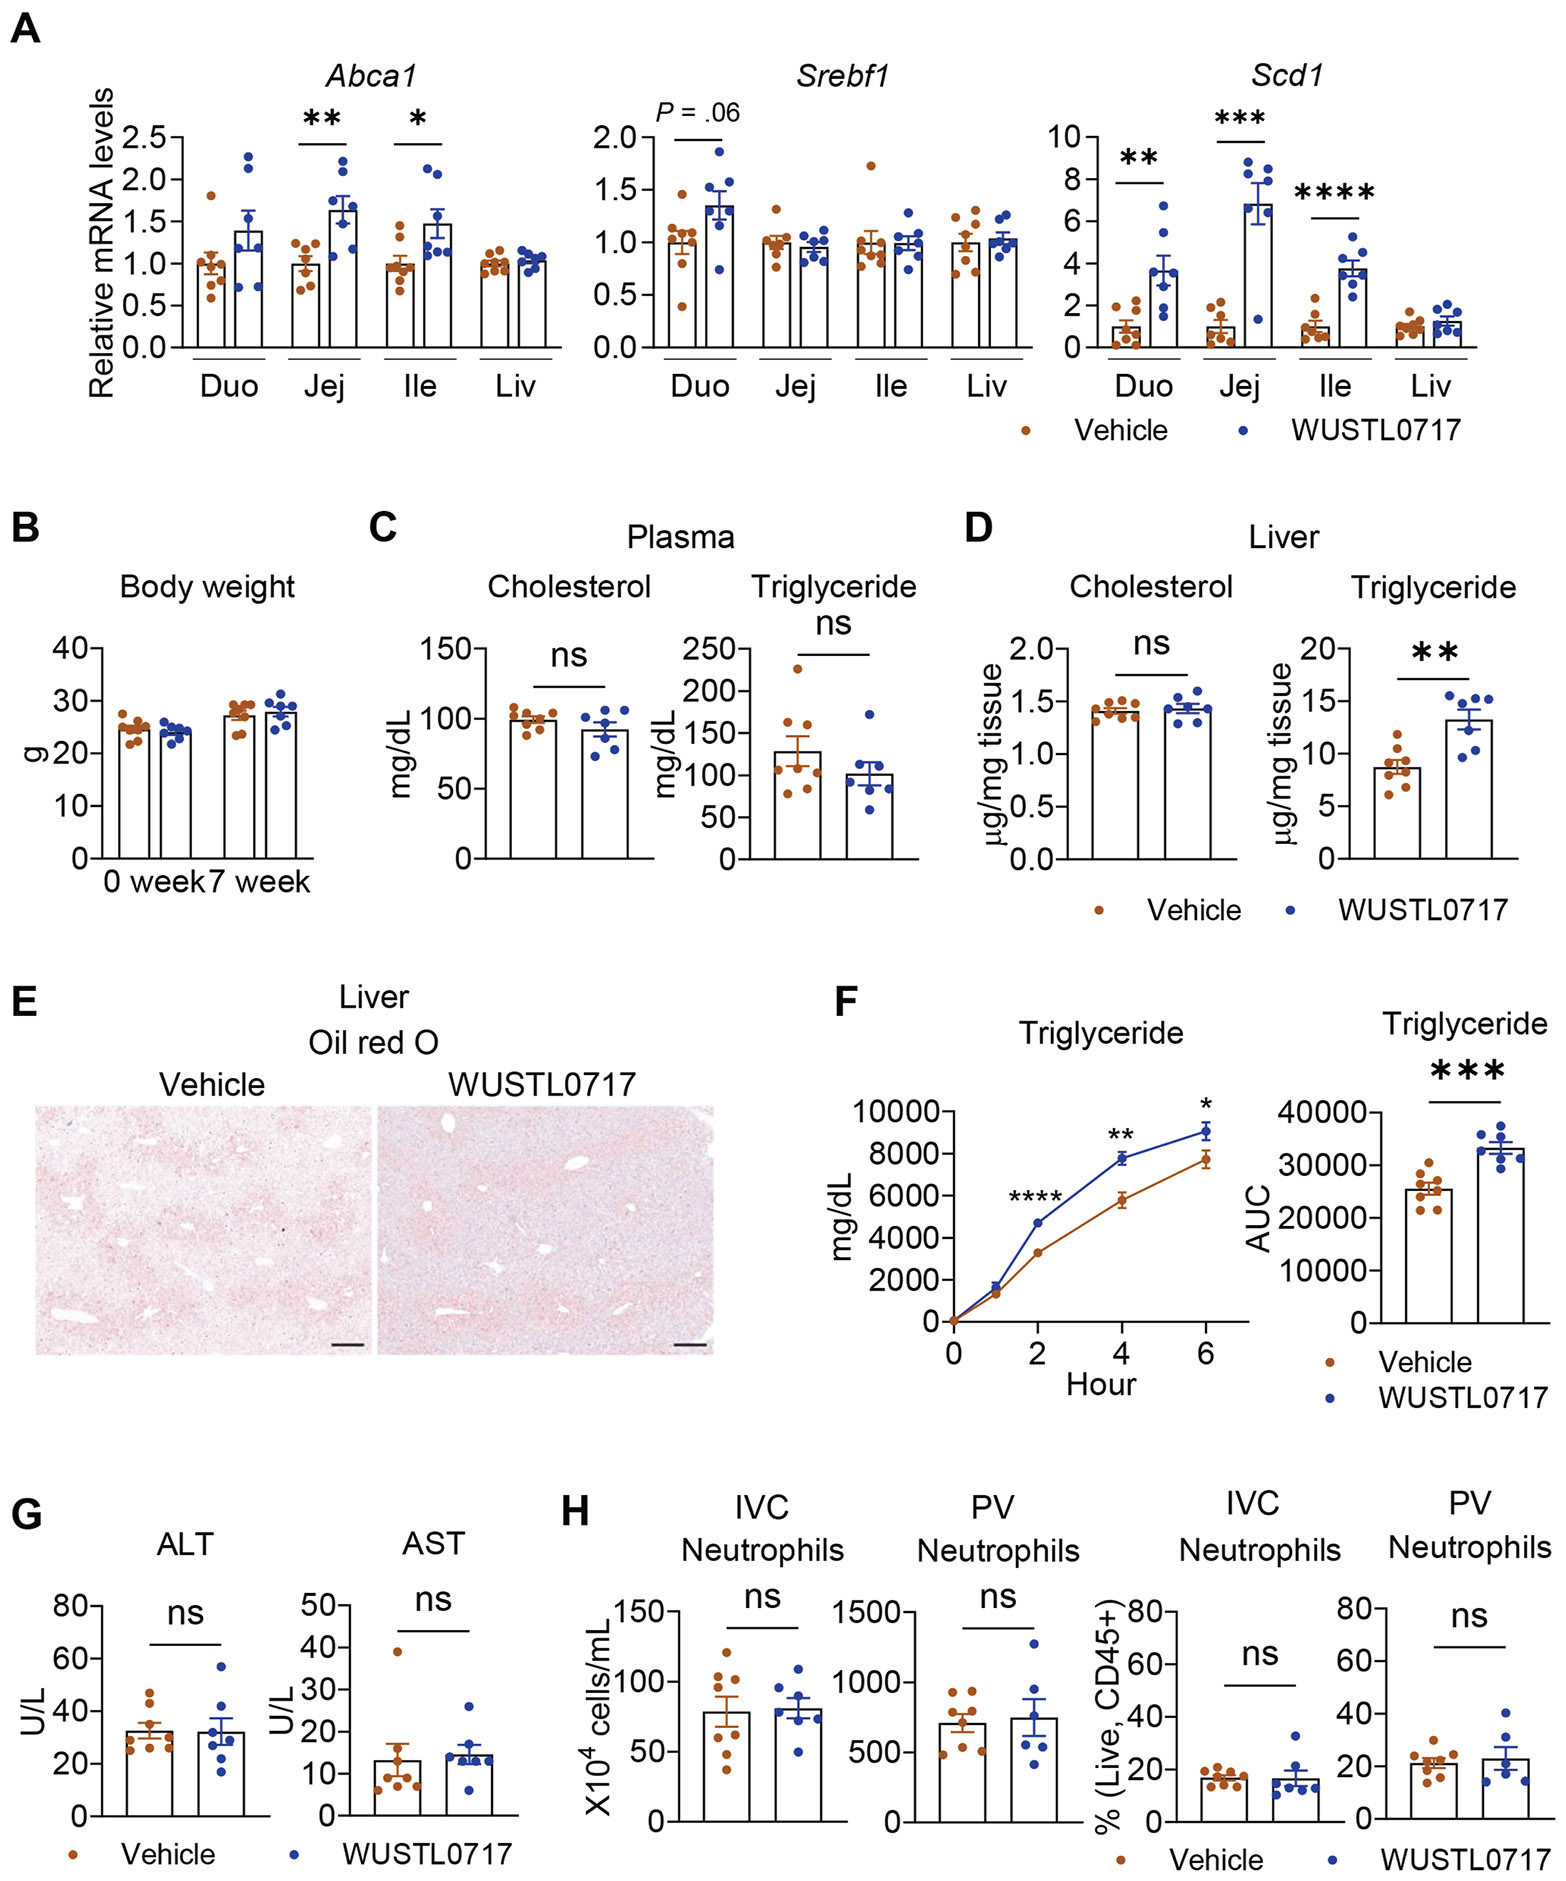
WUSTL0717 avoids metabolic dysfunction while promoting increased nutrient absorption. WT mice were treated with vehicle or WUSTL0717 (30 mg/kg, PO) daily for 7 weeks (n = 7–8/group). (*A*) Transcript levels of LXR target genes in the duodenum (Duo), jejunum (Jej), ileum (Ile), and liver (Liv) analyzed by qRT-PCR. (*B*) Body weight at baseline and after 7 weeks of WUSTL0717 treatment. (*C*) Plasma cholesterol and triglyceride levels. (*D*) Liver cholesterol and triglyceride levels. (*E*) Oil red O staining in the liver (*scale bar*, 200 *μ*m). The images shown are representative of images from 8 mice treated with vehicle, 7 mice treated with WUSTL0717. (*F*) Plasma triglyceride levels and area under the curve (AUC) in WUSTL0717-treated and vehicle groups, measured 9 days before euthanization at 0, 1, 2, 4, and 6 hours after a 10-*μ*L/kg olive oil gavage preceded by a 500-mg/kg intravenous Tyloxapol pretreatment. (*G*) Plasma ALT and AST activities. (*H*) Systemic (inferior vena cava [IVC]) and portal (PV) venous plasma neutrophils were measured by flow cytometry. Unpaired Student *t* test was applied for statistical evaluation.

**Figure 5.**
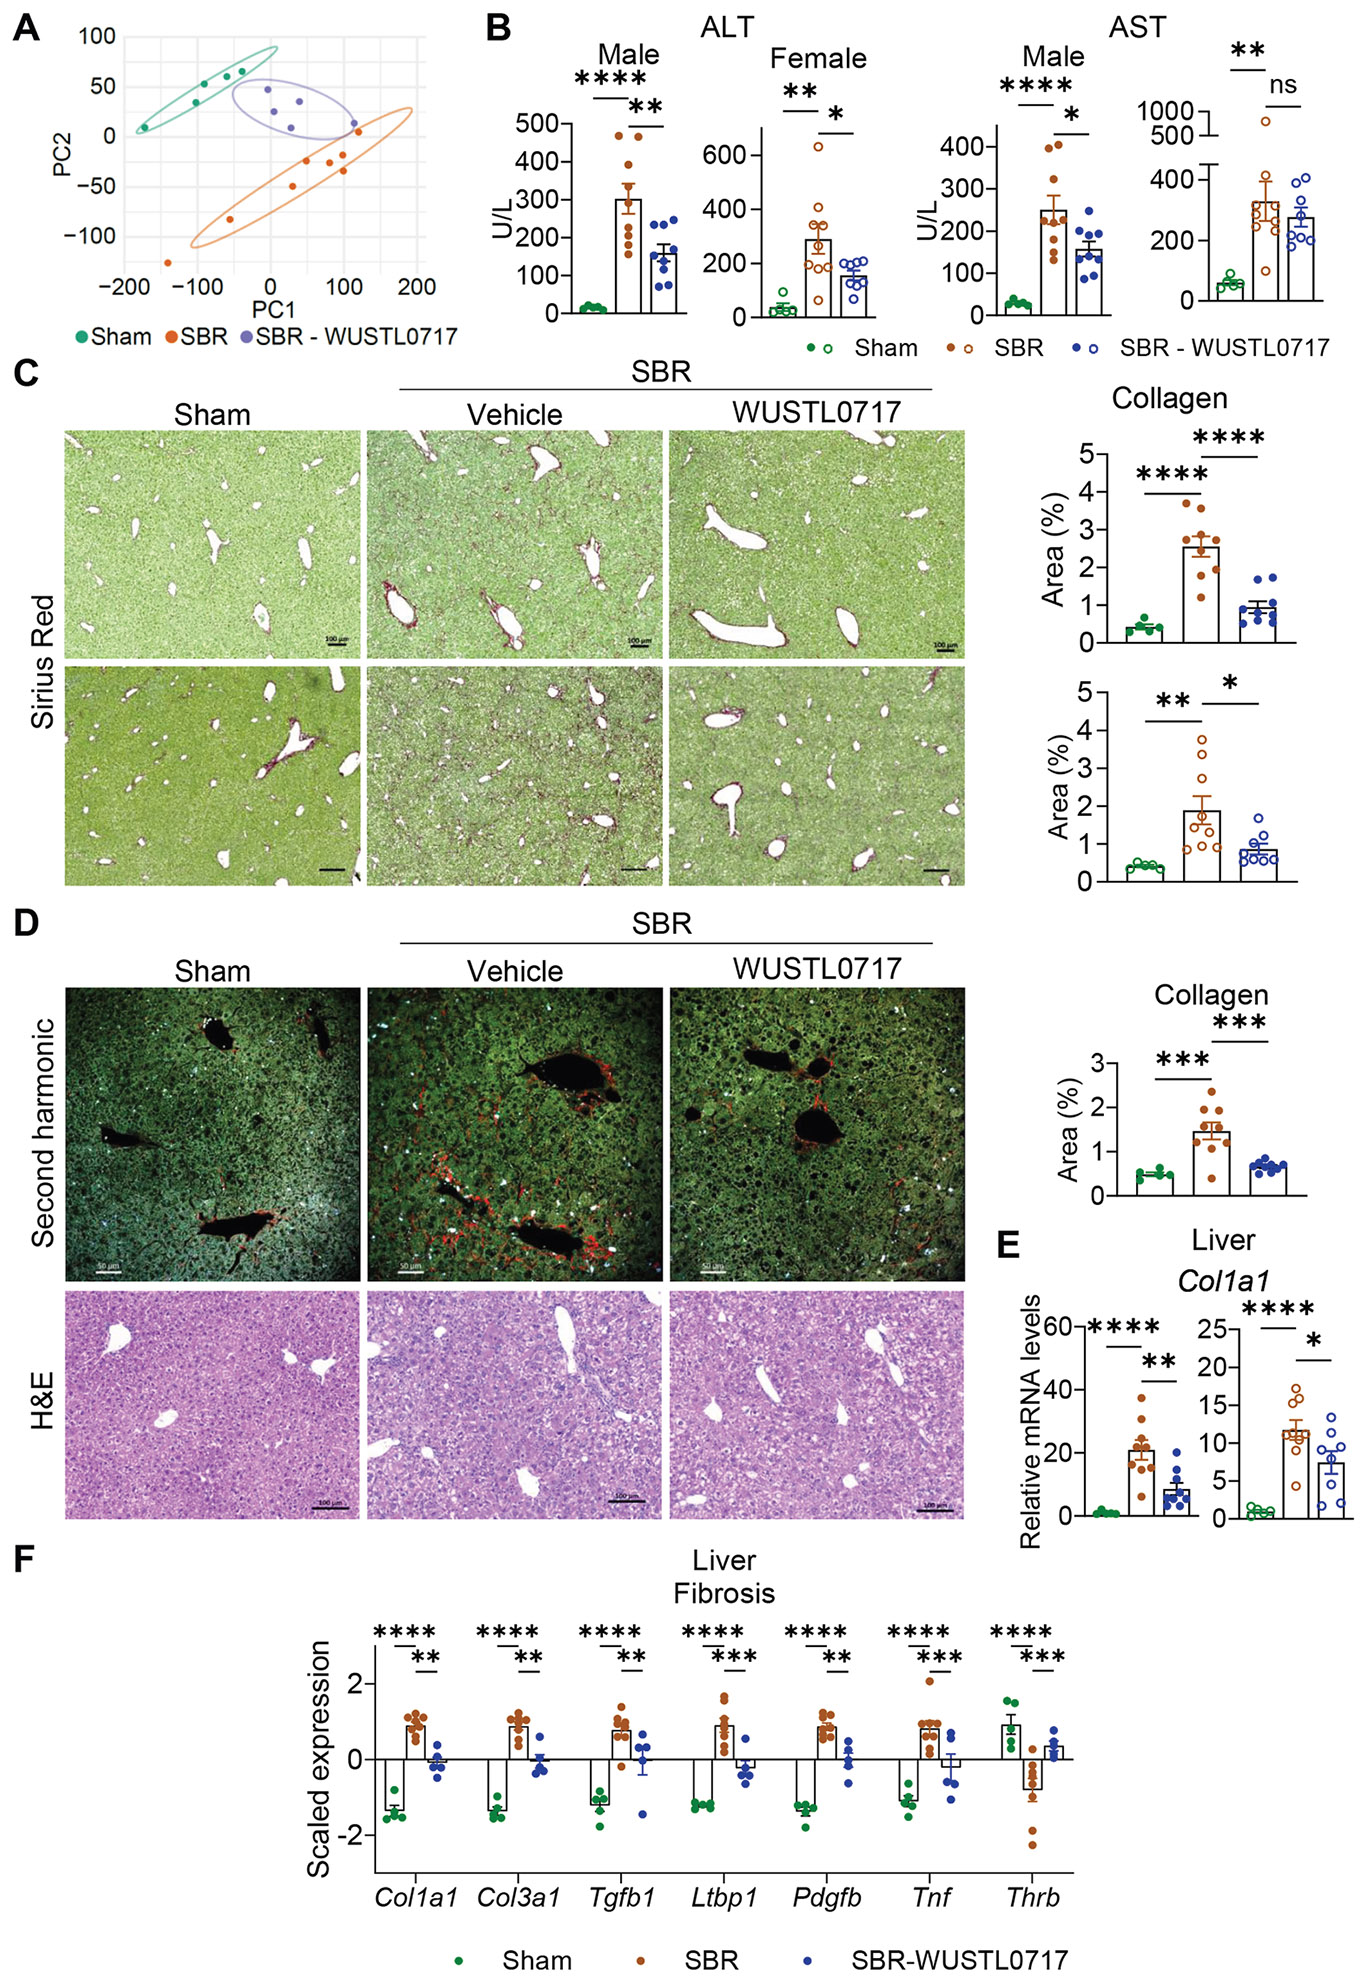
Protection against SBS-induced liver fibrosis through intestine-restricted LXR activation. WT male (*filled circles*) or female (*open circles*) mice underwent sham or SBR operation. Beginning 3 weeks post-surgery, the mice received either vehicle or WUSTL0717 (30 mg/kg, PO) daily for 7 weeks and were then euthanized for analysis (n = 5–9/group). (*A*) Principal component analysis of liver transcriptomes from the indicated groups. (*B*) ALT and AST from males (plasma) and females (serum). (*C*) Sirius Red–stained liver sections (upper: male; lower: female) with quantification from 5 areas per mouse, plotted as *individual dots* (*scale bar*, 100 *μ*m). (*D*) Second-harmonic generation (SHG)-based collagen detection with quantification from 6 to 12 different areas per mouse, shown as *individual dots*, and representative hematoxylin-eosin (H&E)–stained liver sections. Scale bars: 50 *μ*m (SHG), 100 *μ*m (H&E). (*E*) Col1a1 transcript levels in the liver analyzed by qRT-PCR. (*F*) Differentially expressed genes associated with collagen accumulation, hepatic stellate cell activation, and cytokine-related pathways in the liver. Statistical evaluations used 1-way analysis of variance (ANOVA) (*B, E*; Dunnett’s test), 1-way ANOVA (C and D; Tukey’s honestly significant difference [HSD]), and 2-way ANOVA (*F*; Tukey’s HSD).

**Figure 6.**
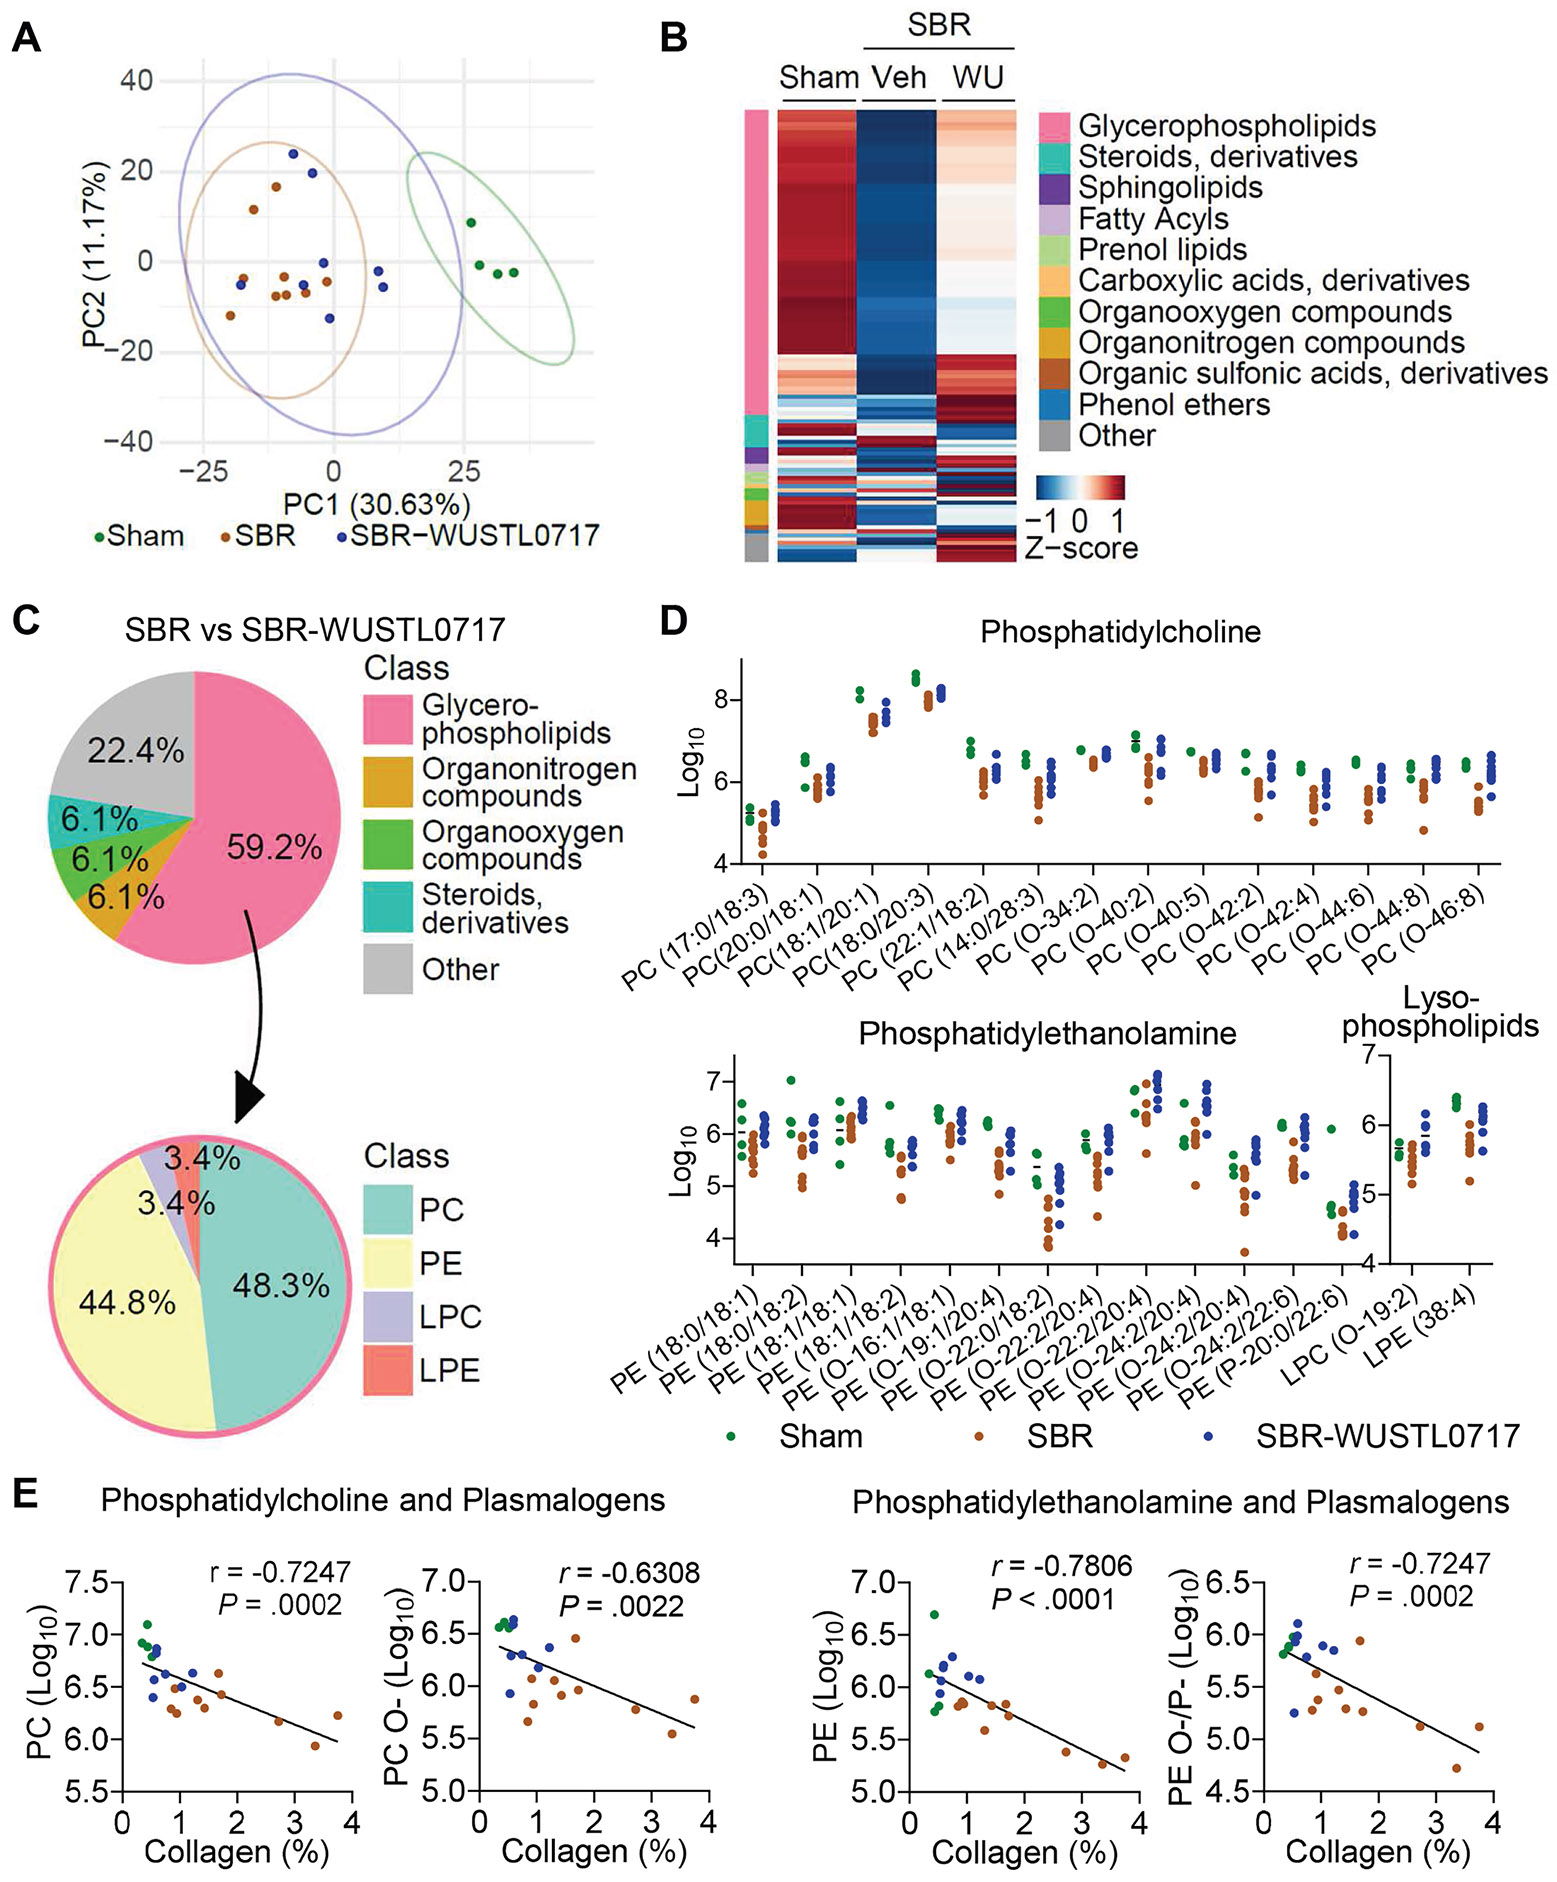
Association of portal venous phospholipids with the hepatoprotective effects of the gut-restricted LXR agonist after SBR. Lipid and metabolite profiling of portal venous serum using LC-MS/MS in WT female mice with sham or SBR surgery. Three weeks after surgery, mice received vehicle or WUSTL0717 for 7 weeks (n = 4–9/group). (*A*) Principal component analysis of overall metabolites. (*B*) Heatmap of metabolites with significant differences between SBR vs SBR-WUSTL0717 and sham vs SBR. (*C–E*) Analysis of portal venous serum metabolites significant at false discovery rate < 0.1 and fold change > 1.5, focusing on glycerophospholipids and their association with liver fibrosis. (*C*) Pie charts of metabolite classes (*left*) and the sub-classes of glycerophospholipids (*right*). (*D*) Individual glycerophospholipid metabolites from the sub-classes in (*C*) (*right*). PE (O-22:2/20:4) and PE (O-24:2/20:4) are each represented twice as isomeric species. (*E*) Correlation of portal venous serum PC, PC O-, PE, PE O-, and plasmenyl PE (PE P-) with liver collagen area (Figure 5C, lower). Each dot represents a matched individual from (*D*). Pearson correlation.

**Figure 7.**
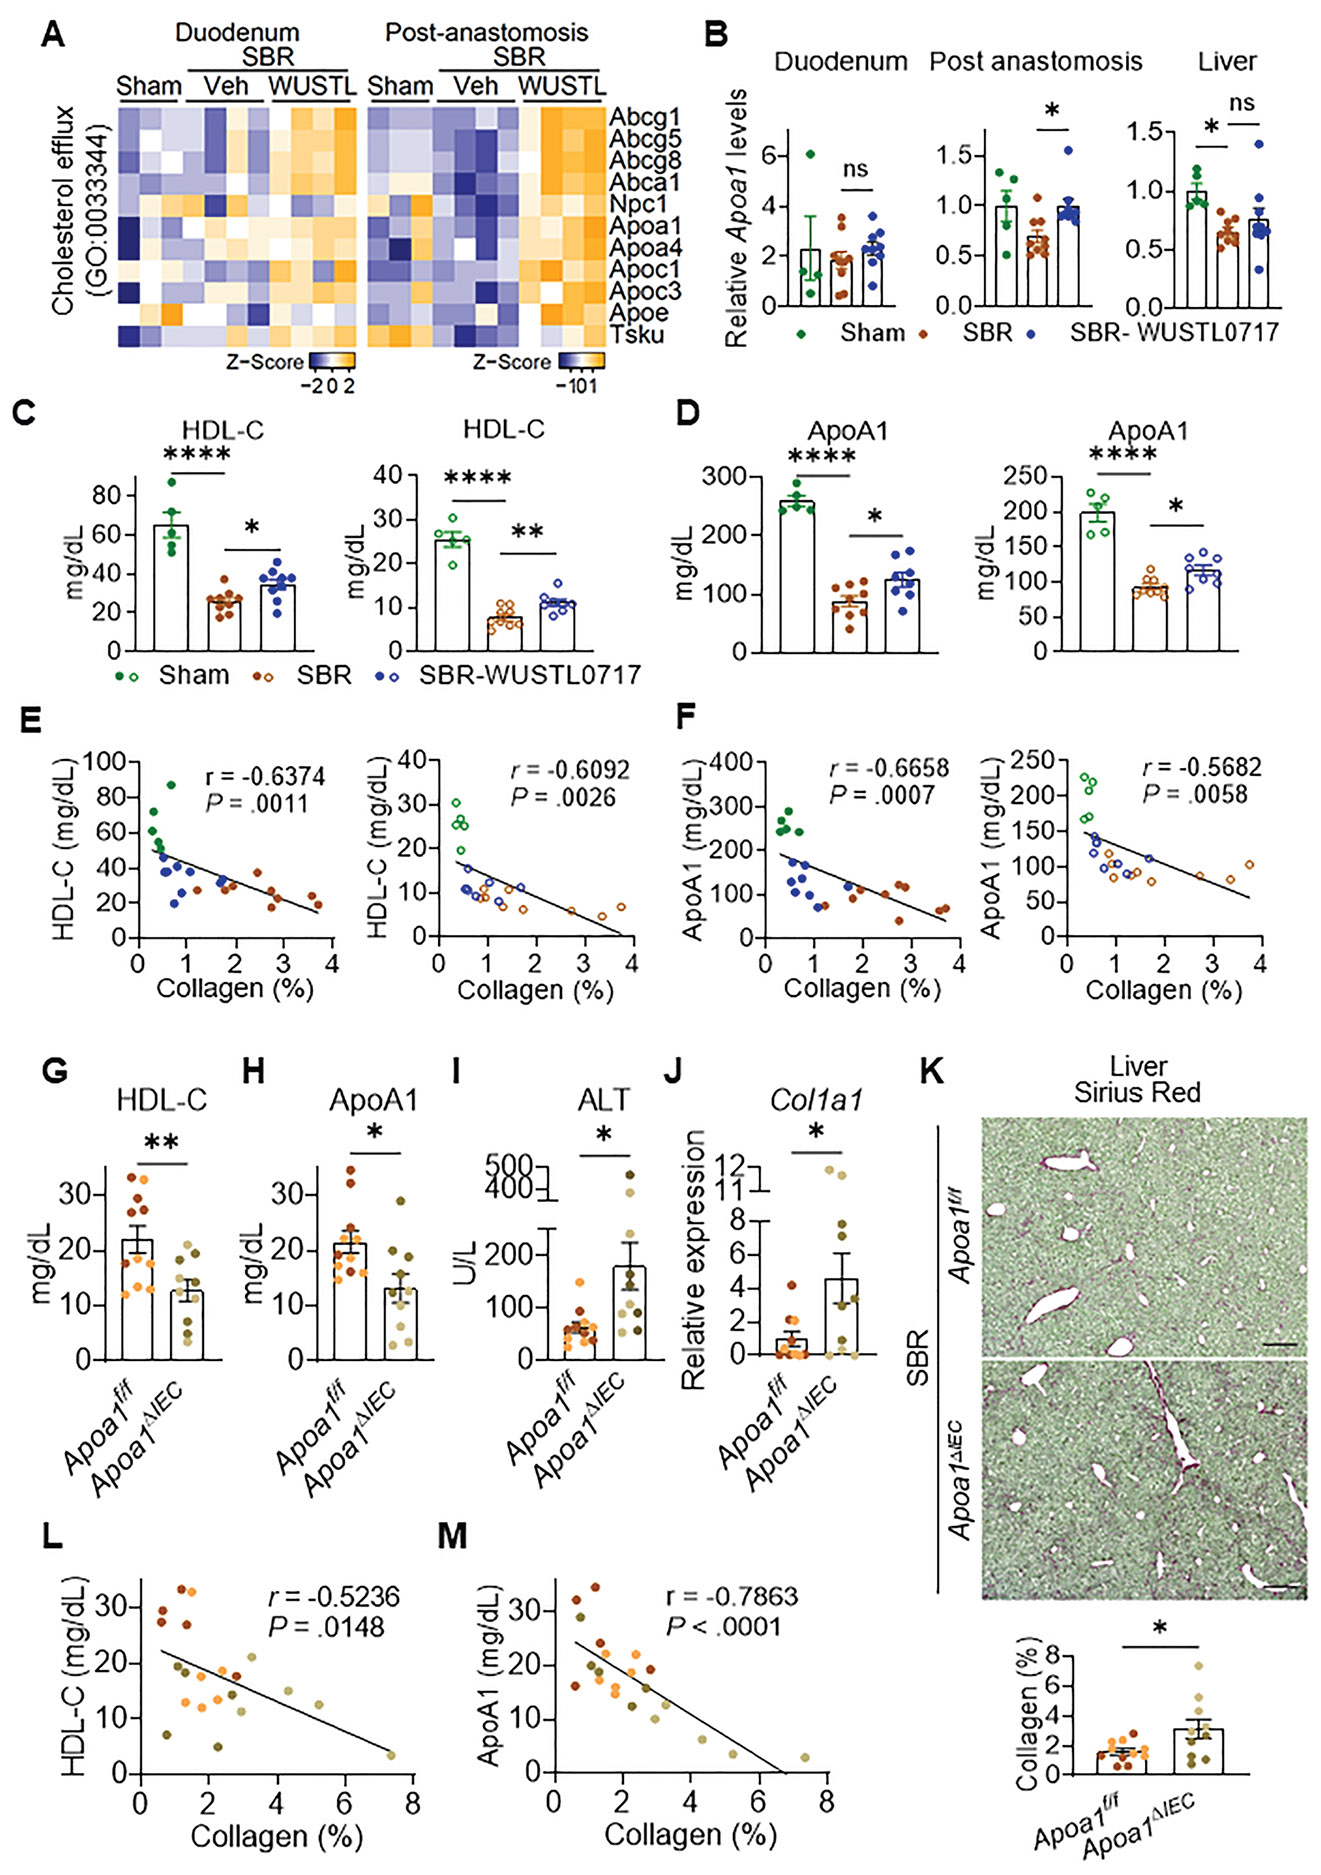
Aggravated IFALD following the deficiency of intestinal ApoA1 and HDL-C after SBR. (*A–D*) WT male (*filled circles*) or female (*open circles*) mice underwent sham or SBR. Starting 3 weeks later, mice received daily vehicle or WUSTL0717 (30 mg/kg, PO) for 7 weeks, followed by analysis (n = 5–9/group). (*A*) Heatmap of cholesterol efflux–related transcripts in the duodenum and post-anastomosis ileum from male mice (n = 3–4/group). (*B*) qRT-PCR analysis of *Apoa1* transcripts in the duodenum, post-anastomosis ileum, and liver (n = 4–9/group). (*C* and *D*) Portal venous HDL-C (*C*) and ApoA1 (*D*) levels from males (plasma) and females (serum) (n = 5–9/group). (*E* and *F*) Correlation of portal venous plasma HDL-C and ApoA1 levels with liver collagen area (Figure 5C, *upper*). Each *dot* represents a matched individual from (*C*) and (*D*). (*G–M*) *Apoa1^ΔIEC^* mice underwent SBR and were euthanized 11 weeks later. *Dark dots* represent males and *light dots* represent females (males, n = 7/group; females: n = 6–7/group). (*G* and *H*) Portal venous serum HDL-C and ApoA1 levels. (*I*) Systemic (inferior vena cava) serum ALT levels. (*J*) Liver *Col1a1* transcript levels analyzed by qRT-PCR. (*K*) Sirius Red–stained liver sections (*scale bar*, 200 *μ*m) with quantification from 5 to 6 areas per liver, 1 image per mouse (males, n = 7/group; females: n = 6–7/group). (*L* and *M*) Correlation of portal venous serum HDL-C and ApoA1 levels with liver collagen area. Each *dot* represents a matched individual from (*K*)–(*M*). Statistical evaluations were done using unpaired Student *t* test (*C*, *G–K*), 1-way analysis of variance with Tukey’s honestly significant difference (*B*, *D*), or Pearson correlation (*E*, *F*, *L*, and *M*).

## Data Availability

The sequencing and expression data have been deposited in the Gene Expression Omnibus of the National Center for Biotechnology Information under accession code GSE287046. On publication, all data will be accessible through the Open Science Framework. The corresponding author also may be contacted as needed to clarify any concerns around data or resource access.

## Abbreviations used in this paper:

ALT: alanine aminotransferase
ApoA1: Apolipoprotein A1
AST: aspartate aminotransferase
HDL: high-density lipoprotein
HDL-C: high-density lipoprotein cholesterol
IFALD: intestinal failure–associated liver disease
LC-MS/MS: liquid chromatography–tandem mass spectrometry
LXR: liver X receptor
PC: phosphatidylcholine
PC O-: ether-linked PC
PE: phosphatidylethanolamine
PE O-: ether-linked PE
qRT-PCR: quantitative reverse transcription polymerase chain reaction
PO: per os
RNA-seq: RNA sequencing
SBR: small bowel resection
SBS: short bowel syndrome
WT: wild type

# Supplementary material for: A Gut-Restricted Liver X Receptor Agonist Ameliorates Liver Injury in Experimental Short Bowel Syndrome
**Source:** Gastroenterology. Author manuscript; Available in PMC 2026 May 11.
**Supplement:** 1

## Supplementary Materials and Methods

### Molecular modeling

WUSTL0717 and GW3965 were modeled in LXR $\alpha$  protein from reference structure PDBID: 3IPU and based on the coordinates of GW3965 in Xray structure 1PQ6.<sup>1, 2</sup> WUSTL0717 was modeled in LXR $\beta$  based on the coordinates of GW3965 in Xray structure 1PQ6. Charges were modeled using AM1BCC, energy minimization using Amber ff14SB, Steepest descent,<sup>3</sup> and conjugate gradient algorithms<sup>4</sup> implemented in UCSF Chimera.<sup>5</sup>

### Ligand binding in LanthaScreen TR-FRET LXR $\beta$ coactivator assays

Binding assays of graded concentrations of WUSTL0717 or GW3965 to LXR $\beta$  were performed using the LanthaScreen TR-FRET LXR $\beta$  Coactivator kit (Thermo Fisher Scientific) following the manufacturer's protocol. Briefly, after the addition of 5 nM LXR $\beta$ -LBD to the compounds, a mixture of peptide (100 nM, Fluorescein-D22 for LXR $\beta$ ) and antibody (10 nM, Tb-anti-GST) was added to the reaction followed by incubation in room temperature for 4 hours. TR-FRET ratio was calculated by dividing the emission at 520 nm by the emission at 495 nm using either Synergy 2 (BioTek) or FlexStation 3 (Molecular Devices) plate reader. The TR-FRET ratio was then normalized by dividing the ratio of each concentration by the averaged ratio of the positive control, which was set equal to 100%. Concentration-response curves were fitted using 4-variable non-linear regression.

### Activation of transcriptional functions of LXR $\alpha$ and LXR $\beta$

Plasmids LXR- $\alpha$  (79514; Addgene), LXR- $\beta$  (79513; Addgene), and LXRE\_Luc (177622; Addgene) were transfected into HEK293T cells (ATCC CRL-3216) using the Lipofectamine™ 3000 kit (L3000001; Thermo Fisher Scientific). 24 hours post-transfection, the cells were plated in a 96-well plate at a density of 30,000 cells per well. After an additional 24 hours, the cells were treated with WUSTL0717 or GW3965 for another 24 hours. Luciferase activity was then measured using a Synergy HTX (BioTek) plate reader with the ONE-Glo™ luciferase assay kit (E8130; Promega) at room temperature. Concentration-response curves were fitted using 4-variable non-linear regression.

### Kinetic Solubility

Compound from a 10 mM DMSO stock solution was introduced to pre-warmed pH 7.4 phosphate buffered saline in a 96-well plate with a final DMSO concentration of 1%. The plate was maintained at 37°C for 24 hours on an orbital shaker and centrifuged through a Millipore Multiscreen Solvinter 0.45 micron low binding PTFE hydrophilic filter plate and analyzed by HPLC. Peak area was compared to standards of known concentration.

### Plasma protein binding

Plasma protein binding was determined using equilibrium dialysis. All samples were tested in triplicate using the RED Rapid Equilibrium Dialysis Device (Thermo Fisher Scientific). The initial drug concentration in the plasma chamber was 2  $\mu$ M, and phosphate buffered saline was added to the receiver chamber. The plate was covered and allowed to shake in a 37°C incubator for 6 hours. 25  $\mu$ l was sampled from the plasma and PBS chambers, which were then diluted with either blank PBS or plasma to achieve a 1:1 ratio or plasma:PBS for all samples. The concentration of the drug in the plasma and PBS chambers was determined by LC-MS/MS. The fraction bound was calculated as ([plasma] – [PBS]) / [plasma].

### Hepatic microsomal stability

Microsome stability was evaluated by incubating 1  $\mu$ M test compound with 1 mg/mL hepatic microsomes in 100 mM KPi, pH 7.4. The reaction was initiated by adding NADPH (1 mM final concentration). Aliquots were removed at 0, 5, 10, 20, 40, and 60 minutes and added to acetonitrile (5X, v:v) to stop the reaction and precipitate the protein. NADPH dependence of the reaction was evaluated by setting up incubations without NADPH. At the end of the assay, the samples were centrifuged through a Millipore Multiscreen Solvinter 0.45 micron low binding PTFE hydrophilic filter plate and analyzed by LC-MS/MS. Data were log-transformed and represented as half-life. The microsomes were purchased from B1oIVT. Human were av200 donor pool/mixed sex.

### Metabolic cages

Mice were weighed, and their core body temperature was measured using a rectal thermometer. Body composition was assessed using EchoMRI-100H 2n1 (EchoMRI). Afterwards, the mice were housed individually in Comprehensive Laboratory Animal Monitoring System (CLAMS) metabolic cages (Columbus Instruments) for one day of acclimation, followed by 24 hours for recording. The cages were contained within a light-sealed environmental enclosure with LED white light strips next to each cage, which were turned on at 6:00am (Zeitgeber Time 0) and turned off at 6:00pm (Zeitgeber Time 12) each day for a 12h:12h light:dark cycle that matches that of the standard animal facility. The enclosure temperature was set at 22.2 °C. The airflow rate was set at 0.90 L/min, with an 18-second bleed of the air sampling tube followed by a 2-second measurement period for each cage, with sampling of enclosure air in each interval. Energy expenditure (heat) and RER were calculated from measurements of the volume of oxygen consumption and carbon dioxide production using indirect calorimetry with a zirconia O<sub>2</sub> sensor and CO<sub>2</sub> sensors. Ambulatory activity was measured using infrared laser detector arrays positioned along the X- and Y-axes at animal height.

### qRT-PCR assays

Total RNA from tissues was extracted using Direct-zol RNA Miniprep Kits (R2052; Zymo Research) and was reverse-transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (4368814; Thermo Fisher Scientific). cDNA was amplified either TaqMan Fast Advanced Master Mix (4444554; Thermo Fisher Scientific) with the following probes: *Abca1* (Mm00442646\_m1), *Srebf1* (Mm00550338\_m1), *Scd1* (Mm00772290\_m1), *Apoa1* (Mm00437569\_m1), *Actb* (Mm02619580\_g1), or *18S* (Hs99999901\_s1), or SYBR Green qRT-PCR Master Mix (A46110; Thermo Fisher) with primer sequences listed in Supplementary Table 4. qRT-PCR was conducted using QuantStudio 6 Pro (Applied Biosystems).

### Preparation of ileal mucosal protein for ApoA1 ELISA

Mucus collection was performed as previously described<sup>6</sup> with minor modifications. After flushing the small intestine with PBS, a 2-cm segment of ileum was dissected, opened lengthwise and pinned flat. Any remaining luminal contents were gently flushed with additional PBS rinses. The mucosal surface was subsequently rinsed with 2 mL of 10 mM Tris-HCl (pH 7.4) containing 5 mM CaCl<sub>2</sub>, followed by gentle scraping using a cell lifter (08-100-240; Fisher Scientific). The collected mucus was transferred into 500 µL of lysis buffer [50 mM Tris-HCl (pH 7.5), 100 mM NaCl, 5 mM EDTA, 1% Triton X-100, and protease inhibitor]. The lysate was centrifuged twice at 13,000 rpm for 10 min to remove debris, and the final supernatant was stored at -20°C. Total protein was quantified by the Bradford assay, and 1:15 diluted samples were analyzed for ApoA1 levels using an ELISA kit (3750-1HP; Mabtech).

### Intestinal lipid absorption and chylomicron secretion assay

Mice that were 9 to 11 weeks post-SBR with 6 to 8 weeks of WUSTL0717 administration, as well as non-operated mice that had received 6 weeks of WUSTL0717 treatment, underwent an intestinal triglyceride absorption assay. Mice were fasted in the dark cycle for 8–11 hours, then injected *i.v.* with 500 mg/kg body weight of Tyloxapol (T0307; Sigma-Aldrich) and then 10 µl/g body weight of olive oil (O1514; Sigma-Aldrich) via oral gavage one hour later. Blood was collected from tail veins at baseline and at 1, 2, 4, and 6 hours. Plasma triglycerides were measured using the L-Type TG-H kit (Wako Chemicals) read using a Cytation 5 Cell Imaging Multi-Mode Reader (BioTek).

### Glucose uptake assay

Mice were 13 weeks post-SBR and had received 10 weeks of WUSTL0717 treatment before being fasted overnight for 15 hours. They were then administered a glucose solution (G8270; Sigma-Aldrich) via oral gavage at a dose of 2 g/kg body weight. Blood glucose levels were determined from the tail veins at baseline and 15, 30, 60, and 120 minutes after glucose injection using GLUCOCARD Vital (760001; Arkray).

### Flow cytometry

Cells from blood stained with acridine orange were counted using an automated cell counter (Cellometer Auto T4; Nexelcom Bioscience). Red blood cells were lysed using BD Pharm Lyse (555899; BD Biosciences) for 8 minutes at room temperature, followed by centrifugation at  $500 \times g$  for 5 minutes. The lysis step was repeated 2–3 times as needed. The remaining cells were resuspended in PBS for 30 minutes. The cells were then stained with Live Zombie NiR (423106; Biolegends) in PBS for an additional 30 minutes to exclude dead cells. Next, the cells were stained with antibodies against cell surface markers for 30 minutes in FACs buffer consists of 2% FBS, 2 mM EDTA, 0.02% sodium azide, and 20% Brilliant buffer (563794; BD Biosciences) in PBS. Conjugated antibodies against CD45 (568336) and CD11b (612801) were sourced from BD Biosciences, and Ly6G to identify neutrophils was sourced from BioLegend (127641). Cells were acquired using the 5-lasers, 64-channels Cytex Aurora spectral flow cytometer (Cytex Biosciences) equipped with SpectroFlo software (version 3.1.0) and analyzed with FlowJo v10. All steps involving Live Zombie NiR staining, antibody staining, and fixation were performed on ice and in the dark.

### Histological analysis

Liver and small intestine tissues were fixed in 4% paraformaldehyde, embedded in paraffin, and sectioned at a thickness of 4  $\mu\text{m}$ . The sections were mounted on slides and stained with Hematoxylin & Eosin (H&E) for morphology analysis or with Sirius Red to assess collagen accumulation. Alternatively, 8- $\mu\text{m}$  thick cryosections of snap-frozen liver samples were mounted on slides and stained with Oil Red O through Washington University Musculoskeletal Research Center. Slides were imaged using Zeiss Axio Scan Z1 (Zeiss) and analyzed using Zen and Fiji-ImageJ software. For the analysis of SHG, deparaffinized liver tissue slides were subjected to 2-photon microscopy. Two-photon microscopy images were collected using a customized dual-laser system (InSight® & Mai Tai®, Spectra-Physics) on a Leica SP8 upright microscope equipped with a 25x, 0.95 numerical aperture water-immersion objective. The Mai Tai® laser was tuned to 920 nm, and signal separation was achieved using three long-pass dichroic beam splitters (FF640-FDi01, FF562-FDi03, and FF495-Di03, Semrock) to generate channels at approximately 390–495 nm (SHG), 495–562 nm, and 562–640 nm. Fluorescence emission was directed to external hybrid photodetectors (Leica). Analysis of the second harmonic signal was carried out using Imaris software in combination with Fiji-ImageJ software.

### RNA sequencing

Total RNA integrity was determined using an Agilent Bioanalyzer or 4200 TapeStation. Library preparation was performed with 500 ng to 1  $\mu\text{g}$  of total RNA. Ribosomal RNA was removed using an RNase H method with RiboErase kits (Kapa Biosystems). mRNA was then fragmented in reverse transcriptase buffer by heating to 94°C for 8 minutes. The fragmented mRNA was reverse transcribed to yield cDNA using SuperScript III RT enzyme (Life Technologies) and random hexamers. A second-strand reaction was performed to yield double-stranded cDNA. cDNA was blunt-ended, had an A base added to the 3' ends, and Illumina sequencing adapters were ligated to the ends. Ligated fragments were then amplified for 12–15 cycles using primers incorporating unique dual index tags. Fragments were sequenced on an Illumina NovaSeq X Plus using paired-end reads extending 150 bases. Base calling and demultiplexing were performed with Illumina's bcl2fastq software with a maximum of one mismatch in the indexing read. RNA-seq reads were then aligned to the Ensembl release 101 primary assembly with STAR version 2.7.9a1. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCounts (version 2.0.32). Sequencing performance was assessed for the total number of aligned reads, the total number of uniquely aligned reads, and features detected. The ribosomal fraction, known junction saturation, and read distribution over known gene models were quantified with RSeQC version 4.04, and RNA-seq was conducted by the Genome Technology Access Center. All gene counts were then imported into the R/Bioconductor package EdgeR5, and TMM normalization size factors were calculated to adjust for differences in library size across samples. For downstream analysis, the TPM files were directly loaded into R for further analysis. Gene names were standardized, and duplicate entries were removed to retain unique gene features. Genes with zero TPM values across all samples were excluded. To reduce the impact of extreme values and facilitate comparisons, the TPM data were log2-transformed. Batch effects between experimental groups were

corrected using the ComBat function from the sva R package. Normalized data were visualized with boxplots to confirm consistent sample distributions and ensure comparability across datasets. Filtered TPM matrices were then subjected to downstream analyses. DEGs were identified by comparing experimental groups. Log<sub>2</sub>FC and p-values were calculated for each gene using unpaired two-sample t-tests and Wilcoxon rank-sum tests. Genes were ranked by log<sub>2</sub>FC and p-values, and the Benjamini–Hochberg procedure was used to control the false discovery rate (FDR). Genes with an adjusted *P*-value < .05 and an absolute log<sub>2</sub>FC above a set threshold were considered significantly differentially expressed. Preranked GSEA was performed using the GSEA\_4.0.3 with MSigDB collections. Significant enrichment was determined by normalized enrichment scores (NES) and adjusted FDR q-values <0.05. GSVA scores were calculated across samples and standardized (z-score normalization) using custom gene sets, including those associated with LXR signaling, which were defined using the GSEABase package. PCA, heatmaps, enrichment plots, and volcano plots, were generated using R (ggplot2, gplots, dplyr, EnhancedVolcano).

### **16S rRNA sequencing**

DNA was extracted using the ZymoBIOMICS®-96 MagBead DNA Kit (Zymo Research). Library preparation for targeted 16S sequencing was performed using the Quick-16S™ Plus NGS Library Prep Kit with V3–V4 primers. Amplification was performed using a qPCR-based method to minimize chimera formation. PCR products were quantified, pooled at equal molarity, and purified. Final libraries were quantified and sequenced on an Illumina® NextSeq 2000™ (600-cycle P1 kit). Positive controls (ZymoBIOMICS® Microbial Community Standard or DNA Standard) and negative controls (blank extraction and library controls) were included to monitor contamination. Sequencing reads were processed with the DADA2 pipeline for denoising and chimera removal. Taxonomy was assigned using UCLUST from QIIME v.1.9.1 with the Zymo Research 16S reference database. Diversity and composition analyses were conducted using QIIME v.1.9.1, and Linear Discriminant Analysis Effect Size (LEfSe) was used to identify taxa with significant group differences. Sequencing and analysis were performed by Zymo Research.

### **Lipid and metabolite extraction and LC-MS/MS Analysis**

Portal venous serum from female mice was collected. Sample preparation and LC-MS/MS for lipid and metabolite profiling were subsequently performed by the Mass Spectrometry Technology Access Center at the McDonnell Genome Institute. Samples were subjected to biphasic extraction using methyl tert-butyl ether. Samples were vortexed 3 times and incubated at –80°C for 1 hour. After phase separation, the upper phase containing lipids was collected and dried using a SpeedVac without applying heat. The lower phase containing polar metabolites was centrifuged, and the resulting supernatant was similarly dried. Dried lipid extracts were reconstituted in 19 µL of methanol:acetonitrile:water (2:1:1, v/v/v), and dried metabolite extracts were reconstituted in 19 µL of 50% methanol. Reconstituted samples were analyzed by LC-MS/MS using a Vanquish Horizon UHPLC system (Thermo Fisher Scientific) equipped with C8 and C18 columns, and coupled to an Orbitrap Tribrid ID-X mass spectrometer (Thermo Fisher Scientific) operating in both positive and negative ion modes with the AcquireX DeepScan workflow. In total, 2,293 features were annotated as metabolites and lipid species. Quantification was performed based on MS1 peak areas (AUC). Imputed data were used for downstream analyses, and statistical analysis and plot generation were performed using R. For PCA, the imputed data were processed by log<sub>10</sub> transformation, interquartile range filtering at 40%, sum normalization, and autoscaling. Metabolites with an FDR < 0.2 and an FC > 1.5 in SBR-WUSTL0717 compared to SBR were log<sub>10</sub>-transformed and used for heatmap generation. For generating pie charts and for analyses of individual significant metabolites, we followed the workflow typically used for volcano plots: data were processed by log<sub>2</sub> transformation and sum normalization without autoscaling, and significant metabolites were defined as those with an FDR < 0.1 and an FC > 1.5, according to the standard MetaboAnalyst (<https://metaboanalyst.ca>) workflow. Finally, the mean log<sub>10</sub> value of each group was used to analyze the Pearson correlation with liver collagen accumulation.

## References

1. Färnegårdh M, Bonn T, Sun S, et al. The three-dimensional structure of the liver X receptor beta reveals a flexible ligand-binding pocket that can accommodate fundamentally different ligands. *J Biol Chem* 2003;278:38821-8.
2. Fradera X, Vu D, Nimz O, et al. X-ray structures of the LXRalpha LBD in its homodimeric form and implications for heterodimer signaling. *J Mol Biol* 2010;399:120-32.
3. Meza JC. Steepest descent. *WIREs Computational Statistics* 2010;2:719-722.
4. Nazareth JL. Conjugate gradient method. *WIREs Computational Statistics* 2009;1:348-353.
5. Pettersen EF, Goddard TD, Huang CC, et al. UCSF Chimera--a visualization system for exploratory research and analysis. *J Comput Chem* 2004;25:1605-12.
6. Mukherjee P, Chattopadhyay A, Grijalva V, et al. Oxidized phospholipids cause changes in jejunum mucus that induce dysbiosis and systemic inflammation. *J Lipid Res* 2022;63:100153.

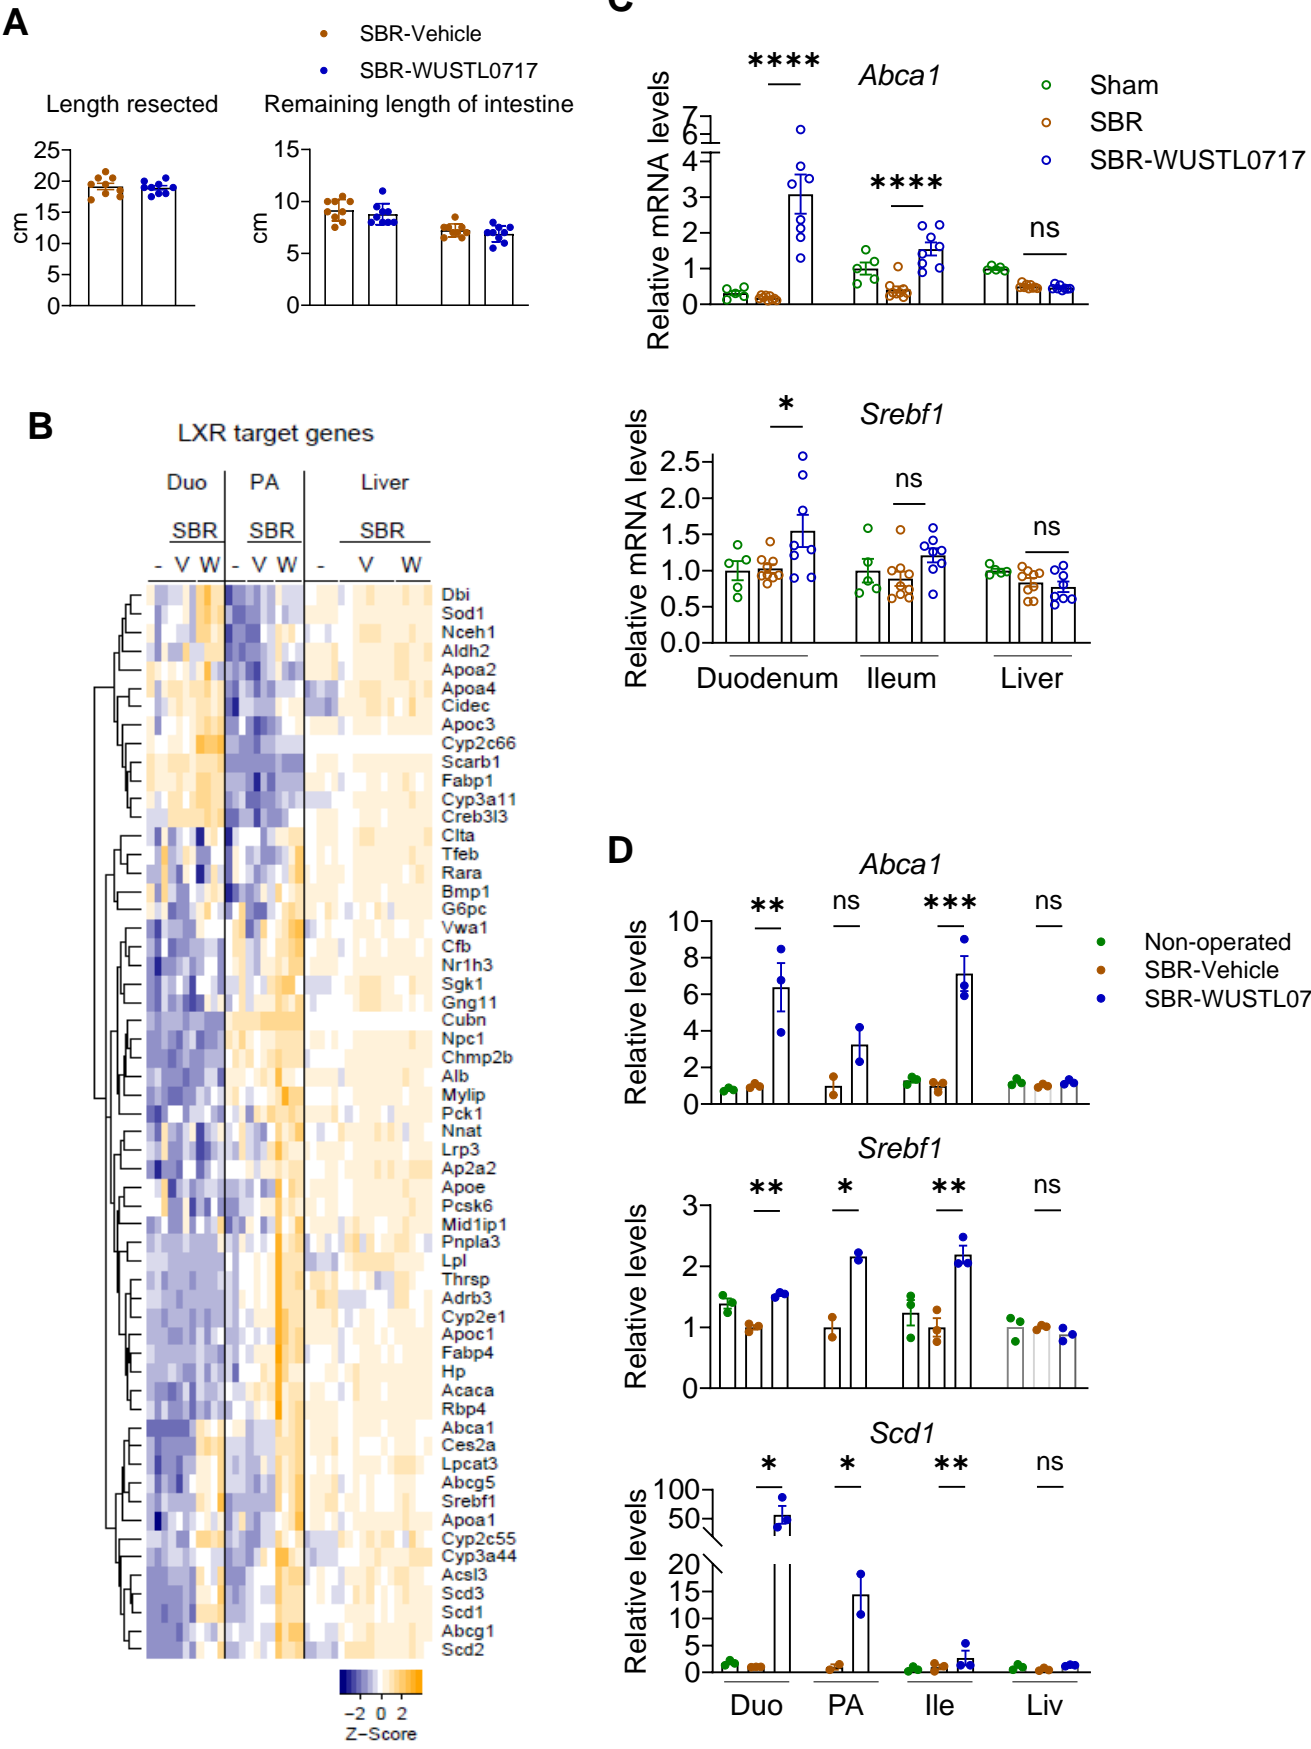

Supplementary Figure 1

**Supplementary Figure 1. Intestine-restricted LXR agonist activity following treatment with WUSTL0717.**

(A–C) WT male (filled circles) or female (open circles) mice underwent sham or SBR surgery. Starting 3 weeks post-surgery, the mice were treated daily with vehicle or WUSTL0717 (30 mg/kg, p.o.) for 7 weeks (n = 5–9/group).

(A) Length of the small intestine resected during SBR and remaining length at 10 weeks post-SBR.

(B) Heatmap showing LXR target gene expression in the duodenum (Duo), post-anastomosis ileum (PA), and liver (Liv), based on RNA-seq. V, vehicle; W, WUSTL0717.

(C) Transcript levels of LXR target genes in the duodenum, post-anastomosis ileum, or liver, measured by qRT-PCR.

(D) WT male mice (n = 2–3/group) underwent sham or SBR surgery and were treated with vehicle or WUSTL0717 starting 5 days post-surgery for 10 days before sacrifice.

Statistical analysis was performed using one-way ANOVA with Dunnett's (C) or Tukey's HSD (D) test for multiple comparisons. Data are presented as mean  $\pm$  SEM; \* $P$  < .05, \*\* $P$  < .01, \*\*\* $P$  < .001, \*\*\*\* $P$  < .0001; ns, not significant. Mean  $\pm$  SEM and p-value thresholds are applied consistently across figures unless otherwise noted.

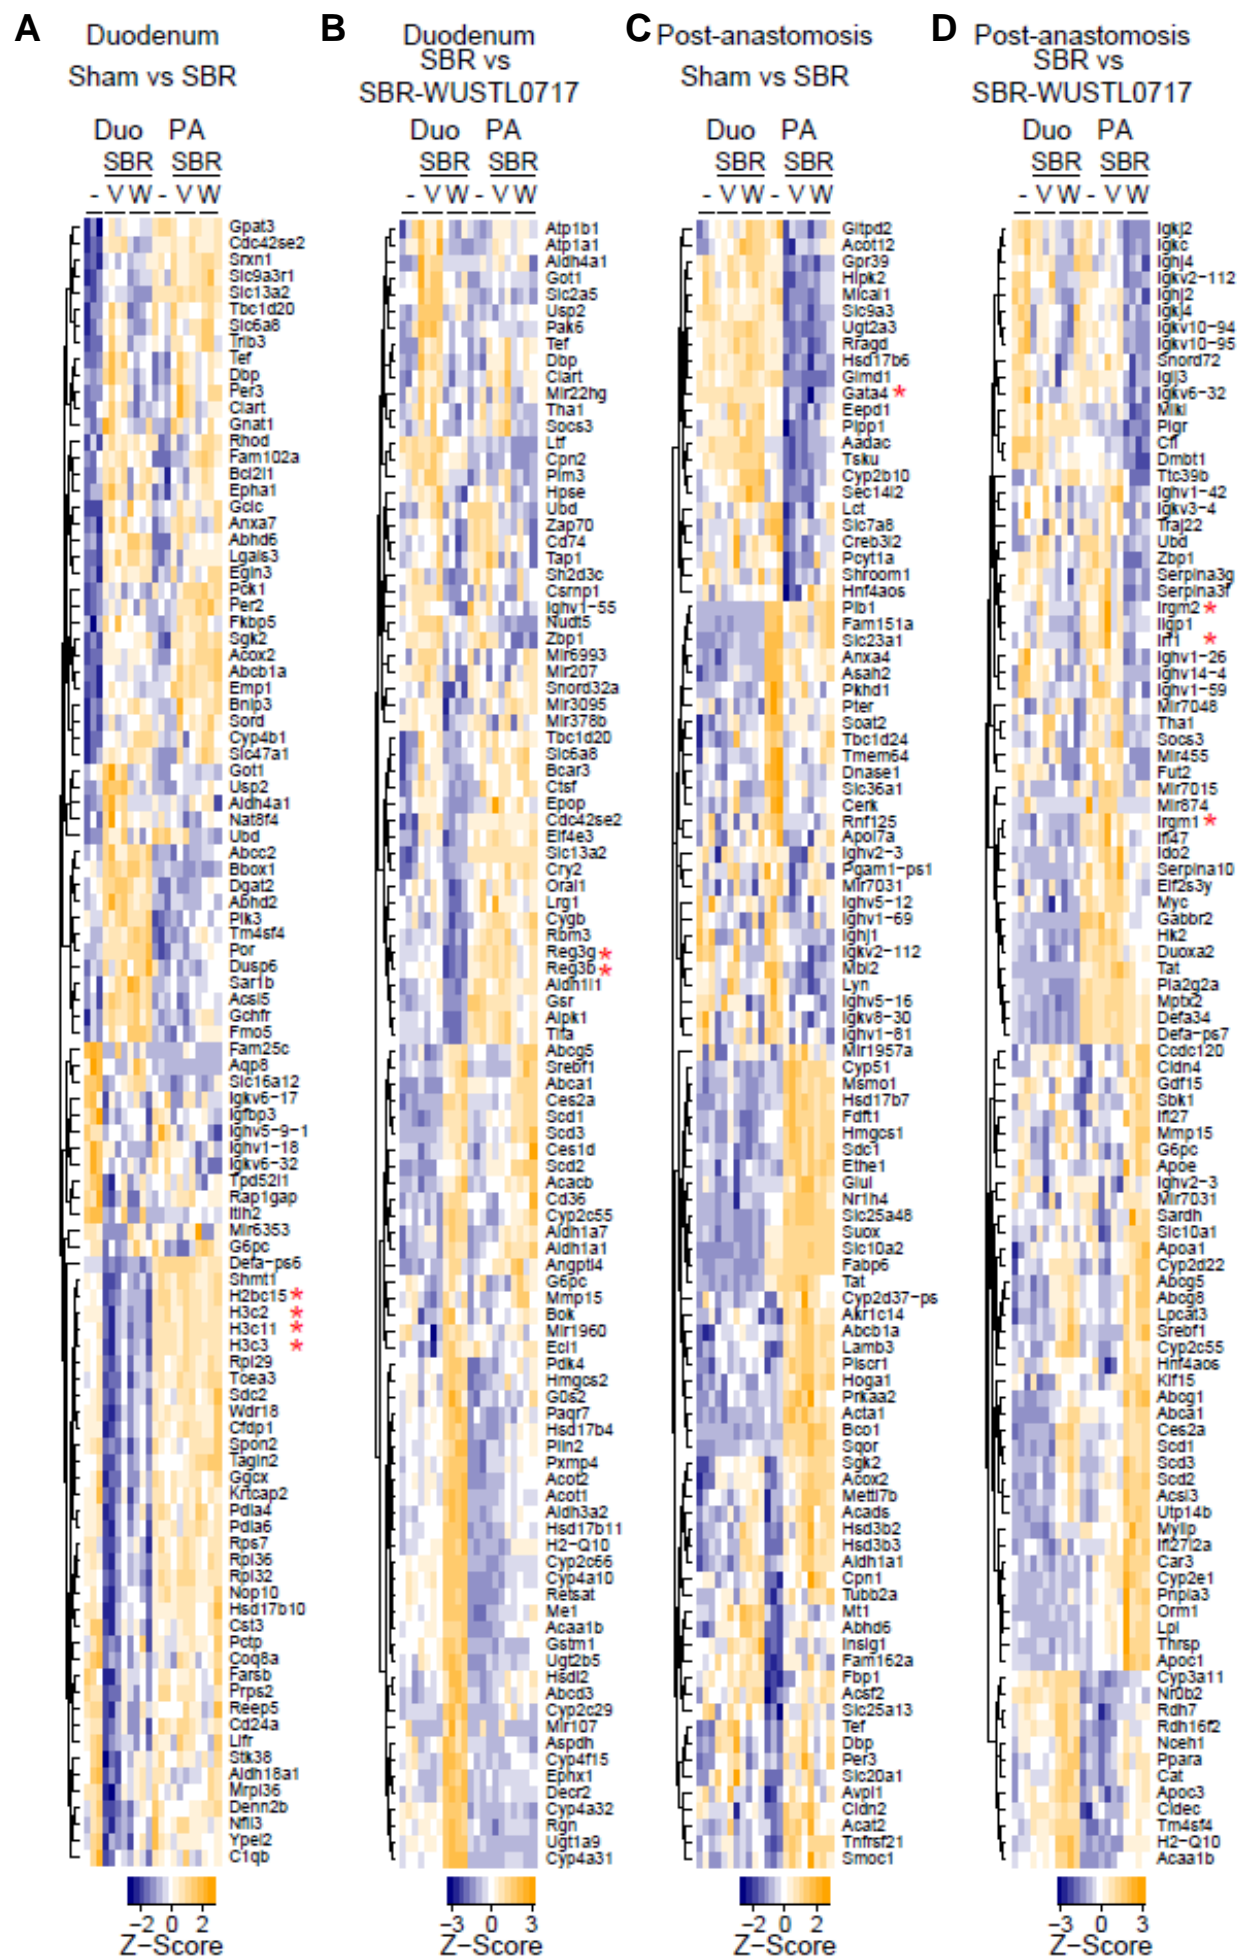

Supplementary Figure 2

**Supplementary Figure 2. Intestinal adaptation following SBR and WUSTL0717 treatment.**

(A–D) WT male mice underwent sham or SBR surgery. 3 weeks later, mice were treated daily with vehicle or WUSTL0717 (30 mg/kg, p.o.) for 7 weeks before euthanasia. Heatmaps show the top 50 DEGs ( $p < 0.05$ ,  $FC \geq 2$ ) identified by RNA-seq in the duodenum (A, B) and post-anastomosis ileum (C, D). Comparisons are sham vs. SBR (A, C) and vehicle- (V) vs. WUSTL0717-treated (W) mice following SBR (B, D) ( $n = 3\text{--}4/\text{group}$ ).

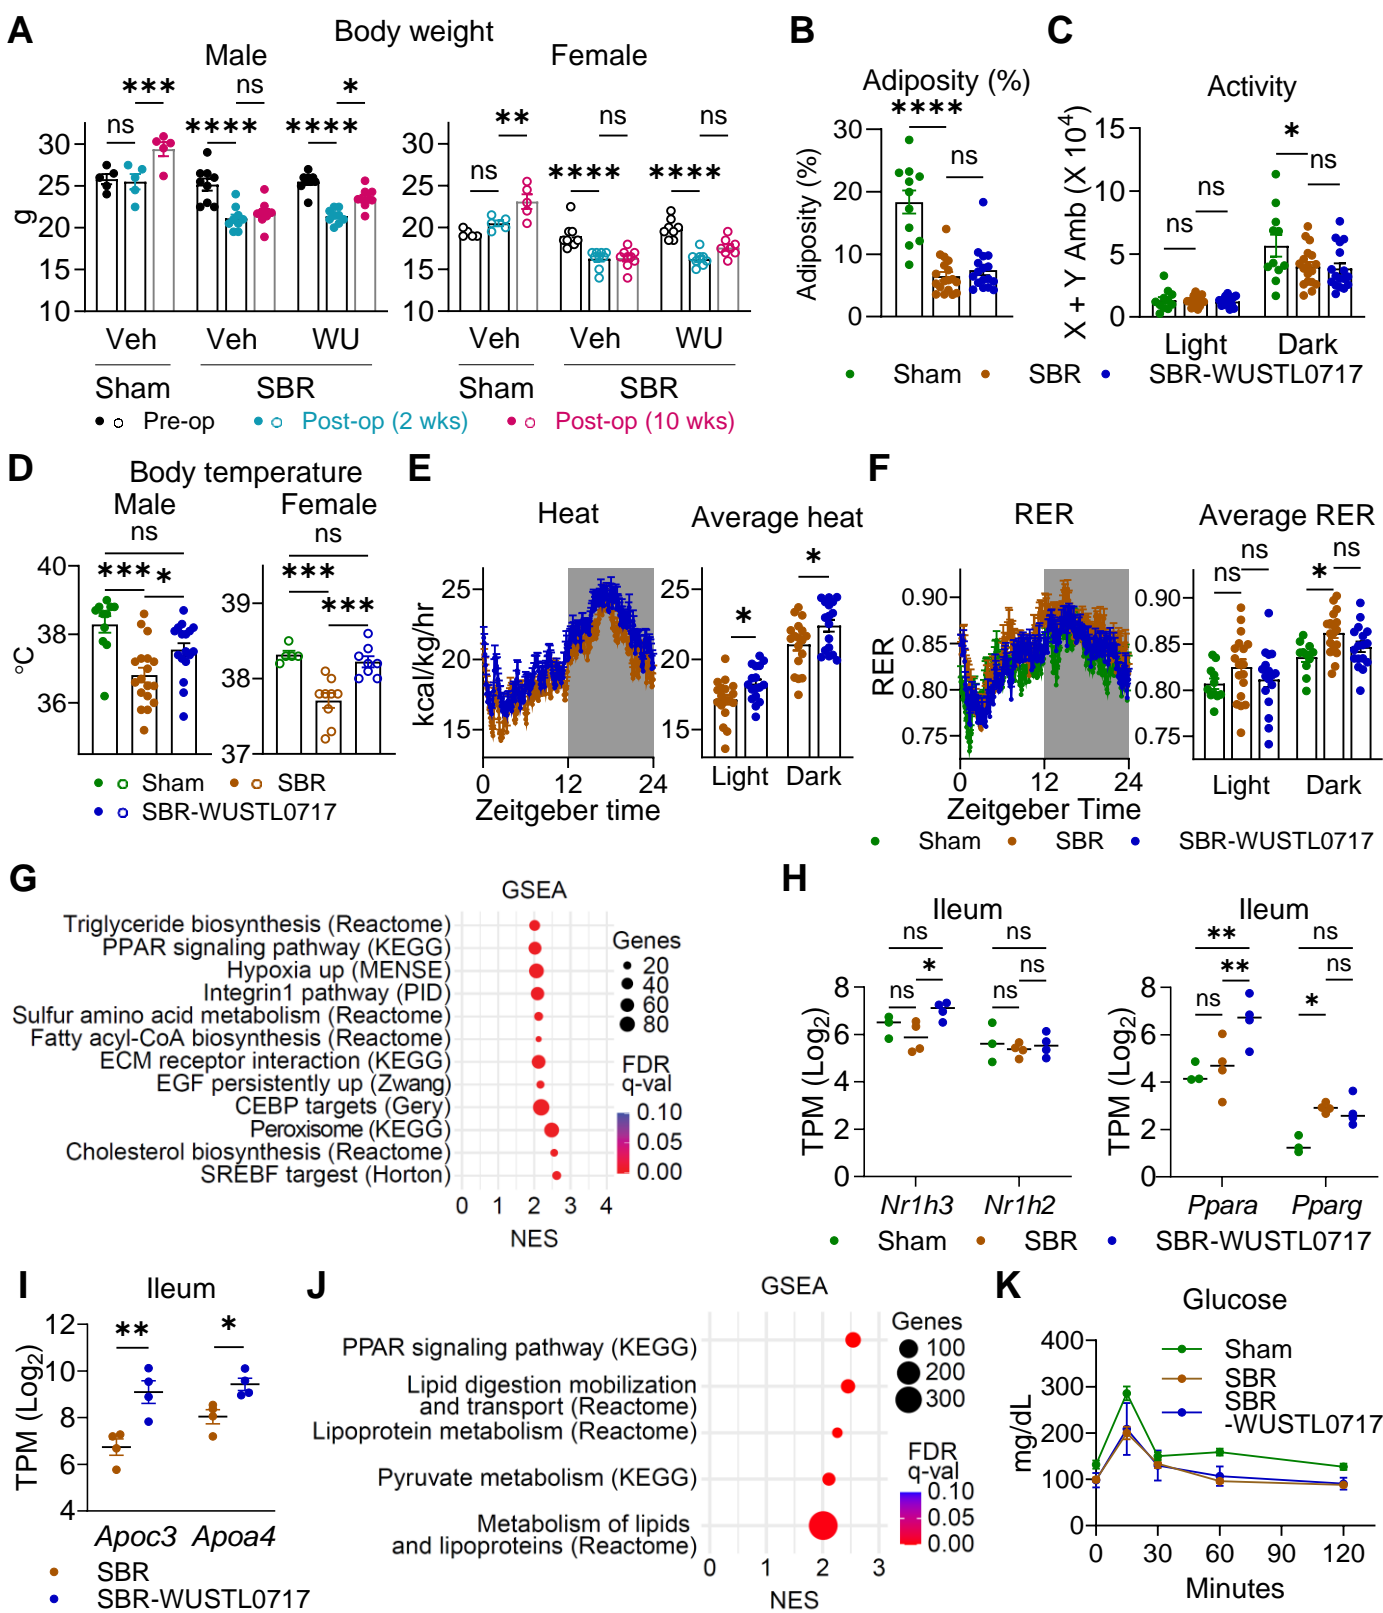

Supplementary Figure 3

### **Supplementary Figure 3. Metabolic phenotype of WUSTL0717 treatment in WT mice following SBR.**

WT male (filled circles) or female (open circles) mice underwent sham or SBR surgery. Beginning 3 weeks post-surgery, mice received vehicle or WUSTL0717 (30 mg/kg, p.o.) daily for up to 7 weeks before euthanasia, unless otherwise specified (I). For the glucose tolerance test (I), treatment continued for 10 weeks, and measurements were performed at 13 weeks post-surgery.

(A) Body weight of mice measured at the indicated weeks (n = 5–9/group). Veh, vehicle; WU, WUSTL0717.

(B–F) At 8–9 weeks post-operation, mice treated with vehicle or WUSTL0717 for 5–6 weeks were subjected to adiposity measurement (B) and core body temperature assessment (D). Mice were individually housed in metabolic cages for a 24-hour evaluation of locomotor activity (C), heat generation (E) and RER (F). The time traces in panels E and F represent group mean values over time, while the adjacent bar plots show the corresponding light- and dark-phase averages for each individual mouse, with each dot representing one mouse. Data from male mice were combined from two independent experiments (male: n = 11–18 /group; female: n = 5–9/group).

(G, J) GSEA of RNA-seq data from post-anastomosis ileum, with enrichment plots illustrating normalized enrichment scores (NES) and associated gene signatures from GSEA of RNA-seq data. (G) Signatures upregulated in SBR relative to sham; (J) signatures upregulated in WUSTL0717-treated group compared to vehicle following SBR (n = 3–4/group).

(H, I) Transcript levels linked to proximal intestinal identity in the post-anastomosis ileum, analyzed by RNA-seq (n = 3–4/group).

(K) Blood glucose levels were measured in overnight-fasted mice 13 weeks post-surgery at 0, 15, 30, 60, and 120 minutes after a 2 g/kg glucose gavage (n = 8–11/group).

Unpaired Student's t-test (E, I), one-way ANOVA (B, D), or two-way ANOVA with Tukey's HSD (A, C, F, H, K) was used for statistical analysis.

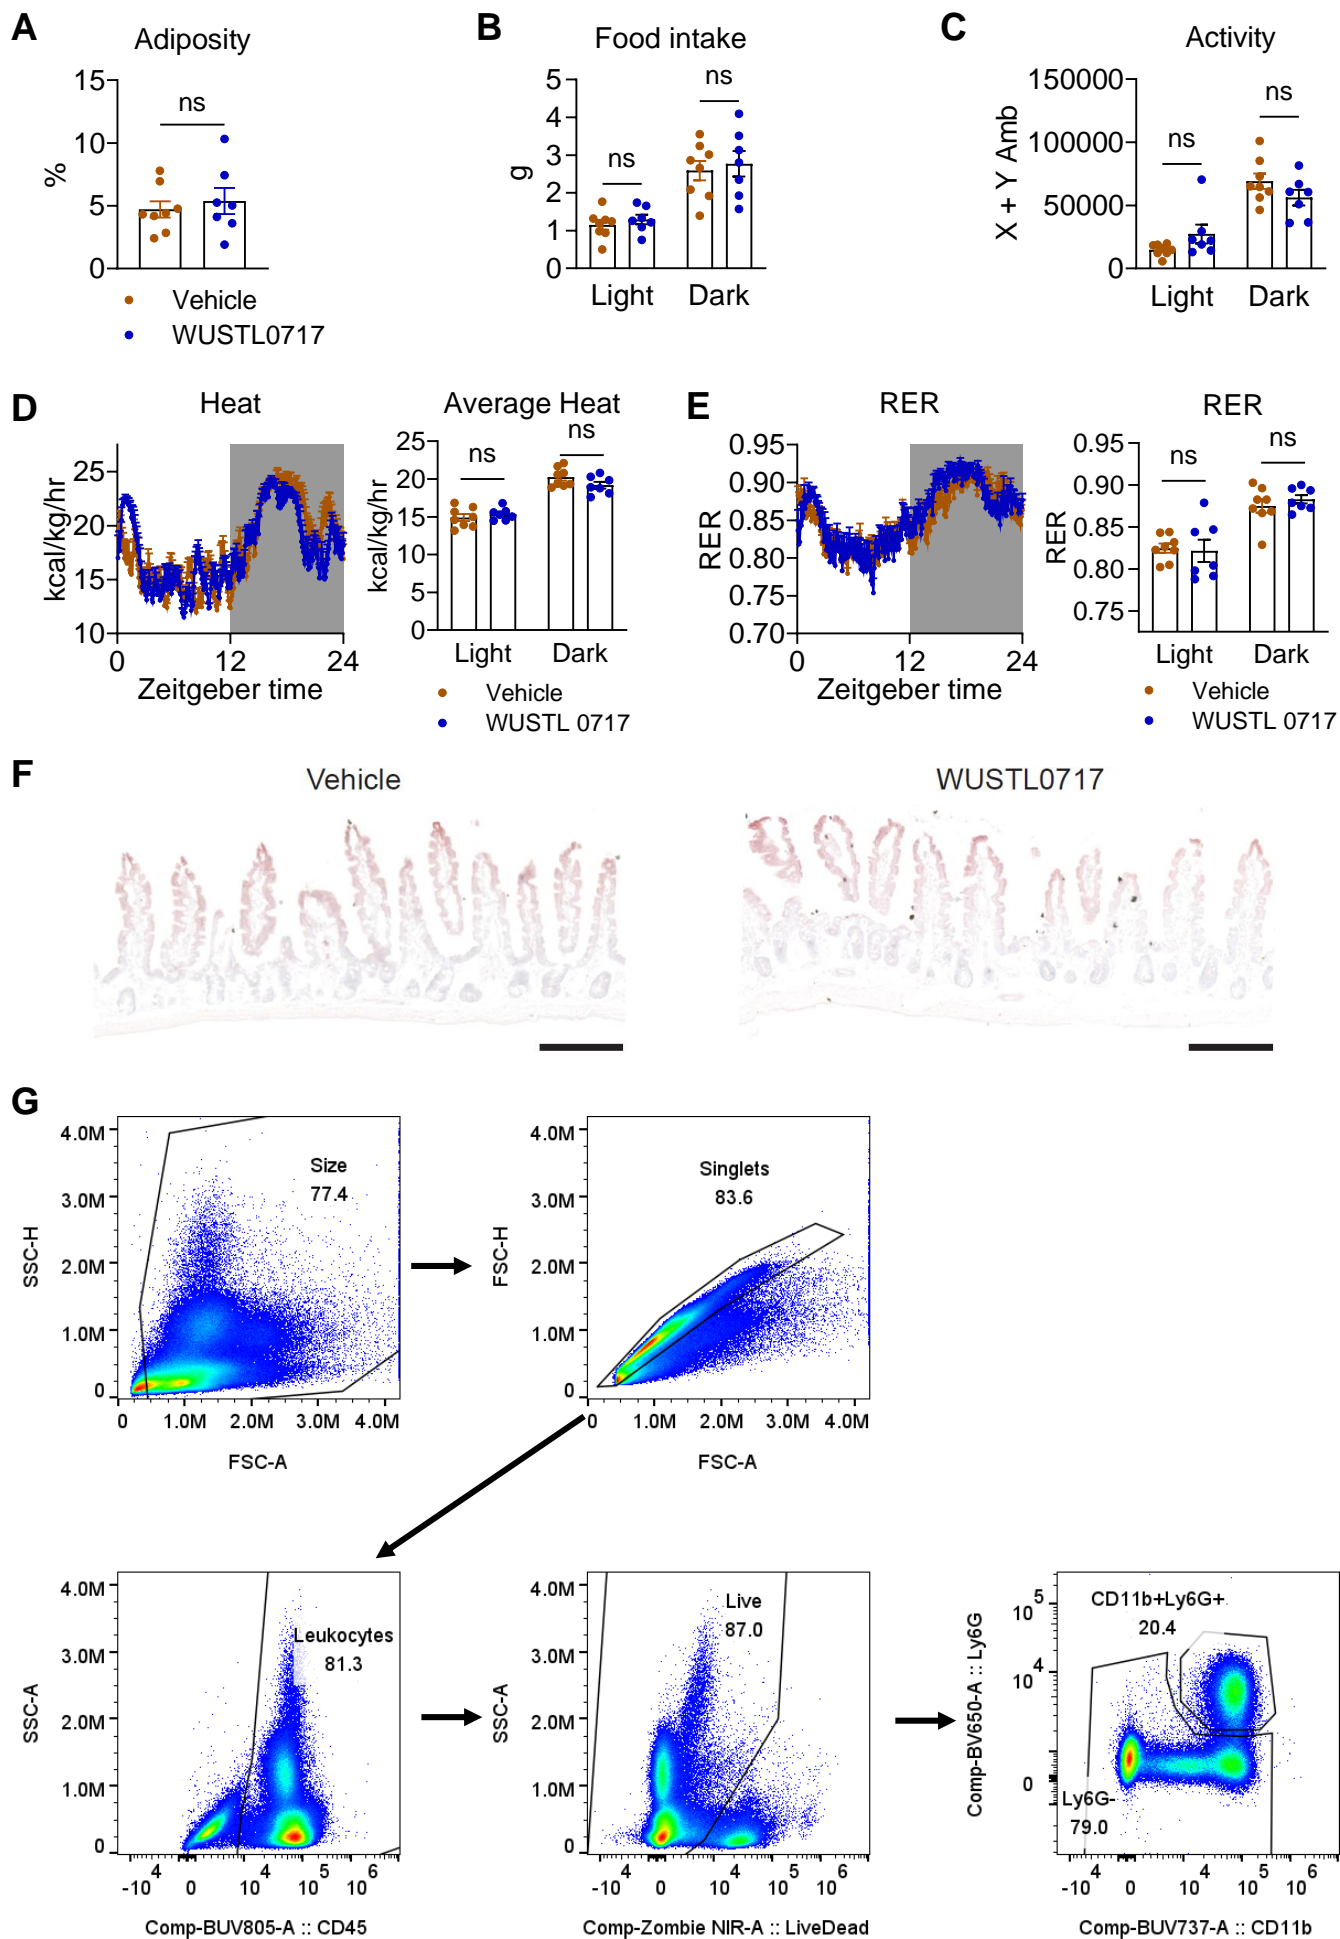

**Supplementary Figure 4**

**Supplementary Figure 4. Metabolic phenotype of WUSTL0717 treatment in WT mice.**

(A–G) WT male mice treated daily with either vehicle (n = 8) or WUSTL0717 (30 mg/kg, p.o.) (n = 7) for up to 7 weeks before euthanasia.

(A–E) After 5 weeks of treatment, mice underwent adiposity measurement (A) and were then individually housed in metabolic cages for 24-hour assessment of food intake (B), locomotor activity (C), heat generation (D), and RER (E) under a 12-hour light-dark cycle.

(F) Representative Oil Red O staining of the jejunum from each group after euthanasia (scale bar: 200  $\mu$ m). Images shown are representative of evaluations from 8 vehicle- and 7 WUSTL0717-treated mice.

(G) Representative flow cytometry plots showing the gating strategy for blood cell suspensions collected after euthanasia, referenced to Figure 4H.

Unpaired Student's t-test was used for statistical evaluation.

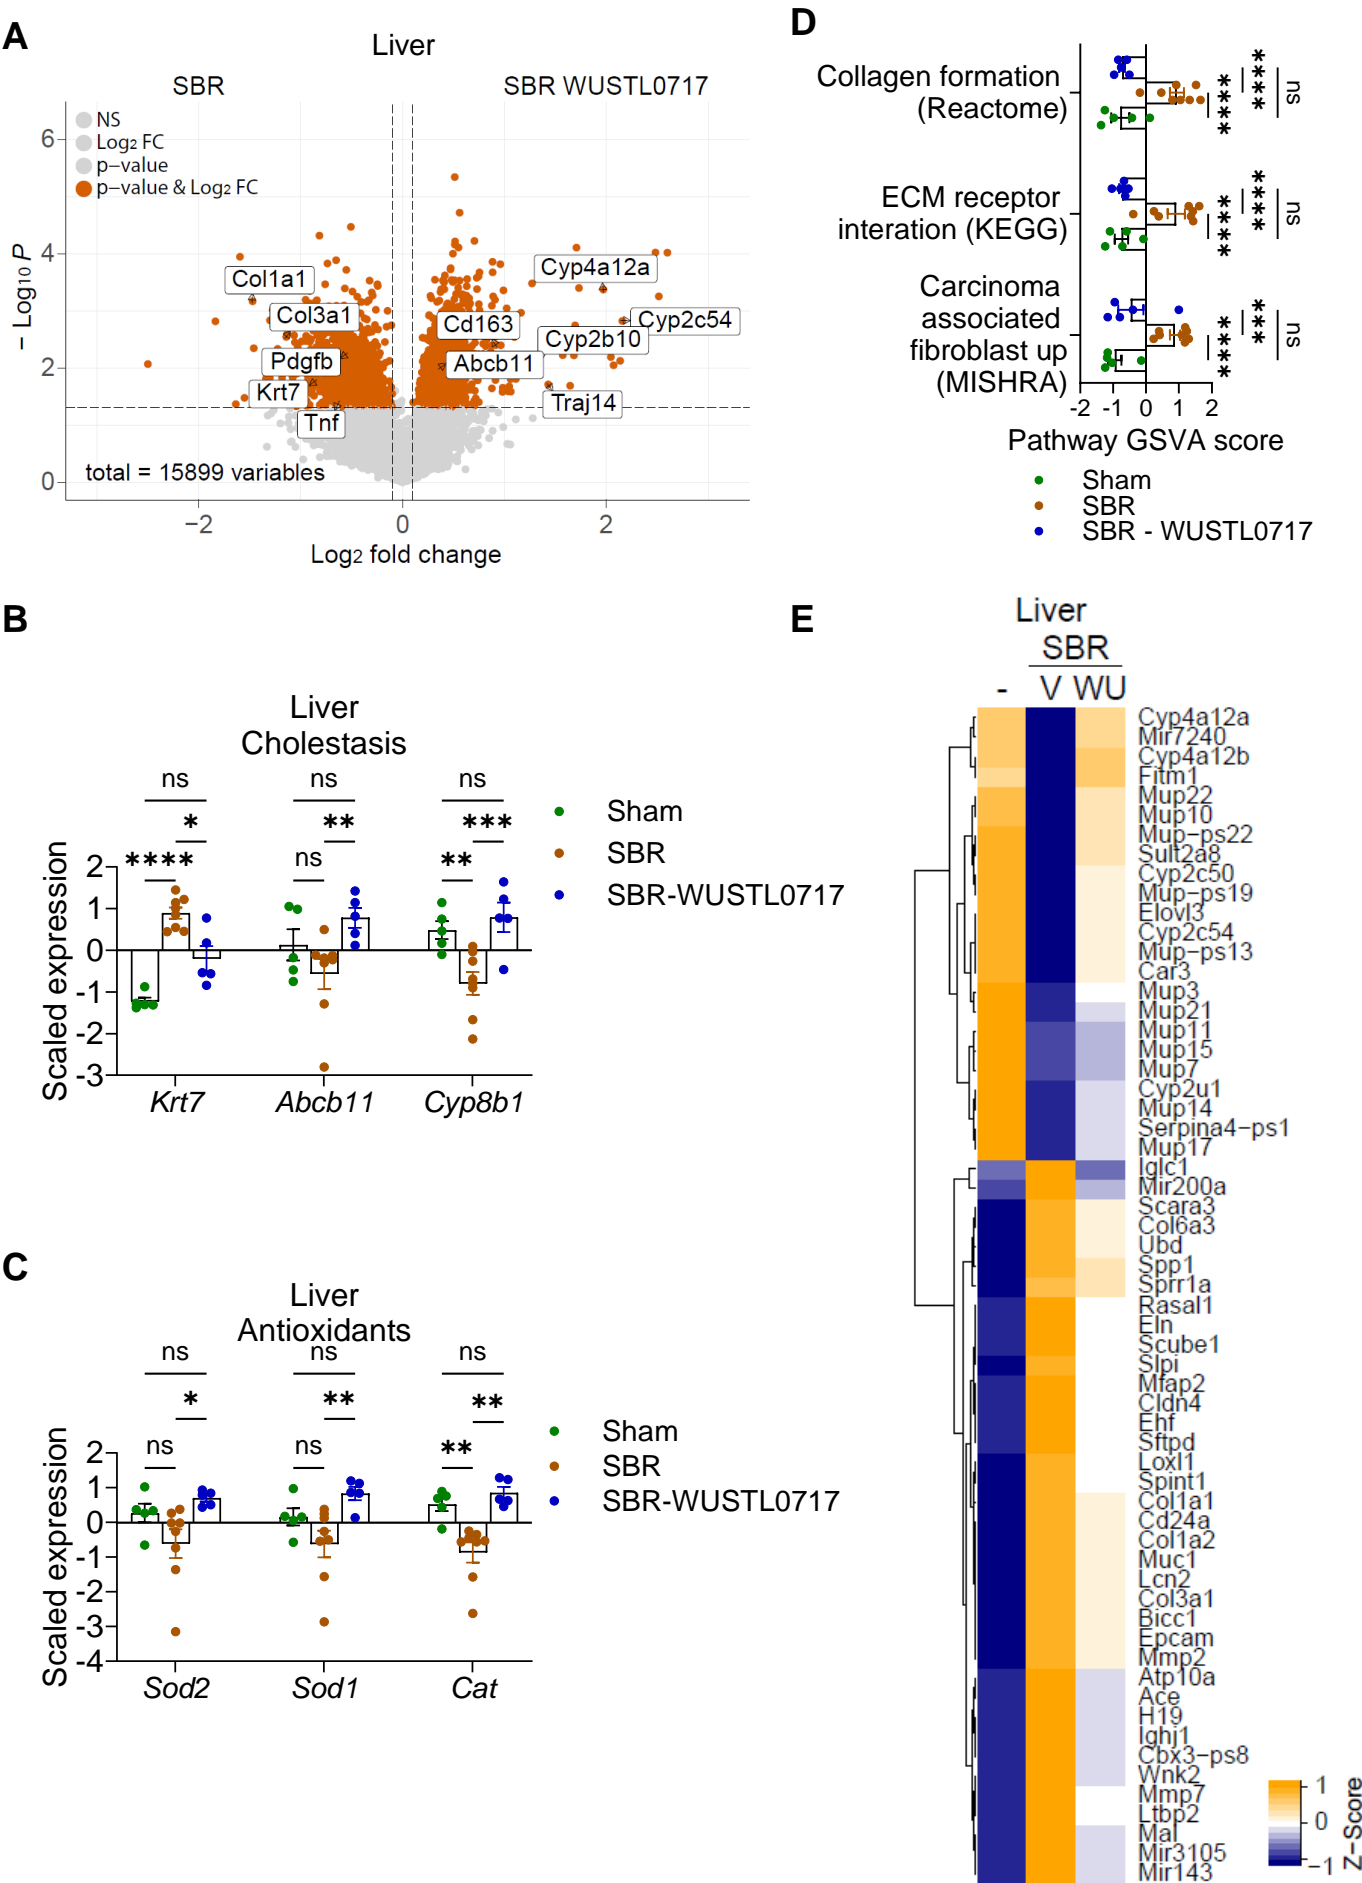

Supplementary Figure 5

**Supplementary Figure 5. Analysis of DEGs associated with liver fibrosis in sham or SBR, WUSTL0717-treated groups.**

(A, B, D–F) RNA-seq was performed on liver tissue from WT male mice that underwent sham or SBR surgery and were treated daily with vehicle or WUSTL0717 (30 mg/kg, p.o.) for 7 weeks (n = 5–8/group).

(A) Volcano plot showing DEGs in the liver between vehicle- and WUSTL0717-treated groups following SBR. DEGs were identified based on an adjusted p-value < 0.05 and log<sub>2</sub>FC thresholds, with significant genes highlighted in orange.

(B) Transcript levels of *Krt7*, *Abcb11*, and *Cyp8b1* in the liver.

(C) Transcript levels of *Sod2*, *Sod1*, and *Cat* in the liver.

(D) GSVA scores for liver fibrosis-related pathways.

(E) Heatmap of DEGs in the liver, showing the up- or downregulated genes with fold change ( $P$ -value < .05 and FC  $\geq 2$ ) when comparing the vehicle and WUSTL0717-treated groups following SBR. The heatmap also highlights genes with significant differences ( $P$ -value < .05) between sham and SBR groups. For visualization, a single group mean was normalized to a z-score and shown in the heatmap.

Statistical evaluations used two-way ANOVA (B–D) with Tukey's HSD.

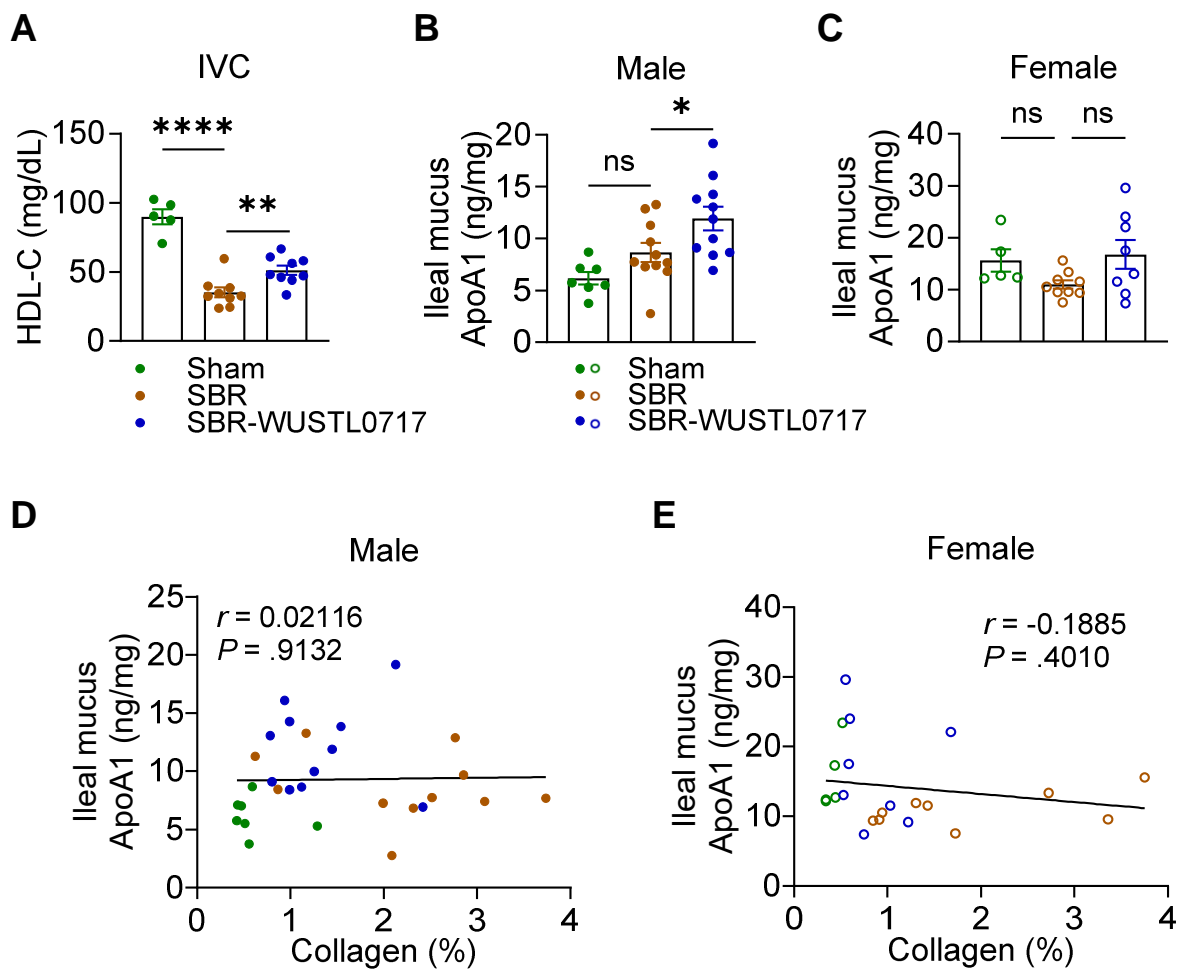

**Supplementary Figure 6**

**Supplementary Figure 6. HDL-C and correlation of ileal mucus ApoA1 with liver fibrosis after WUSTL0717 treatment following SBR.**

(A–E) WT male (filled circles) and female (open circles) mice underwent sham or SBR surgery. 3 weeks later, the mice received vehicle or WUSTL0717 (30 mg/kg, p.o.) daily for 7 (A, C, E) or 12 (B, D) weeks, after which they were euthanized for analysis (n = 5–11/group).

(A) Systemic plasma HDL-C levels (IVC) in each group.

(B, C) ApoA1 levels in the ileal mucus layer measured by ELISA and normalized to total protein content.

(D, E) Correlation between ileal mucosal ApoA1 levels (B, C) and liver collagen area (Figure 5C). Each dot represents a matched individual from panels B and C.

Statistical evaluations were performed using unpaired Student's t-test (A), one-way ANOVA with Tukey's HSD (B, C), or Pearson correlation (D-E).

**A**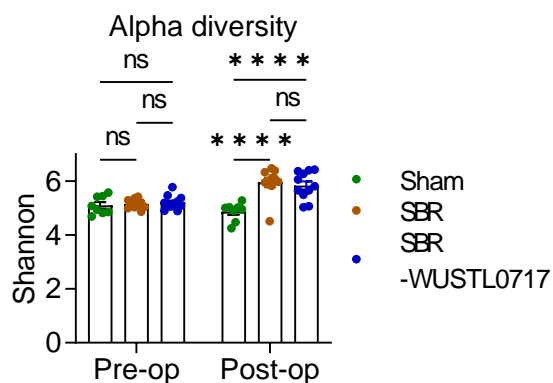**B**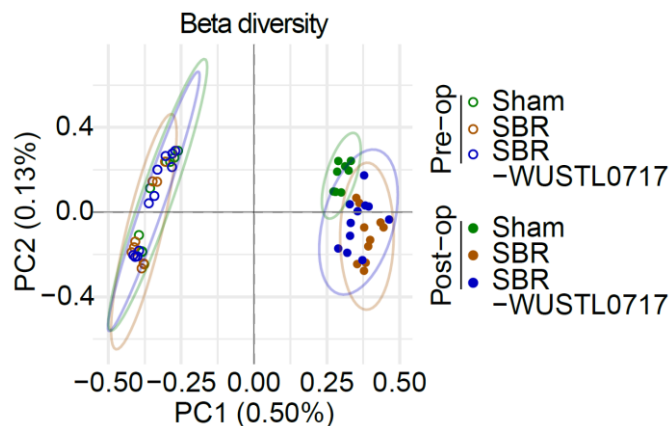**C**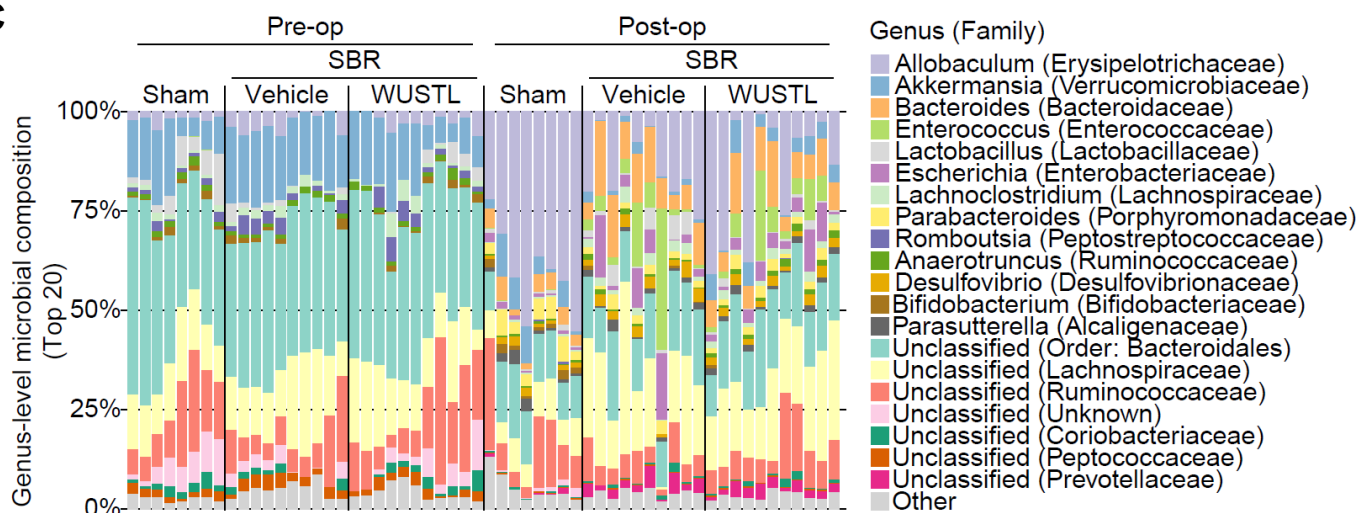**D**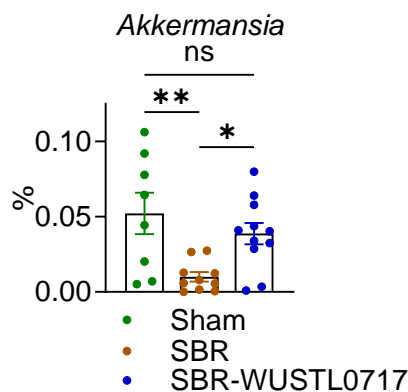**E**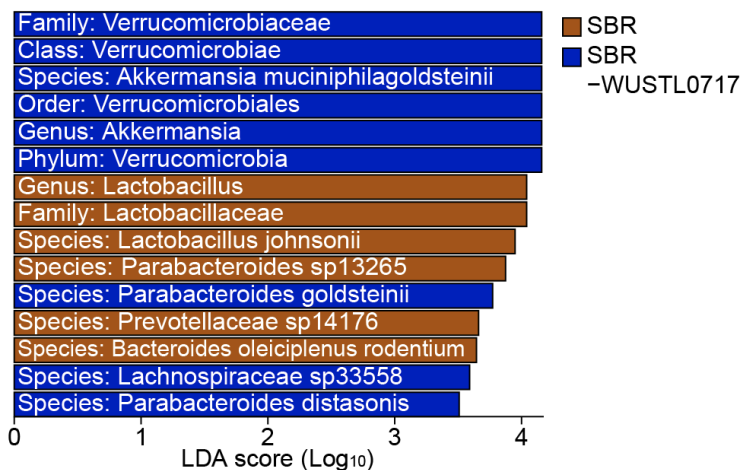**F**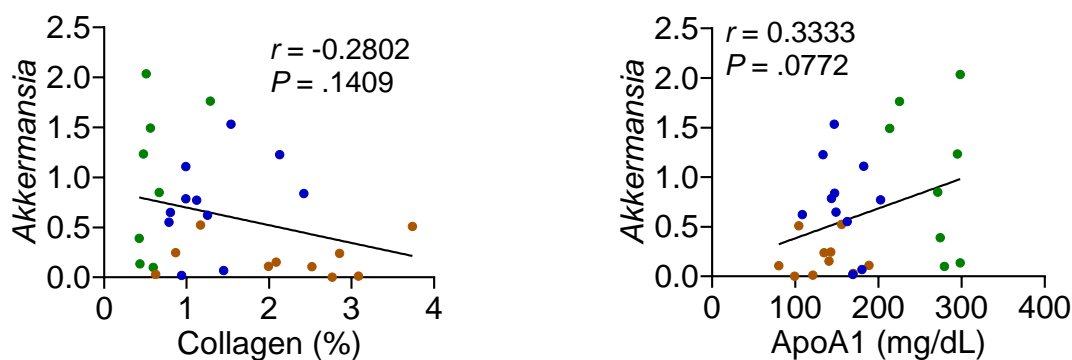

**Supplementary Figure 7**

**Supplementary Figure 7. Fecal microbiome analysis of WUSTL0717-treated mice after SBR.**

16S rRNA sequencing was performed on fecal samples from WT male mice collected before surgery and 10 weeks after sham or SBR surgery, following daily treatment with vehicle or WUSTL0717 (30 mg/kg, p.o.) for 7 weeks (n = 8–11/group).

(A) Shannon alpha diversity index.

(B) Bray–Curtis beta diversity index.

(C) Top 20 genera in the microbial composition. Genus and family information are shown in the figure for each group.

(D–F) Analysis of post-operative groups at 10 weeks after surgery.

(D) Percentage of *Akkermansia* in the total microbial composition.

(E) Taxa with LEfSe LDA scores > 3.5 are displayed on a log scale.

(F) Correlation between *Akkermansia* abundance (D) and either liver collagen area or portal venous plasma ApoA1 levels. Each dot represents an individual sample matched to panel D.

One-way ANOVA (D), two-way ANOVA (A) with Tukey's HSD, and Pearson correlation (F) were used for statistical analyses.

**Supplementary Table 1. Genotyping primers (mouse)**

| <b>Primer<br/>(mouse)</b> | <b>Forward</b>              | <b>Reverse</b>                            |
|---------------------------|-----------------------------|-------------------------------------------|
| <i>Apoa1 flox</i>         | CGAAGTTATGAATTCTATCTCGCACCT | TGACCAGGATCCATAACTTCGTATAATGT             |
| <i>Apoa1 flox-<br/>WT</i> | ACCGTGGATATCTCGCACCTT       | TCTGACCAGTACTGGGGGTTA                     |
| <i>Villin-Cre</i>         | GCCTTCTCCTCTAGGCTCGT        | AGGCAAATTTTGGTGTACGG                      |
|                           |                             | TATAGGGCAGAGCTGGAGGA<br>(Internal primer) |

**Supplementary Table 2. WUSTL0717 instrument settings**

LC (Shimadzu UFLC XR) conditions

| Compound                   | WUSTL0717                                                               | I.S.<br>(Carbamazepine) |
|----------------------------|-------------------------------------------------------------------------|-------------------------|
| Column                     | Thermo Betasil C18 5 $\mu$ , 50x2.1mm                                   |                         |
| Mobile phase               | A: Water with 0.1% Formic Acid<br>B: Acetonitrile with 0.1% Formic Acid |                         |
| Flow rate (mL/minutes)     | 0.35                                                                    |                         |
| Temperature (°C)           | 35                                                                      |                         |
| Injection volume( $\mu$ L) | 10                                                                      |                         |

Gradient elution conditions:

| Time (minutes) | Mobile phase A (%) | Mobile phase B (%) |
|----------------|--------------------|--------------------|
| 0.2            | 90                 | 10                 |
| 0.5            | 90                 | 10                 |
| 2.0            | 5                  | 95                 |
| 3.0            | 5                  | 95                 |
| 4.0            | 90                 | 10                 |
| 5.9            | 90                 | 10                 |

MS (API6500+) conditions

| Compound                      | WUSTL0717 | I.S.<br>(Carbamazepine) |
|-------------------------------|-----------|-------------------------|
| MRM(+)                        | 582/181   | 237.2/194.1             |
| Collision Gas                 | 7         |                         |
| Curtain GAS                   | 35        |                         |
| Ion Source Gas1               | 55        |                         |
| Ion Source Gas2               | 50        |                         |
| Ion Spray Voltage             | 5500      |                         |
| Temperature (°C)              | 550       |                         |
| Collision Energy              | 41        | 26                      |
| Declustering Potential        | 25        | 136                     |
| Entrance Potential            | 10        |                         |
| Collision Cell Exit Potential | 14        |                         |

**Supplementary Table 3.** *In-Vitro* ADME parameters WUSTL0717.HCL

| Compound      | Kinetic Solubility ( $\mu\text{M}$ ) | Mouse PPB (%bound) | HLM $t_{1/2}$ (minutes) / $\text{Cl}_{\text{int}}$ ( $\mu\text{l}/\text{minutes}/\text{mg}$ ) | MLM $t_{1/2}$ (minutes) / $\text{Cl}_{\text{int}}$ ( $\mu\text{l}/\text{minutes}/\text{mg}$ ) |
|---------------|--------------------------------------|--------------------|-----------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------|
| WUSTL0717.HCl | 0.29                                 | 99.81              | 12.4 / 112                                                                                    | 49 / 18                                                                                       |

PPB, plasma protein binding; HLM, human liver microsomes; MLM, mouse liver microsomes;  $t_{1/2}$ , half-life;  $\text{Cl}_{\text{int}}$ , intrinsic clearance.

**Supplementary Table 4. qRT-PCR primers (mouse)**

| <b>Primer<br/>(mouse)</b> | <b>Forward</b>        | <b>Reverse</b>         |
|---------------------------|-----------------------|------------------------|
| <i>Col1a1</i>             | GACATCCCTGAAGTCAGCTGC | TCCCTTGGGTCCCTCGAC     |
| <i>bactin</i>             | GATCATTGCCTCCTGAGC    | GTCATAGTCCGCCTAGAAGCAT |
| <i>18S</i>                | GTAACCCGTTGAACCCCATT  | CCATCCAATCGGTAGTAGCG   |

# Supplementary material for: A Gut-Restricted Liver X Receptor Agonist Ameliorates Liver Injury in Experimental Short Bowel Syndrome
**Source:** Gastroenterology. Author manuscript; Available in PMC 2026 May 11.
**Supplement:** 2

# A Gut-Restricted Liver X Receptor Agonist Ameliorates Liver Injury in Experimental Short Bowel Syndrome

Ayoung Kim,<sup>1</sup> Daniel M. Alligood,<sup>2</sup> Lingaiah Maram,<sup>3,4</sup> Hannah M. Phelps,<sup>2</sup> Michael Cameron,<sup>5</sup> Jacob T. DeRousse,<sup>3,4</sup> Jichang Han,<sup>1</sup> Taylor J. Dunning,<sup>1</sup> Rachel L. Mintz,<sup>1,6</sup> Alex Park,<sup>2</sup> Daniel D. Lee,<sup>1</sup> Deanna L. Davis,<sup>1</sup> Christopher G. Huckstep,<sup>1</sup> Rachael L. Field,<sup>1</sup> Lamees Hegazy,<sup>4,7</sup> Bernd H. Zinselmeyer,<sup>1</sup> Jonathan R. Brestoff,<sup>1</sup> Colin A. Martin,<sup>2</sup> Brad W. Warner,<sup>2,†</sup> Bahaa Elgendy,<sup>3,4</sup> and Gwendalyn J. Randolph<sup>1</sup>

<sup>1</sup>Department of Pathology and Immunology, Washington University School of Medicine, St Louis, Missouri; <sup>2</sup>Department of Surgery, Washington University School of Medicine, St Louis, Missouri; <sup>3</sup>Department of Anesthesiology, Washington University School of Medicine in St Louis, St Louis, Missouri; <sup>4</sup>Center for Clinical Pharmacology, Washington University School of Medicine and University of Health Sciences and Pharmacy, St Louis, Missouri; <sup>5</sup>Department of Molecular Medicine, University of Florida, Jupiter, Florida; <sup>6</sup>Department of Biomedical Engineering, Washington University in St Louis, St Louis, Missouri; and <sup>7</sup>Department of Pharmaceutical and Administrative Sciences, University of Health Sciences and Pharmacy, St Louis, Missouri

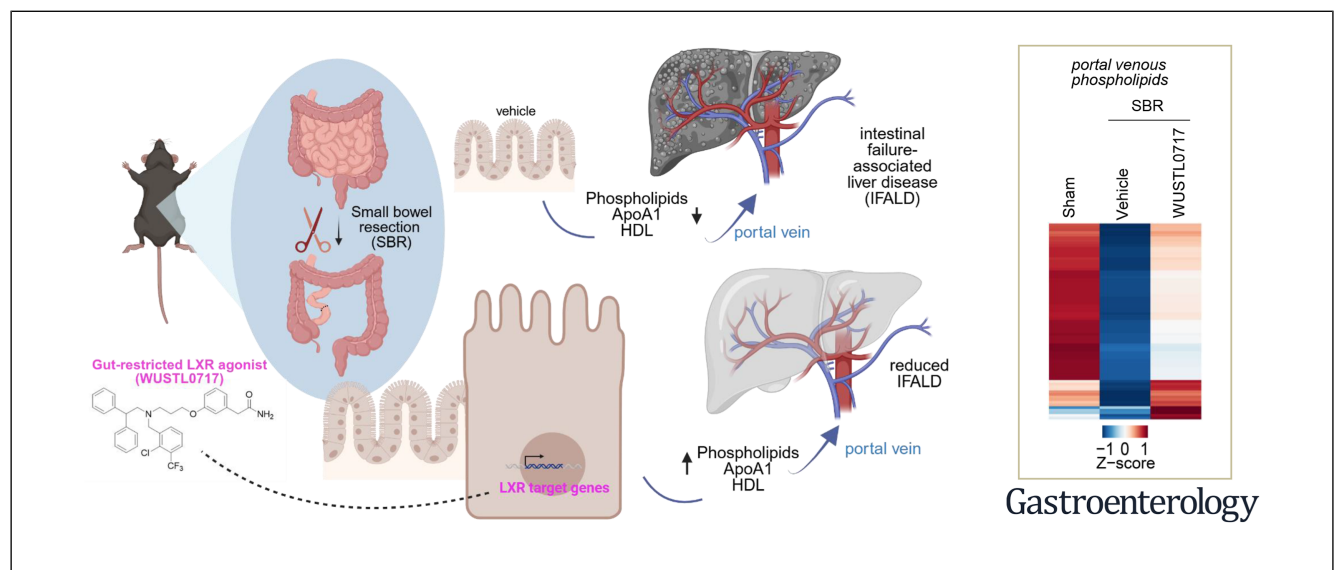

**BACKGROUND & AIMS:** Short bowel syndrome (SBS) arises from the surgical removal of extensive portions of the small intestine and is associated with high morbidity, including intestinal failure-associated liver disease (IFALD). Earlier studies revealed that orally administered systemic liver X receptor (LXR) agonist suppresses IFALD in mice and implicated intestinally derived high-density lipoprotein (HDL) in liver protection. Here we aimed to move away from the use of systemic LXR agonists because they have failed in clinical trials due to hepatic steatosis and hyperlipidemia, to determine if a gut-restricted LXR agonist could provide hepatoprotection in SBS. **METHODS:** We synthesized and characterized WUSTL0717, an amide analog of GW3965, as a putative gut-restricted LXR agonist, and evaluated its potential to improve the outcomes in a preclinical mouse model of SBS. **RESULTS:** WUSTL0717 exhibited exceptional intestinal retention in pharmacokinetic analyses and activated LXR target genes in the small intestine but not the liver. Whereas

small bowel resection lowered many lipid metabolites in portal venous plasma, WUSTL0717 treatment increased portal venous Apolipoprotein A1 (ApoA1), the core protein of HDL, and spared portal venous phospholipids known to be enriched on HDL. Accordingly, intestinal ApoA1 deficiency exacerbated IFALD, and in wild-type mice, portal venous ApoA1 and phospholipids inversely correlated with hepatic collagen accumulation. In addition, WUSTL0717 improved nutrient absorption and promoted body weight restoration in SBS. **CONCLUSIONS:** These data underscore the potential of gut-restricted LXR agonists to preserve metabolic health in the context of SBS. By acting locally in the intestine, WUSTL0717 positively mitigates profibrotic liver injury while avoiding systemic availability.

**Keywords:** Liver X Receptors; Enterohepatic Circulation; Lipid Transport; Fibrosis; Inflammation.

## WHAT YOU NEED TO KNOW

## BACKGROUND AND CONTEXT

Liver X receptor activation in the small intestine protects against liver failure after extensive small bowel resection, but only gut-restricted liver X receptor agonists would be translationally feasible. Yet, a gut-restricted liver X receptor agonist has never been characterized.

## NEW FINDINGS

Here, we synthesize and study the pharmacokinetics of a gut-restricted liver X receptor WUSTL0717, showing its strong liver X receptor activation restricted to the intestine. WUSTL0717 augments metabolic recovery after bowel resection in mice, protecting the liver against fibrosis in a manner that relies on enterocyte ApoA1, the core protein of high-density lipoprotein, and raises portal venous phospholipids.

## LIMITATIONS

Future studies are needed to evaluate the potential of a gut-restricted liver X receptor agonist to protect the liver after gut resection without adverse effects in humans.

## CLINICAL RESEARCH RELEVANCE

Therapies for intestinal failure-associated liver disease are needed. There has long been interest in action of liver X receptor limited to the intestine. This is the first full demonstration of a gut-restricted liver X receptor agonist.

## BASIC RESEARCH RELEVANCE

We show that WUSTL0717 preserves some phospholipid transport from the intestine through the portal vein that is diminished after small bowel resection. This is likely due to phospholipid transport by high-density lipoprotein and, accordingly, we show that enterocyte-derived ApoA1 protects the liver against inflammatory injury, underscoring major physiological roles of high-density lipoprotein beyond cardiovascular health. We considered the possibility that high-density lipoprotein in the intestinal mucus controls the microbiome to protect the liver but found that its presence in the portal vein was most critical.

The small intestine absorbs nutrients to sustain life. Various conditions, including neonatal necrotizing enterocolitis, may require small bowel resection (SBR) that can lead to malabsorption<sup>1</sup> and partial compensatory post-intestinal adaptations,<sup>2,3</sup> sequelae collectively termed short bowel syndrome (SBS).<sup>1</sup> Prolonged SBS leads to morbidity in the liver, referred to as intestinal failure-associated liver disease (IFALD), which involves hepatic steatosis, cholestasis, and fibrosis.<sup>4</sup> Glucagon-like peptide-2 agonists are used clinically to improve intestinal adaptation (NCT05018286). However, no established therapeutics exist for SBS-associated IFALD once it develops, making prevention the primary management goal. Approaches under investigation for IFALD management include omega-3 enriched parenteral lipids<sup>5</sup> and the medium-chain fatty acid cocktail SEFA-6179 (NCT05919680).<sup>6</sup>

Liver X receptors (LXRs), including LXR $\alpha$  (*NR1H3*) and LXR $\beta$  (*NR1H2*), are nuclear receptors that govern genes

involved in lipid and sterol metabolism.<sup>7</sup> We previously reported that intestinal ATP-binding cassette transporter A1 (*Abca1*), a key LXR target for high-density lipoprotein (HDL) biogenesis, promoted portal venous HDL that protected the liver from lipopolysaccharide-induced injury.<sup>8</sup> Oral administration of the LXR agonist GW3965<sup>9</sup> appeared to have potential therapeutic value by upregulating *Abca1* and increasing portal HDL.<sup>8</sup> However, systemic LXR agonists cause adverse effects, primarily hepatic lipogenesis, hindering their development as treatments for atherosclerosis and other diseases.<sup>10,11</sup> Hence, we reasoned that a gut-restricted LXR agonist might offer safer and more effective therapy. In our search for gut-restricted LXR agonists to treat SBS, we identified WUSTL0717. Reported by GlaxoSmithKline in 2002, this LXR agonist was not further developed, as the slightly more potent analog GW3965 was favored.<sup>12</sup> WUSTL0717 (previously referred to as GW6340) was later described as an intestinally selective compound, with limited published evidence, and as an ester analog of GW3965.<sup>13</sup> However, the GlaxoSmithKline patent (PCT/US01/27622) refers to GW6340 as an amide analog of GW3965, which we designate as WUSTL0717.

Here, we synthesized and carried out pharmacokinetic studies of WUSTL0717 in mice to evaluate its intestinal retention and its effects on SBS and IFALD. We also examined its impact on metabolites in the portal vein, where we found that it primarily spared a reduction in phospholipids within the portal vein caused by SBR. Phospholipids, particularly phosphatidylcholine (PC) species, are major HDL components along with Apolipoprotein A1 (ApoA1) and cholesteryl esters.<sup>14,15</sup> We thus evaluated the impact of intestinal epithelial cell deletion of *Apoa1* on SBR. Our data further solidify the key role of intestinal HDL in protecting the liver through its passage in the portal vein and suggest therapeutic benefits of WUSTL0717 for managing IFALD and improving intestinal functionality, with action restricted to inducing LXR target genes specifically within the intestine.

## Materials and Methods

## Mice

C57BL/6 wild-type (WT) (JAX 000664) mice were purchased from The Jackson Laboratory. Mice generated by crossing

## † Deceased

**Abbreviations used in this paper:** ALT, alanine aminotransferase; ApoA1, Apolipoprotein A1; AST, aspartate aminotransferase; HDL, high-density lipoprotein; HDL-C, high-density lipoprotein cholesterol; IFALD, intestinal failure-associated liver disease; LC-MS/MS, liquid chromatography-tandem mass spectrometry; LXR, liver X receptor; PC, phosphatidylcholine; PC O-, ether-linked PC; PE, phosphatidylethanolamine; PE O-, ether-linked PE; qRT-PCR, quantitative reverse transcription polymerase chain reaction; PO, per os; RNA-seq, RNA sequencing; SBR, small bowel resection; SBS, short bowel syndrome; WT, wild type.

## Most current article

© 2026 The Author(s). Published by Elsevier Inc. on behalf of the AGA Institute. This is an open access article under the CC BY license (<http://creativecommons.org/licenses/by/4.0/>).

0016-5085

<https://doi.org/10.1053/j.gastro.2025.12.015>

*Villin-Cre* (JAX 004586) mice with *Apoa1<sup>fl/fl</sup>* mice (*Apoa1<sup>ΔIEC</sup>*)<sup>16</sup> were on a mixed genetic background, predominantly C57BL/6 with additional contributions from FVB/NJ or DBA/2J. Mice were housed at Washington University in St Louis in a 12-hour light-dark cycle in a specific pathogen-free facility with a controlled temperature ( $21 \pm 1^\circ\text{C}$ ) and humidity ( $50\% \pm 20\%$ ). Food and water were provided ad libitum unless otherwise specified. Genotypes were confirmed by polymerase chain reaction using primer pairs listed in [Supplementary Table 1](#), and the absence of Cre-mediated germline recombination was verified by Transnetyx qPCR. All procedures were conducted during the light phase. Age- and weight-matched mice were randomly divided into experimental subgroups based on the distribution. Experimenters were not blinded to genotypes or treatment due to the study design and group size. The controls in all experiments were sibling littermates of the experimental cohort, and siblings, even when of different genotypes, were co-housed throughout all experiments. The studies were approved by the Washington University Animal Studies Committee (protocols 22-0433, 23-0421, and 22-0286).

### Synthesis of WUSTL0717, Molecular Modeling and Screening, and Use In Vivo

A detailed synthesis protocol for WUSTL0717 is described at the accompanying submission in protocols.io ("Synthesis of WUSTL0717" available at: <https://www.protocols.io/view/synthesis-of-wustl0717-bp2l6dy2kvqe/v1>). Molecular modeling, evaluation, and ligand-binding assays are described in the [Supplementary Materials and Methods](#). For in vivo administration, WUSTL0717.HCl was suspended in 0.5% hydroxypropyl methylcellulose and 4% Tween 80 in 60 mM phosphate buffer (pH 7). WUSTL0717 or vehicle was administered orally (per os [PO]) by gavage once daily at 30 mg/kg body weight, starting either 1 week after arrival at the facility or 3 weeks after SBR or sham surgery to allow recovery. For short-term WUSTL0717 administration, mice were treated with WUSTL0717 starting 5 days post-SBR and continued for 10 days. In nonsurgical studies, WUSTL0717 treatment was initiated in WT mice at 8 weeks of age.

### Pharmacokinetics

At the specified time point after administration of a single oral gavage dose of WUSTL0717 at 30 mg/kg, 8-week-old WT male mice were euthanized and dissected tissues or plasma were snap-frozen in liquid nitrogen. Untreated mice served as baseline control. For quantification, 5- $\mu\text{L}$  plasma samples were directly loaded onto a 96-well Millipore Multiscreen Solvinert 0.45- $\mu\text{m}$  low-binding polytetrafluoroethylene hydrophilic filter plate. Tissue samples were homogenized with water (1:3 dilution), and 5  $\mu\text{L}$  of the homogenate was loaded onto the filter plate. All plasma and tissue samples were treated with 75  $\mu\text{L}$  of a 90/10 acetonitrile/water solution containing carbamazepine as the internal standard to extract the analyte and precipitate proteins. The plates were agitated on ice for 10 minutes before centrifugation into a collection plate. Separate standard curves were prepared in blank mouse plasma and tissue homogenate and processed in parallel with the samples. The filtrate was directly analyzed by liquid chromatography-tandem mass spectrometry (LC-MS/MS). The high-performance liquid chromatography and MS/MS parameters are provided in [Supplementary Table 2](#).  $C_{\text{max}}$  (maximum concentration) and

$T_{\text{max}}$  (time to maximum concentration) were determined from the observed concentration-time data.

### Small Bowel Resection

How the deposited data were processed for this re-analysis (not part of the article)

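RNA sequencing values of 40 libraries from male C57BL/6 mice were used: 11 of the duodenum and 11 of the ileum, each with 3 sham vehicle, 4 SBR vehicle and 4 SBR WUSTL0717 mice, and 18 of the liver, with 5, 8 and 5 mice. The authors aligned reads with STAR, counted them with featureCounts, scaled them with edgeR and TPM, took log2, applied ComBat and deposited 1 table of the resulting log2 TPM values for 15958 genes. Values lie between -1.688 and 18.421, and 2752 values lie below 0, which a batch correction can produce. Intestinal libraries formed 1 batch and liver libraries the other, so levels were compared only within a tissue, and tissues were compared only by their treatment effects. In the table, 54 genes are 0 in every liver library and 17 in every intestinal library. No read totals came with the values, so the depth per library and the precision it gives are unknown, and differences at low values are less certain.
Of the genes, 15583 were matched to GENCODE M21 symbols (GRCm38), 179 through a RefSeq synonym, 14 were ambiguous and 182 had no match; coordinates are given for matched genes. Genes with a mean log2 TPM of at least 1 in a tissue were tested with limma 3.58.1 in R 4.3.3. Each fit took the 3 groups of the tissue, with a variance trend and Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05. After the batch correction a gene silent in a tissue can have a mean above 1, so the filter does not select expressed genes. Single genes, list means, scores and positions were compared with exact two-sided permutation tests over all splits of the libraries of 2 groups. Differences of effects between tissues were compared with permutations of the treatment within tissues. These also shuffle the effect in each tissue, so they have little power for a difference between effects. Gene lists of at least 5 tested genes were tested with limma's camera, with fry and an estimated correlation as alternatives. Gene set variation scores were computed with gseapy 1.3.1 in Python 3.11.15, with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. MSigDB was not at hand. The LXR targets were those of Supplementary Figure 1B and the efflux genes those of Figure 7A, and the other lists were short lists of known genes. The limma fits, the gene set tests and the limma test of the difference between regions were checked on simulated values in which 200 genes had been changed. The liver position and the correlation of changes were checked with and without a simulated drug effect. The LXR target score and the regional axis were checked with and without a simulated shift. The simulated ileum was placed on the real axis, so this check does not test how the axis was built. All simulated noise was independent between genes.
Genes are named by a rule. It takes every gene that the paper names for RNA sequencing or labels in its figures of these data, and in each of 6 comparisons the 3 higher and 3 lower genes with the smallest p among those called whose groups do not overlap, unnamed transcripts left out. It also takes at most 3 genes of a list, and marker genes of sex or of another tissue. Gene lists, rules, comparisons and alternatives were set before the data were examined, except 1 alternative for the LXR score, in which all 40 libraries were scored together, and the tests of explanations, which were chosen after the results were seen. The alternatives were no filter and a filter at 3, pseudocounts of 5 and 0.1, centring each library on its median, quantile normalization, an unmoderated two-sample test, no variance trend, library weights, a fit of the compared groups alone, a replicate block, an unadjusted p with a fold change of at least 2, other scores and lists, and leaving out each library in turn. No library was left out of the results given first.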

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

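The tests of explanations in this part were chosen after the results were seen. A Dixon test of single libraries singled out 28 of 324 groups of values at a p under 0.05, where chance alone gives 16.2, about 1 in 20. These were 19 of 224 groups for named genes (11.2 by chance), 8 of 87 for gene lists (4.35 by chance), 1 of 10 for scores (0.5 by chance) and 0 of 3 for the first liver component.
Among named genes of the gut, the libraries that lay apart were *Abca1* in duodenum SBR vehicle library 3 at 4.12 (the others at 2.56 to 2.70), *H2bc15* in duodenum SBR WUSTL0717 library 4 at 2.33 (the others at 3.77 to 3.99), *Scd1* in duodenum SBR WUSTL0717 library 4 at 12.83 (the others at 11.42 to 11.58) and *Tsku* in duodenum SBR vehicle library 3 at 7.65 (the others at 6.62 to 6.76). In the ileum they were *Abca1* in ileum SBR vehicle library 2 at 4.07 (the others at 4.78 to 4.90), *Gimd1* in ileum SBR WUSTL0717 library 4 at 1.38 (the others at 0.62 to 0.71) and *Srebf1* in ileum SBR vehicle library 4 at 4.96 (the others at 5.21 to 5.25). In the liver they were *Abca1* in liver sham vehicle library 2 at 5.66 (the others at 6.01 to 6.15), *Col1a1* in liver sham vehicle library 5 at 4.60 (the others at 3.45 to 3.75), *Krt7* in liver sham vehicle library 4 at 2.34 (the others at 1.95 to 2.04), *Ly6d* in liver SBR vehicle library 2 at 7.05 (the others at 7.68 to 8.19), *Mup15* in liver SBR vehicle library 4 at 0.85 (the others at 0.00 to 0.30), *Mup15* in liver sham vehicle library 4 at 5.51 (the others at 7.95 to 8.81), *Scara3* in liver SBR WUSTL0717 library 4 at 4.11 (the others at 2.63 to 2.97), *Spp1* in liver SBR WUSTL0717 library 4 at 6.31 (the others at 4.86 to 5.06) and *Tnf* in liver SBR vehicle library 6 at 2.75 (the others at 1.58 to 2.07). *Traj14* takes 0.69 as its lowest value in the liver, and the libraries apart were *Traj14* in liver SBR WUSTL0717 library 2 at 0.69 (the others at 2.55 to 2.82), *Traj14* in liver SBR vehicle library 7 at 2.07 (the others at 0.69) and *Traj14* in liver sham vehicle library 5 at 2.63 (the others at 0.69). What sets each library apart was not tested.
In liver SBR vehicle library 7, pancreatic acinar genes had a mean of 6.85, while the other SBR vehicle libraries had 2.10 to 2.20. All 15 of the acinar genes were highest in this library, among them *Ctrb1* at 11.18 (2.38 to 3.05 in the other liver libraries), *Prss2* at 8.73, *Pnlip* at 7.17 and *Cela3b* at 6.95. A piece of pancreas taken with the liver is a likely explanation, since of 10 other pancreatic genes, outside that list, 8 were highest there too, against 6.62% of all tested genes. Biology of the resected mouse itself is not excluded by these values.
In ileum SBR WUSTL0717 library 2, hepatocyte genes had a mean of 9.35 against 6.83 to 7.05 in the rest of the group, and adipocyte genes 7.24 against 4.89 to 5.07. Of these markers, 16 were highest in this library, among them *Alb* at 12.70 (8.47 to 10.13 in the other ileal libraries), *Ahsg* at 11.00 (5.39 to 7.03), *Cfd* at 6.62 and *Car3* at 10.72, whereas *Ttr* was not, at 8.12 against up to 8.17. Of 29 other hepatocyte and adipocyte genes, outside these lists, 16 were highest there (12 of 24 and 4 of 5), where 33.6% of all tested genes were highest in this library. Liver and fat tissue in the sample and a library that differs from the others in many genes cannot be told apart, because these other genes fall short of the 75% set for the test. Such tissue does not account for the rise of the LXR target score in the ileum, which was 2.08 without hepatocyte and adipocyte markers. The rise of adipocyte genes was not limited to library 2. As a list they rose in the ileum with WUSTL0717 by 1.59 (exact two-sided permutation p = 0.0286, the smallest possible, adjusted p = 0.196 over 48 tests). In the duodenum they rose by 0.63 (exact p = 0.0286), or 0.59 with each library centred (exact p = 0.114). Hepatocyte genes rose in the ileum by 1.01 (exact p = 0.114). An effect of the drug in the mouse of library 2 was not tested.
In ileum SBR vehicle library 3, genes of B cell follicles had a mean of 3.57 against 1.35 to 1.49. Lymphoid tissue in this sample could account for part of the higher interferon genes in the vehicle group. Without this library their fall with WUSTL0717 was -1.04 in place of -1.47 (exact two-sided permutation p = 0.143 and 0.0857), and without SBR vehicle library 1 it was -1.96 (exact p = 0.0286, the smallest possible). Follicle and interferon genes did not go together in each library: WUSTL0717 library 3 had means of 3.52 and 2.755, and SBR vehicle library 2 had 1.47 and 4.59. In the duodenum, where this ileal library plays no part, the interferon list changed with WUSTL0717 by -0.74 (exact p = 0.0857, adjusted p = 0.257 over 48 tests). With each library centred on its median the duodenal change was -0.78 (exact p = 0.0286, the smallest possible). In the ileum, lymphoid tissue and an effect of the drug cannot be told apart, because the fall without library 3 lies within the spread between libraries, and single libraries do not exclude lymphoid tissue.
The other lists with a library apart were clock genes in duodenum SBR WUSTL0717 library 3, at 2.74 (the others at 3.78 to 3.94), genes of the opposite clock phase in liver SBR vehicle library 6, at 4.63 (2.56 to 3.21), hepatocyte genes in liver SBR vehicle library 2, at 6.14 (6.82 to 7.20), and Y chromosome genes in liver sham vehicle library 2, at 3.09 (3.37 to 3.48). The LXR target score of liver SBR vehicle library 8 was -0.14, against -1.21 to -0.80 in the other 7. These were not tested further.
The effect of WUSTL0717 differed between intestine and liver, at a limma adjusted p under 0.05, for 18 of the named genes. It was higher in the intestine, in log2 units, for *Scd1* by 4.40, *Abca1* by 3.10, *Srebf1* by 3.04, *Ces2a* by 2.63, *H2-Q10* by 2.46, *Abcg5* by 2.02, *Abcg8* by 1.98, *Abcg1* by 1.79, *Apoc1* by 1.77 and *Lpcat3* by 1.65. It was -2.54 for *Mup10*, -2.16 for *Cyp2c54*, -2.08 for *Cyp4a12a*, -2.04 for *Mup15*, -1.88 for *Mup3*, -1.704 for *Sult2a8*, -1.51 for *Reg3g* and -1.32 for *Reg3b*. A batch correction that shrinks the effects of the liver batch could produce the first group. In units of the spread within groups, which such shrinkage would leave unchanged, the median effect on LXR core targets in the liver was 0.64, against 2.30 in the duodenum and 2.57 in the ileum, which argues against it. A hypothesis is that the drug acts little beyond the gut, which drug levels in these mice would test.
In the liver after SBR, genes with higher expression in male liver fell by 2.97 as a list and genes with higher expression in female liver rose by 1.22 (exact two-sided permutation p = 0.000777 each, the smallest possible, adjusted p = 0.00311). The paper does not report these lists. A mislabelled female sample is unlikely, since the lowest mean of Y chromosome genes in an SBR vehicle library was 2.81. A lower share of hepatocytes does not account for it either, since the male list fell by 2.65 relative to hepatocyte markers. With WUSTL0717 the male list rose by 1.26 (exact permutation p = 0.000777) and the female list by 0.04 (exact permutation p = 0.857). Changed growth hormone signalling is a hypothesis, which hormone levels would test.
Cholangiocyte genes rose by 2.26 and proliferation genes by 1.27 in the liver after SBR (exact two-sided permutation p = 0.000777 each, adjusted p = 0.00311). A lower share of hepatocytes alone would raise markers of all other cells alike, and macrophage markers rose by 0.45 relative to hepatocyte markers, against 2.57 for cholangiocyte markers, which argues against it as the sole explanation. More bile duct cells and a higher level per cell both stay open.
Clock genes rose after SBR by 1.87 in the duodenum (exact two-sided permutation p = 0.0286, the smallest possible, adjusted p = 0.196 over 48 tests) and by 1.68 in the ileum (exact p = 0.0571, adjusted p = 0.228). A difference in scaling does not explain this, since the duodenal rise was 2.28 with each library centred on its median. A different time of collection or feeding could also move genes of the opposite clock phase, which changed by -0.74 in the duodenum (exact p = 0.114), or -0.33 with each library centred (exact p = 0.143), and by -0.29 in the ileum (exact p = 0.229), all within the spread between libraries. In the liver after SBR clock genes did not rise (-0.30, exact p = 0.168), which goes against a different time for all tissues. With WUSTL0717 after SBR, clock genes changed by -1.31 in the duodenum (exact p = 0.0286, the smallest possible, adjusted p = 0.196). In the ileum they changed by -0.66 (exact p = 0.143). Genes of the opposite phase then rose in the duodenum by 0.48 (exact p = 0.0857), or 0.44 with each library centred (exact p = 0.0286). In the ileum they rose by 0.31 (exact p = 0.0571). The paper places all procedures in the light phase, with free access to food unless stated otherwise, and gives no hour of collection for each group. A change of the clock in the intestine and a different time or feeding cannot be told apart, because the values come with no time of collection and do not say which liver and intestinal libraries share a mouse.
Targets of peroxisome proliferator-activated receptors rose in the duodenum with WUSTL0717 by 1.92 (exact two-sided permutation p = 0.0286, the smallest possible, adjusted p = 0.196 over 48 tests), with 29 of 29 genes higher and 10 called over all genes. A difference in scaling does not explain it, since the rise was 1.88 with each library centred. Whether the drug or a changed lipid supply raises these genes stays open.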

How the results depend on the processing

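The tests of random splits were part of the design, and what they should show was recorded after the results were seen. For each comparison, the libraries of 2 groups were split anew and the result recomputed, the real grouping included among the splits. As large a result as the real one came from 35 of 35 splits for the duodenum after SBR, where 0 genes are called, and from 1 of 35 for duodenum WUSTL0717, ileum SBR and ileum WUSTL0717 each. It came from 3 of 100 splits for liver SBR, 3 of 100 for liver WUSTL0717, 5 of 100 for the difference between ileum and duodenum, and 1 of 100 for that between intestine and liver. For the number of genes at an unadjusted p under 0.05, splits as large were more frequent with WUSTL0717, at 17 of 35 in the duodenum, 10 of 35 in the ileum and 16 of 100 in the liver, and after SBR they were 4 of 35, 2 of 35 and 3 of 100. For gene lists, the splits with a camera p as small were 7 of 35 for histone genes, 9 of 35 and 10 of 35 for PPAR targets in the ileum after SBR and with WUSTL0717, 23 of 35 for triglyceride synthesis, 1 of 35 for cholesterol biosynthesis, 1 of 35 for lipoprotein assembly, and 2 of 35 and 1 of 35 for cholesterol efflux in duodenum and ileum. In the liver they were 5 of 100 and 1 of 100 for collagen genes after SBR and with WUSTL0717, 2 of 100 and 4 of 100 for major urinary protein genes, and 18 of 100 for antioxidant genes. A random grouping of libraries could therefore give the camera results of the histone, PPAR and antioxidant genes, with 7, 9, 10 and 18 splits, and possibly those of efflux in the duodenum (2 splits), of collagen after SBR and of ileum against duodenum (5 splits each).
With a filter at a mean of 3, which tests fewer genes, 5 genes were called in the duodenum after SBR in place of 0, 4180 in the liver after SBR in place of 6663, 334 in the liver with WUSTL0717 in place of 652, 2 in place of 4 for ileum against duodenum, and 52 in place of 108 for intestine against liver. With each library centred on its median, 96 genes (92 higher) were called in the duodenum after SBR, 3133 in the liver with WUSTL0717 (1830 higher and 1303 lower, in place of 229 and 423), and 201 for intestine against liver (137 higher and 64 lower). In the liver after SBR 7825 were called, of which 3245 were higher and 4580 lower, in place of 5953 and 710. Quantile normalization gave 34 calls in the duodenum after SBR, 17 in place of 39 with WUSTL0717 there, 92 in place of 55 in the ileum after SBR, and 2635 in the liver with WUSTL0717 (1286 higher and 1349 lower). The cause was not tested.
An unmoderated two-sample test, which estimates each gene's spread from few libraries, gave 2 calls in the duodenum after SBR, 2 with WUSTL0717 there, 6 in the ileum after SBR, 1 in place of 11 with WUSTL0717 there, 0 in the liver with WUSTL0717, and 24 in place of 60 tests of named genes. The paper's methods name an unpaired two-sample test, next to the Wilcoxon rank-sum test, for its differential expression. Without a variance trend 5 genes were called in the duodenum after SBR. Library weights gave 2497 and 85 calls in the duodenum after SBR and with WUSTL0717, 279 and 18 in the ileum, 10462 and 2819 in the liver, 8 for ileum against duodenum and 473 for intestine against liver (393 higher and 80 lower). A fit of the compared groups alone, with fewer libraries, gave 11 calls in the duodenum with WUSTL0717, 10 in the ileum after SBR, 1 in the ileum with WUSTL0717 and 148 in the liver with WUSTL0717. At an unadjusted p under 0.05 and a fold change of at least 2, the counts were 1817 and 596 in the duodenum, 683 and 491 in the ileum, and 1204 and 90 in the liver. Apart from fewer genes or libraries, the cause was not tested.
Replicate numbers recur across groups, so a fit with a replicate block was made on the numbers present in both groups. It called 16 genes in the duodenum after SBR, 0 with WUSTL0717 in duodenum, ileum and liver, 0 in the ileum after SBR, and 20 of the tests of named genes, from fewer libraries. In the duodenum with WUSTL0717, libraries of the same number had a mean correlation of 0.116 in their deviations from the group means, against -0.0387 for others, and 2 of 4 pairs lay above 0.1. In the liver after SBR 1 of 5 pairs did, and in the other 4 comparisons 0 did. Since in none of the 6 were all pairs above 0.1, the numbers were not taken to pair the mice. Between duodenum and ileum libraries of the same group and number, the mean correlation was 0.303 in sham (0.0715 to 0.468), 0.0212 in SBR vehicle and 0.0981 with WUSTL0717, against -0.153, -0.00707 and -0.0318 for others. Whether these come from the same mice is not stated, and the tests of the difference between the regions treat them as separate mice. Under the replicate block *Ppara* in the ileum after SBR was -0.19 and *Apoa4* -0.0244, both reversed.
Set tests that lost their call had adjusted p-values, with an estimated correlation, of 0.509 for histone genes in the duodenum after SBR, 0.147 for efflux genes in the duodenum, 0.652 and 0.406 for PPAR targets in the ileum after SBR and with WUSTL0717, 0.517 and 0.191 for collagen genes in the liver, 0.114 for major urinary protein genes with WUSTL0717 and 0.634 for antioxidant genes. Under fry they were 0.137 for histone genes, 0.403 and 0.397 for PPAR targets and 0.331 for antioxidant genes. The LXR target score in the duodenum with WUSTL0717 was 1.26 (exact permutation p = 0.0571) with each tissue scored alone. In the liver it was 0.98 (exact permutation p = 0.103) as a mean of standardized values, 0.96 (0.104) with the core list and 0.83 (0.0583) with all 40 libraries scored together, chosen after seeing the data. After SBR the score was reversed as a mean of standardized values in duodenum (-0.00785) and liver (0.41), and in the ileum with the tissue scored alone (-0.10), with the core list (-0.00884) and with all 40 libraries (-0.0511). The difference of liver positions, -16.61 (exact permutation p = 0.1), passed 0.05 over the 500 most variable genes (-12.17, exact permutation p = 0.00389) and with centring (-20.46, exact permutation p = 0.00155). The cause was not tested.
When 1 library was left out, which also lowers the number of libraries, the calls ranged from 0 to 589 in the duodenum after SBR, 7 to 28 with WUSTL0717, 3 to 38 in the ileum after SBR, 2 to 12 with WUSTL0717, 5399 to 9010 in the liver after SBR and 93 to 1075 with WUSTL0717. The LXR score ranged from 0.71 to 1.21 in the duodenum with WUSTL0717, from -0.11 to 0.19 in the ileum after SBR (2 reversed) and from 1.43 to 1.68 in the liver with WUSTL0717. The collagen score ranged from 0.92 to 1.34 after SBR and from -1.59 to -1.20 with WUSTL0717, the liver positions from -22.11 to -12.89, the correlation of changes from -0.79 to -0.73, and camera's adjusted p of triglyceride synthesis from 0.264 to 0.932 (1 reversed).
For named genes, 2409 of 2710 values kept direction and side of the threshold, 216 were weaker, 51 stronger and 34 reversed, of which 1301 values came from leaving out 1 library (1153 same, 115 weaker, 10 stronger, 23 reversed). Quantile normalization reversed, in the duodenum with WUSTL0717, *Mttp* (-0.0524), *Apoa1* (-0.30), *Apoa4* (-0.23) and *Apoe* (-0.11), and in the ileum after SBR *Apoa4* (-0.0775). In the liver with WUSTL0717 it reversed *Abca1* (-0.00602), and library weights reversed *Abca1* (-0.12), *Srebf1* (-0.12) and *Lpcat3* (-0.0391). Genes reversed when 1 library was left out had, in the duodenum with WUSTL0717, ranges of -0.0555 to 0.70 for *H2bc15*, -0.34 to 0.56 for *H3c11*, -0.10 to 0.72 for *H3c2* and -0.23 to 0.77 for *H3c3*. In the ileum after SBR they were -0.56 to 0.87 for *Apoa4*, -0.71 to 0.12 for *Nr1h2* and -0.19 to 0.77 for *Ppara*, and with WUSTL0717 -0.23 to 1.04 for *Gata4*, -0.14 to 0.42 for *Mttp* and -0.46 to 0.0113 for *Pparg*. In the liver they were -0.39 to 0.17 for *Traj14* after SBR and -0.0144 to 0.13 for *Abca1* with WUSTL0717. The cause was not tested. For the liver alone, scoring each tissue alone is the same as the score given first and was not run again. The unknown depth limits what can be said on genes near the floor, such as *Traj14*.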

Differences from the paper's values

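No test in this part was chosen after the results were seen, except where it is named as such. Of 10 log2 fold changes read by eye from Fig. 2D and Supplementary Fig. 5A, after the values here were known, 0 differ from those given here by more than the larger SD between libraries of a group, and the largest difference was 0.043. Of 110 values under alternatives 0 differ by more than this SD, which is wide. The farthest was *Cyp4a12a* in the liver, at 1.33 with a pseudocount of 5 and about 2.0 in Supplementary Fig. 5A, read by eye.
The paper states that WUSTL0717 raised the LXR target score in duodenum and ileum and left it unchanged in the liver. In the liver libraries the score rose by 1.53 (exact two-sided permutation p = 0.00155). Of the alternatives set before the data were examined, the mean of standardized values (0.98, exact permutation p = 0.103) and the core list (0.96, exact permutation p = 0.104) did not pass 0.05, nor did scoring all 40 libraries together (0.83, exact permutation p = 0.0583), which was chosen after seeing the data. With each library centred it was 1.84 (exact permutation p = 0.00155). The legend of Fig. 2C gives 3 to 4 mice per group, whereas 5 and 8 liver libraries were compared here, so the libraries may not be the same as the paper's.
The paper counts the following genes as changed, which limma did not call here. For single-gene panels, the paper's legends give ANOVA or t-tests. These panels cover *Pparg*, *Ppara*, *Apoc3*, *Apoa4*, *Nr1h3*, *Lpcat3*, *Tgfb1*, *Tnf*, *Thrb*, *Abcb11*, *Sod1* and *Sod2*. The limma p-values here are adjusted over all tested genes, an unlike threshold, so a missing call does not contradict those panels. In the duodenum after SBR, histone genes *H2bc15*, *H3c2*, *H3c3* and *H3c11* had limma adjusted p-values of 0.271, 0.258, 0.274 and 0.274; library weights (0.0215 to 0.0296) and leaving out SBR vehicle library 1 (0.0455 to 0.0499) call them. With WUSTL0717 in the duodenum, *Srebf1* had 0.0887 (limma) and passes with a filter at 3, library weights and 1 fit that left out 1 library, and *Reg3g* had 0.0576 (limma) and passes with a filter at 3, without a variance trend and with library weights. In the ileum, *Pparg* after SBR had 0.0865 (limma) and passes with quantile normalization and library weights, and *Abcg8* with WUSTL0717 had 0.1 (limma) and passes with a filter at 3 and in 1 fit that left out 1 library.
No setting brought under an adjusted p of 0.05 *Gata4* in the ileum after SBR (limma adjusted p = 0.407), nor, with WUSTL0717 in the ileum, *Irf1* (0.484), *Irgm1* (0.508), *Irgm2* (0.501), *Ppara* (0.501), *Apoc3* (0.42), *Apoa4* (0.65), *Nr1h3* (0.548), *Lpcat3* (0.345) and *Apoa1* (0.455). All of these genes, and those of the duodenum and ileum named before them, pass at an unadjusted limma p under 0.05 with a fold change of at least 2, the threshold that the legend of Supplementary Figure 2 gives. For *Apoa1* the paper's rise in Fig. 7B was measured by qRT-PCR, so the 2 results come from different methods.
In the liver with WUSTL0717, *Abcb11* (limma adjusted p = 0.137) and *Thrb* (0.116) pass with centring, quantile normalization and library weights. *Tnf* (0.08) passes with these 3 and in 3 of 13 fits that left out 1 library, *Tgfb1* (0.18) with library weights, and *Sod1* (0.113) and *Sod2* (0.156) with centring and quantile normalization.
The paper places SBR livers treated with WUSTL0717 nearer to sham than untreated ones. The distance changed by -16.61 (exact two-sided permutation p = 0.1), and passes 0.05 over the 500 most variable genes, with centring, without SBR vehicle library 2 and without WUSTL0717 library 4.
The paper describes the ileum after SBR as taking on features of the duodenum. Along the axis between the regions it lay at -9.27 from sham ileum, on the side away from the duodenum (exact two-sided permutation p = 0.0286, the smallest possible), and at -16.46 over all genes (exact permutation p = 0.114), or -8.75 (exact permutation p = 0.4) without sham library 1. The axis was chosen after the results were seen. It was built from WUSTL0717-treated SBR mice, so ileal changes after SBR can enter it and pull this result away from the duodenum. It therefore cannot decide the direction.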

Other observations

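The tests in this part were chosen after the results were seen, with the exception of the comparison with relabelled libraries, which was part of the design. After SBR, 89.3% of the genes called in the liver were higher. A few abundant genes that take up most of the counts could shift all others. In the deposited values the share of the 50 most abundant genes implies a shift of 0.0818 in all others, and the median gene rose by 0.25. The batch correction brought liver levels close to intestinal ones, so these are not the shares of the counts. They cannot exclude this explanation. With each library centred on its median, 41.5% of the calls were higher. Higher RNA of most genes and a scaling difference between libraries cannot be told apart, because the table gives relative values and no added standard.
Histone genes fell in the duodenum after SBR. Transcript length does not explain this, since lists matched on length changed by -0.35. A fall of this size was not seen in histone genes alone, since ribosomal protein genes changed by -1.495 as a list (exact two-sided permutation p = 0.114). A scaling difference could account for part of the fall of the histone list, which still fell by 0.97 once each library was centred. Proliferation genes fell by 1.03 (exact two-sided permutation p = 0.0571), as fewer dividing cells would produce. These explanations and a lower capture of histone transcripts cannot be told apart, because the fall of the list lies within the spread between libraries (-1.37, exact two-sided permutation p = 0.0571). Histone genes were not alone in this. Ribosomal protein genes changed by -1.50 (exact p = 0.114), or -1.09 with each library centred (exact p = 0.171). Paneth cell genes changed by -1.37 (exact p = 0.0286, the smallest possible, adjusted p = 0.196 over 48 tests). Not every list fell, since clock genes rose by 1.87 and targets of peroxisome proliferator-activated receptors by 0.36.
The LXR target score rose in the liver with WUSTL0717. Hepatocyte and adipocyte transcripts in the list do not explain it, since the rise was 1.69 without them. A score that is relative to all genes of a library could rise as others fall, and random lists of the same size and level rose by a median of 0.26 before standardizing, against 0.52 for the targets. Only 0.3% of random lists rose as far. Of 15 single core targets, 13 were higher in the liver with WUSTL0717. In units of the spread within groups, their effects ran from -0.40 to 1.71, with a median of 0.64. A hypothesis is a small change in lipid supply to the liver, which the values cannot test.
The changes with WUSTL0717 in the liver oppose those of SBR. The SBR vehicle libraries shared by both comparisons could produce this, but relabelled libraries gave a mean correlation of -0.13, against -0.77. Whether the opposition reflects the drug's action or a milder disease in the treated mice at the start stays open.
That the ileum after SBR moves towards the duodenum, as the loss of proximal bowel might bring, was tested along the axis between the regions. Over the 1000 genes of the axis, the ileum lay at -9.27 (exact two-sided permutation p = 0.0286, the smallest possible), on the side away from the duodenum. This was 10.6% of the distance between duodenum and ileum in the WUSTL0717-treated SBR mice, from which the axis was built. The position lay between -10.75 and -8.25 when any 1 library was left out (exact permutation p = 0.0667 or 0.1, the smallest for the libraries left). Over all genes the ileum lay at -16.46 (exact permutation p = 0.114), or at -8.75 (exact permutation p = 0.4) without sham library 1, within the spread between libraries. Ileal changes after SBR that the treated mice share can enter the axis as ileal and pull the result this way. The axis therefore cannot decide whether the ileum moved towards the duodenum.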
